# Short-Term Effects of Human versus Bovine Sialylated Milk Oligosaccharide Microinjection on Zebrafish Larvae Survival, Locomotor Behavior and Gene Expression

**DOI:** 10.3390/ijms24065456

**Published:** 2023-03-13

**Authors:** Rosario Licitra, Valentina Naef, Maria Marchese, Devid Damiani, Asahi Ogi, Stefano Doccini, Baldassare Fronte, Jingyu Yan, Filippo M. Santorelli

**Keywords:** nutraceuticals, milk oligosaccharides, sialylated oligosaccharides, human milk, bovine milk, zebrafish, locomotor behavior, thigmotaxis, brain development, RNA-seq

## Abstract

Milk oligosaccharides are a complex class of carbohydrates that act as bioactive factors in numerous defensive and physiological functions, including brain development. Early nutrition can modulate nervous system development and can lead to epigenetic imprinting. We attempted to increase the sialylated oligosaccharide content of zebrafish yolk reserves, with the aim of evaluating any short-term effects of the treatment on mortality, locomotor behavior, and gene expression. Wild-type embryos were microinjected with saline solution or solutions containing sialylated milk oligosaccharides extracted from human and bovine milk. The results suggest that burst activity and larval survival rates were unaffected by the treatments. Locomotion parameters were found to be similar during the light phase between control and treated larvae; in the dark, however, milk oligosaccharide-treated larvae showed increased test plate exploration. Thigmotaxis results did not reveal significant differences in either the light or the dark conditions. The RNA-seq analysis indicated that both treatments exert an antioxidant effect in developing fish. Moreover, sialylated human milk oligosaccharides seemed to increase the expression of genes related to cell cycle control and chromosomal replication, while bovine-derived oligosaccharides caused an increase in the expression of genes involved in synaptogenesis and neuronal signaling. These data shed some light on this poorly explored research field, showing that both human and bovine oligosaccharides support brain proliferation and maturation.

## 1. Introduction

Milk is fundamental in the early nutrition of all baby mammals, being their primary source of nutrients and bioactive compounds [1]. Proteins, lipids, carbohydrates, minerals, and vitamins are the main milk nutrients necessary to support the newborn’s development until the weaning period [2]. Milk oligosaccharides, counted as the third component in quantity of the solid part of milk, are a complex class of glycans that have no direct nutritional value for the offspring, but act as bioactive factors in numerous defensive and physiological functions [3]. Although indigestible by infants, on reaching the large intestine, they act as prebiotics, stimulating the growth of beneficial microbiota [3,4], and as defensive agents against various toxins, pathogenic bacteria and influenza viruses, thus limiting the onset of enteric infections [5,6]. Moreover, milk oligosaccharides not only modulate the immune system [7], promoting beneficial effects on allergic disorders [3] and autoimmune diseases [8], but also contribute to brain development and cognition [9]. These molecules are synthesized in the mammary gland starting from monosaccharide units, which are combined with a lactose core through numerous possible linkages, resulting in a wide range of different structures that reflect the multitude of their biological functions [10]. Milk oligosaccharides in human breast milk have been extensively investigated and more than 200 different types have already been found [11]. On the other hand, domestic animal milk oligosaccharides have been less studied and only 48 types have been characterized in cow, goat, sheep, pig, horse, and camel milk [12]. Two classes of oligosaccharides are naturally found in milk: neutral and acidic. Chemically, the first has a fucosylated end, whereas the latter has a sialic acid terminal residue. Neutral oligosaccharides are the most common in human milk, whereas sialylated oligosaccharides account for about 80–90% of total oligosaccharides in non-primate animal milk [12]. The total sialylated oligosaccharide content of milk from traditional dairy animals is 10–100 times lower than that of human milk [12,13,14].

Sialylated milk oligosaccharides (SMOs) seem to play an essential role in brain development as they act as the main suppliers of sialic acid, an important constituent of key brain proteins as gangliosides and myelin associated glycoprotein [7,15,16] involved in the formation of brain structures sustaining cognition. In this context, it is well known that early nutrition can modulate nervous system development [17] and, through changes in gene expression patterns and nutrient-sensitive signaling pathways, can lead to epigenetic imprinting that may have lifelong effects on health status [18]. Moreover, several studies have shown that the duration of breastfeeding is the main associated variable to the infant intelligence and cognition performances [19]. Wang [20] has postulated that low levels of sialic acid may be a main disadvantage of infant formula milks. These data have been supported by brain imaging studies showing that breast milk promotes infant brain development, particularly white matter growth [21]. An increasing body of literature suggests that newborns could benefit from exogenous sialic acid supplementation in order to meet the demands of the rapidly growing brain [4], and also that several diseases of the brain (such as mental retardation, schizophrenia, and Alzheimer’s and senile dementia) are associated with lower brain sialic acid and/or ganglioside content [22,23]. It seems that intake of compounds containing sialic acid may reduce the decline in brain activity that occurs with aging [15]. Sialylation is a process essential not just for the brain, but also for normal muscle function [24] and skeletal development [25]. Importantly, while adult mammals can endogenously synthesize sialic acid from glucose and other products of glycolysis, newborns largely lack this capability, and thus require an exogenous source of sialic acid [16]. Studies in animal models suggest that administration of SMOs and/or sialic acid was associated with enhancement of specific and non-specific immunological resistance [26], increases in cerebral and cerebellar ganglioside content [13,15], and positive effects on microbiota, behavioral responses during stressor exposure [27], and cognitive abilities [20,28]. Rodents receiving neonatal exogenous supplementation of sialic acid showed improved novel object recognition memory and long-term potentiation (a cellular process thought to be associated with memory) [16,29]. Furthermore, mouse pups fed with a milk deprived of the most abundant SMOs, i.e., 6′-sialyllactose (6′SL) or 3′-sialyllactose (3′-SL), exhibited impairments in memory, attention, and hippocampal long-term potentiation [30].

In the current study, using a microinjection technique, we attempted to increase the sialylated oligosaccharide content of zebrafish yolk reserves at early stages of embryogenesis, with the aim of evaluating the short-term effects of the treatment on mortality, locomotor behavior, and gene expression. The zebrafish is already considered an ideal organism for neurobiology and genetics research and for exploring possible new drug treatments [31,32,33,34,35]. The use of zebrafish, rather than mammalian models, for genetic and drug studies offers numerous advantages, such as high fecundity, egg transparency, rapid ex utero embryogenesis (which allows noninvasive drug treatments at early embryonic stages) and affordability [36,37,38]. In this context, numerous behavioral protocols have already been validated for this species, even in its larval stage [39,40]. Despite the large differences in embryo development and nutrition between fish and mammals, sialic acid is found in all vertebrates (even birds, reptiles, and amphibians) and essentially in all tissues, with the highest concentration in the central nervous system [17]. While the delivery of external nutrients in mammal newborns is limited to maternal nutrient transfer (prenatal) and consequently to the onset of milk feeding (postnatal), in zebrafish it is possible to easily exert a nutraceutical stimulus during embryogenesis, injecting a specific compound directly into the egg yolk, prior the hatching event [18]. Research on the effects of SMOs administration on health and brain functions is still limited and no experimental data on important vertebrate models, such as zebrafish, are available in literature to the best of our knowledge.

## 2. Results

### 2.1. Locomotor and Thigmotactic Behavior

As the developing nervous system presents high sensitivity to drug exposures, a developmental neurotoxicity analysis was performed on wild-type zebrafish larvae microinjected into the yolk with either sialylated milk oligosaccharides solutions (at doses equal to 100 mmol/L, purified from human or bovine milk) or saline solution (placebo group). The same analyses were performed even in untreated wild-type larvae, as the control group. For this purpose, two standardized behavioral tests were used. The first one was the tail-coiling test, which allows to evaluate the action mode of compounds interfering with neurotransmission. This test is based on the analysis of the spontaneous embryo tail coiling inside the egg, and it involves side-to-side contractions of the trunk, consisting of the first motor behavior of embryos [41]. Coiling analysis at 30 h post fertilization (hpf) showed similar burst activity between the controls and treated embryos, with no significant differences observed between groups (Figure 1).

The second behavioral test used in this study was the visual motor response (VMR) test, carried out on hatched larvae of 5 days post fertilization (dpf). This assay allows to analyze the larvae locomotor behavior in different light conditions, with the aim of evaluating the sensorimotor function of zebrafish larvae, and to characterize neurobehavioral responses to chemicals. Typically, untreated zebrafish larvae exhibit higher locomotor activities during the dark phase than in the light phase, because a dark environment offers a better chance of survival for the larvae [42]. Indeed, calculation of average locomotor activity per minute revealed that the zebrafish larvae covered a greater distance and moved at greater speed during dark than light phases, regardless of the experimental treatment (Supplementary Figure S1). However, locomotion data from the VMR test reported in Figure 2, showed that during the dark phase, both distance and velocity of movement were found to be significantly different between the control and SMO-treated larvae. In particular, throughout the dark phase, larvae treated with both SMOs displayed increased test plate exploration, with greater distance moved and faster velocity of movement compared with the control group values.

In order to highlight a potential stress response to SMO treatments, the thigmotaxis behavior, which is a well-established index of anxiety, was evaluated in both light and dark conditions, by using the data obtained from the VMR test. The thigmotaxis data showed that all larvae spent significantly more time in the outer versus the inner zone (i.e., more thigmotactic behavior) throughout the test (Figure 3), and no significant differences were found between the controls and treated groups, in either the light or dark phases.

Analysis of average thigmotactic behavior per minute showed that zebrafish larvae spent more time in the outer zone during light versus dark phases, regardless of the experimental treatment (Supplementary Figure S2). This obviously implies that all the larvae (controls and treated groups) explore the center of the well plate more during darkness.

### 2.2. Larval Survival Rate

The larval survival rate at 5 dpf was high (>80%) in all the groups of zebrafish larvae, therefore no significant differences were found between controls, placebo, and the two SMO groups (Figure 4). The highest survival rate was observed in the control group (90.59%) and the lowest in the placebo group microinjected with saline solution only (80.14%), while intermediate values were observed in the two groups treated with milk oligosaccharides: 85.96% in larvae treated with sialylated human milk oligosaccharides (SHMOs) and 88.62% in larvae treated with sialylated bovine milk oligosaccharides (SBMOs).

### 2.3. Comparative Analysis and Bioinformatic Categorization of Differentially Expressed Genes

In order to better characterize the effects of the different SMO treatments on zebrafish development, we planned to obtain transcriptomic profiles out of mRNAs taken from larvae either microinjected with human or with bovine SMOs, or from non-microinjected controls. Sequencing libraries were therefore generated from three different pools of zebrafish larvae per each experimental condition, with each pool containing 12 individuals. 

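The 9 libraries came from 3 pools of non-microinjected larvae (Ctrl), 3 pools of larvae microinjected with SHMOs and 3 pools microinjected with SBMOs. Each pool held 12 larvae taken at 5 dpf. The injected larvae had received 4.6 nL at 100 mmol/L at 4.7 hpf. No saline-injected pool is among the 9 libraries, so each difference from Ctrl compares injected with non-injected larvae. The paper's Table S4 gives 37156672 to 45939873 mapped fragments per Ctrl library (median 40686051), 32685012 to 60903801 per SHMO library (median 33662135) and 49807652 to 58121614 per SBMO library (median 55018355). The authors trimmed the reads, aligned them to GRCz11 with STAR and reported TPM values for genes listed by Ensembl identifier. TPM divides the reads of each gene by its length and by the total of its library, so these values keep no depth. The counting tool, the annotation release and the gene lengths are not given in the sources used here. Read counts were not used here, and DESeq2 therefore was not run. Each library was divided by the median ratio of its genes to their geometric mean, with factors from 0.930 to 1.08. Genes with a mean of at least 1 TPM over the 9 libraries were kept, which left 19051. All 3 groups were fitted in a single limma model on log2(scaled TPM + 0.1), with the prior variance following the mean level. A gene was called differentially expressed at the paper's thresholds, an adjusted p of at most 0.05 (Benjamini-Hochberg within each comparison) and a log2(FC) of at least 0.58 in size. The scaling, the filter and the added 0.1 are choices that could change these numbers, and the added 0.1 shrinks the log2(FC) of genes with low TPM. Between 24452 and 25305 genes were above 0 in each library. The median SD between pools of a group was 0.233 log2 units in Ctrl, 0.210 in SHMO and 0.222 in SBMO. Across genes, which are not independent replicates, the Pearson correlation of log2 values lay between 0.933 and 0.976 for pools of the same group and between 0.860 and 0.962 for pools of different groups. On the first principal component (40.5% of the variance) the Ctrl pools lay between -79.1 and -46.4 and the SBMO pools between 33.4 and 58.1. SHMO replicate 1 lay at -21.2, between those groups, while SHMO replicates 2 and 3 lay at 36.0 and 34.1. Gene symbols are those that a table of Ensembl gene names gives for 29201 of the genes, and some are symbols of the human match.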

After sequencing, reads were trimmed, aligned, annotated on the zebrafish database, and compared for differential expression with the DESeq2 method. To allow comparison of gene expression profiles, the normalized gene abundance level of each microinjected embryo pool, compared with the profile of non-microinjected ones, was calculated, and reported as log2 fold change (log2(FC)). Transcripts showing a log2(FC) ≥ 0.58 and an adjusted *p*-value (*p*-adj) ≤ 0.05 were assigned as differentially expressed. A further profile was obtained by comparing the treatments, in order to discriminate the specificity of changes found. 

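In larvae treated with SHMOs, 1695 of the 19051 genes tested were called against Ctrl, 682 higher and 1013 lower (limma, Benjamini-Hochberg adjusted p of at most 0.05 and log2(FC) of at least 0.58 in size). In larvae treated with SBMOs, 3772 were called, 1583 higher and 2189 lower. The median standard error of a log2(FC) was 0.212 in both comparisons, and the median size of a called log2(FC) was 1.04 for SHMO and 0.99 for SBMO. The 3 treated pools lay entirely on a single side of the 3 Ctrl pools for 33.8% of all genes with SHMOs and for 40.3% with SBMOs, where chance alone gives 10%. At an unadjusted p under 0.05 there were 5594 genes for SHMO and 7512 for SBMO. The balance of higher and lower SHMO calls depended on the scaling. That 0 called genes changed direction says little, since a called log2(FC) is at least 0.58 in size and the scaling moved the median far less. Without further scaling of the TPM values, 879 genes were higher and 794 lower, and the share of higher genes went from 40.2% to 52.5%, while the median of all genes was 0.11 in place of 0.04 log2 units. With quantile normalization the share of higher genes was 45.2%. Of the settings tried, a test of whether the log2(FC) exceeds 0.58 (limma's treat) moved the numbers most, to 147 genes for SHMO and 236 for SBMO. Single pools also moved them. The SHMO count was 2597 without SHMO replicate 1, 455 without SHMO replicate 2 and 417 without SHMO replicate 3, and it was 669, 725 and 769 without Ctrl replicates 1, 2 and 3. The SBMO count was 1031 without SBMO replicate 2, 1430 without Ctrl replicate 3 and 2359 without Ctrl replicate 1.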

The transcriptomic profiles identified 1137 differentially expressed transcripts in SHMO-treated embryos (508 were up-regulated and 629 down-regulated, Supplementary Table S1), and 2296 in SBMO-treated embryos (883 up-regulated and 1413 down-regulated, Supplementary Table S2). 

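Between SBMO and SHMO larvae, 871 genes were called, 349 higher and 522 lower with SBMOs (limma with Benjamini-Hochberg adjustment, the thresholds as before), and 4175 had an unadjusted p under 0.05. Without further scaling of the TPM values the split was 258 higher and 617 lower, so the share of higher genes went from 40.1% to 29.5%, and the median of all genes from 0.016 to -0.065 log2 units. With only these 6 pools in the model 115 genes were called. The count was 272, 544 and 328 without SHMO replicates 1, 2 and 3, and 189 without SBMO replicate 2. Among the 3 largest rises, rorcb (ENSDARG00000017780) was at 36.3 ± 10.3 TPM with SBMOs and 2.54 ± 0.304 TPM with SHMOs (SD, n = 3 pools each), a log2(FC) of 3.83 (standard error 0.229, adjusted p = 0.000196, limma with Benjamini-Hochberg adjustment). In Ctrl it was at 31.9 ± 3.64 TPM (SD, n = 3). It is a circadian clock gene, and the hours of collection of the pools are not given in the sources used here. For FBXO32 (ENSDARG00000040277) the mean was 35.8 ± 21.4 TPM with SBMOs and 2.48 ± 0.584 with SHMOs (SD, n = 3), a log2(FC) of 3.69 (standard error 0.448, adjusted p = 0.00333, limma with Benjamini-Hochberg adjustment), with 48.1 ± 13.2 in Ctrl. The gene ENSDARG00000100986, which has no symbol in the table of names, was at 6.18 ± 2.81 TPM with SBMOs and 0.270 ± 0.274 with SHMOs (SD, n = 3), a log2(FC) of 4.28 (standard error 0.51, adjusted p = 0.00304, limma with Benjamini-Hochberg adjustment). In the other direction, si:dkey-18a10.3 (ENSDARG00000090814) was at 0.440 ± 0.676 TPM with SBMOs and 12.7 ± 2.83 with SHMOs (SD, n = 3), a log2(FC) of -5.29 (standard error 0.697, adjusted p = 0.0048, limma with Benjamini-Hochberg adjustment). Its adjusted p was 0.0557 with only the 6 pools in the model (limma with Benjamini-Hochberg adjustment). A pair of genes both named U2 (ENSDARG00000111709 and ENSDARG00000115186) held the same TPM in every pool, so their reads cannot be assigned to either. Both were listed at 0 in the 3 SBMO pools and at 4.46, 6.62 and 6.66 TPM in the SHMO pools. Both passed the threshold, but not without any 1 of the SHMO pools or without SBMO replicate 1 or 2 (adjusted p from 0.0567 to 0.103, limma with Benjamini-Hochberg adjustment).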

The comparison of the two treatments showed that 879 transcripts were specifically dysregulated (248 up- and 631 down-regulated, Supplementary Table S3).

Differentially expressed genes (DEGs) were categorized using the IPA bioinformatic suite (https://www.qiagen.com, accessed on 31 May 2022). 

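The gene lists of the IPA suite were not used here, and 12 lists of genes compiled by name stand in for the categories. Each list was tested with camera in limma at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over all 36 tests (12 lists in 3 comparisons). In SHMO larvae, 15 of the 42 chromosomal replication genes tested were called higher and 0 lower, with a median log2(FC) of 0.61 (camera in limma, Benjamini-Hochberg adjusted p = 1.22e-10). Of 20 cholesterol biosynthesis genes 8 were higher and 0 lower, with a median of 0.65 (camera in limma, Benjamini-Hochberg adjusted p = 1.3e-05). The 26 genes of the unfolded protein response of the endoplasmic reticulum gave 7 higher and 0 lower, with a median of 0.43, and 0.27 without SHMO replicate 1. The 37 genes of the cytosolic chaperone list, which includes heat shock factors, gave 13 higher and 1 lower, with a median of 0.45. Redox and glutathione enzymes gave 0 higher and 8 lower of 47, with a median of -0.31, and -0.47 without SHMO replicate 1 and -0.21 without Ctrl replicate 3. Lipid transport genes of the LXR/RXR category gave 0 higher and 12 lower of 34, with a median of -0.91. Camera put all 6 of these lists past an adjusted p of 0.05, and their direction was the same without further scaling and with quantile normalization. Adjusted over the list alone, 23 replication genes, 9 cholesterol genes, 11 unfolded protein response genes, 17 genes of the chaperone list, 13 redox enzymes and 17 lipid transport genes passed. The paper selected these categories on the same libraries, and the lists were compiled after its tables and figures had been seen. Neither the tests of these lists nor the counts over the list alone are therefore independent evidence. Under fry, a rotation test that keeps the correlation of the genes, the lists among these past 0.05 were chromosomal replication (adjusted p = 0.0314), the unfolded protein response (0.0314) and the chaperone list (0.00799), with limma and Benjamini-Hochberg adjustment. With the correlation estimated from the data none of the 36 camera tests passed, and the smallest adjusted p was 0.482. Camera put 10 of the 12 lists past the threshold in this comparison, and other ways of splitting the same 6 pools into 3 and 3 put 4 to 10 lists past it.

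**Figure D1:**
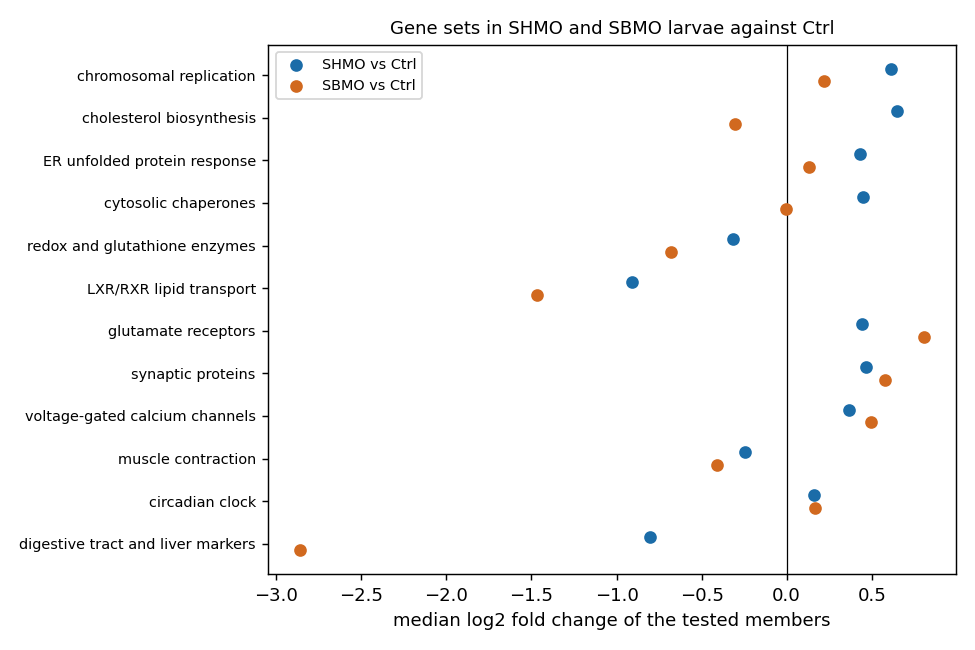
Median log2(FC) of the tested genes of each of the 12 lists in SHMO larvae (blue) and SBMO larvae (orange) against Ctrl, 1 point per list and treatment, on a linear axis of log2 units. Cholesterol biosynthesis lies at 0.65 with SHMOs and -0.30 with SBMOs.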

In SHMO-treated larvae, this step revealed three different macro-categories related to: (i) embryonic development (*BAG2 Signaling Pathway*, *Cell Cycle Control of Chromosomal Replication*); (ii) redox homeostasis (*Antioxidant Action of Vitamin C*, *Glutathione Redox Reactions I*, *Unfolded Protein Response*, *Heme Degradation*, *Ferroptosis Signaling Pathway*); and (iii) regulation of lipids, glucose and cholesterol metabolism (*Heme Degradation*, *LXR/RXR Activation*, *HIF1α Signaling*, *Superpathway of Cholesterol Biosynthesis*) (Figure 5A). Instead, the SBMO transcriptomic profile showed multiple differentially expressed genes shared with the SHMO group profile, and related to: (i) nervous system development (*Glutamate Receptor Signaling*, *Endocannabinoid Neuronal Synapse Pathway*, *Synaptogenesis Signaling Pathway*, *Calcium Signaling*); (ii) redox homeostasis (*Antioxidant Action*, *Production of Nitric Oxide and Reactive Oxygen Species in Macrophages*); (iii) metabolism (*Calcium Signaling*, *LXR/RXR Activation*, *Xenobiotic Metabolism PXR Signaling Pathway*, *Xenobiotic Metabolism AHR Signaling Pathway*); and (iv) inflammatory response (*GP6 Signaling Pathway*) (Figure 5B).

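In SBMO larvae, 19 of the 41 glutamate receptor genes tested were called higher than in Ctrl and 0 lower, with a median log2(FC) of 0.81 (camera in limma, Benjamini-Hochberg adjusted p = 2.7e-09). The 46 voltage-gated calcium channel genes gave 10 higher and 1 lower, with a median of 0.50. Among 62 muscle contraction genes 0 were higher and 19 lower, with a median of -0.41, which was -0.21 without SBMO replicate 1. Redox and glutathione enzymes gave 0 higher and 21 lower of 47, with a median of -0.68. Lipid transport genes of the LXR/RXR category gave 0 higher and 26 lower of 34, with a median of -1.47. Adjusted over the list alone, 33 glutamate receptor genes, 13 calcium channel genes, 20 muscle genes, 25 redox enzymes and 27 lipid transport genes passed. Under fry, the redox enzymes (adjusted p = 0.0314) and the lipid transport genes (0.0102) stayed past 0.05, while glutamate receptors were at 0.0868, calcium channels at 0.151 and muscle contraction at 0.101 (limma, Benjamini-Hochberg adjustment). Camera put 9 of the 12 lists past the threshold with SBMOs, and other splits of the same 6 pools put 1 to 11 past it. Within Ctrl, replicate 3 differed from the others in the lists of the nervous system. The median deviation of the glutamate receptor genes from their mean over the 9 pools was -0.15, -0.10 and -0.96 log2 units in Ctrl replicates 1, 2 and 3, and 0.49, 0.40 and 0.19 in the SBMO replicates. Without Ctrl replicate 3 the median log2(FC) of the glutamate receptors was 0.51 and that of the calcium channels 0.33, and both stayed past the camera threshold.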

Further scrutiny of the main annotations in the profiles of the SMO-treated larvae pinpointed disease and functional annotations related to nervous system, neurodevelopmental and movement disorders as the main high-ranked categories affected by the treatment (Figure 5C). For a better understanding of biological processes and diseases commonly affected by the treatments, we performed a comparison of the previously assessed core analyses, using the z-score values of common annotations. 

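Of the genes called with SHMOs, 891 (52.6%) were also called with SBMOs in the same direction, 337 higher and 554 lower, and 8 were called in opposite directions. A further 796 were called only with SHMOs and 2873 only with SBMOs. Across the 19051 genes tested, the log2(FC) of SHMO and SBMO larvae against Ctrl had a Pearson correlation of 0.702 and a Spearman correlation of 0.683, and 76.2% of the genes had the same sign. Genes are not independent replicates, and both comparisons use the same 3 Ctrl pools. In 100 simulations of unchanged groups set against shared controls, the Pearson correlation averaged 0.498 (0.417 to 0.571), the Spearman correlation 0.462 and the share of the same sign 66.7%. When each treatment was set against different Ctrl pools, the Pearson correlation averaged 0.494 over 6 allocations (0.447 to 0.541). The number called in both in the same direction was 1710, 253 and 225 without SHMO replicates 1, 2 and 3, 358, 398 and 311 without Ctrl replicates 1, 2 and 3, and 427 without SBMO replicate 2.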

Several biological functions were severely affected in both SHMO- and SBMO-treated embryos and predicted to be activated or inhibited with a similar trend. Detailed information about expression of DEGs within the main categories can be found in Supplementary Figures S3–S21. Functions mainly related to neuronal development and free-radical scavenging were also annotated using this comparative approach (Figure 5D).

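The genes named here have all 3 pools of a treatment on a single side of the 3 Ctrl pools and at least 5 TPM in the higher group. Among the 3 largest rises with SHMOs, spink2.2 (ENSDARG00000103833), was listed at 0 in the 3 Ctrl pools and at 8.05, 3.84 and 3.18 TPM in the SHMO pools. For si:ch211-281l24.3 (ENSDARG00000068637) the means were 0.210 ± 0.0755 TPM in Ctrl and 13.0 ± 3.49 with SHMOs (SD, n = 3 pools each). Both of these genes were low in the Ctrl pools and in SBMO replicate 1 (0.160 and 0.470 TPM) and higher in all other pools. Neither is in the paper's Table S1. The third, ENSDARG00000069381, was at 0.913 ± 0.665 TPM in Ctrl and 34.0 ± 1.93 with SHMOs (SD, n = 3), a log2(FC) of 5.20 (standard error 0.574, adjusted p = 0.00125, limma with Benjamini-Hochberg adjustment). The largest falls with SHMOs were in 3 genes whose calls were lost with some pools left out. U1 (ENSDARG00000113445) was listed at 0 in all SHMO and SBMO pools and at 4.28, 304 and 3.46 TPM in the Ctrl pools. It lost its call with SHMOs without SHMO replicate 2 (adjusted p = 0.0524) or 3 (0.056) and with 1 in place of 0.1 added to the TPM (0.0638, limma with Benjamini-Hochberg adjustment). For rnu4atacb (ENSDARG00000115531) the Ctrl pools were at 14.1, 189 and 12.1 TPM and the SHMO pools were listed at 0. ENSDARG00000085485 was at 11.9, 267 and 42.0 TPM in Ctrl and listed at 0 with SHMOs. Both lost their call without Ctrl replicate 2 or 3 or SHMO replicate 2 or 3, and rnu4atacb also without Ctrl replicate 1 (adjusted p from 0.0522 to 0.0822). With a variance prior robust to outlier genes they were at 0.0604 and 0.0654 (limma with Benjamini-Hochberg adjustment). With SBMOs the largest rises were in ENSDARG00000100188, from 1.07 ± 0.866 to 16.0 ± 4.26 TPM, in si:ch211-209l18.4 (ENSDARG00000090847), from 0.283 ± 0.0723 to 5.26 ± 1.65 TPM (SD, n = 3), and again in si:ch211-281l24.3. The last lost its call without Ctrl replicate 1 or 3 or SBMO replicate 2 or 3 (adjusted p from 0.0562 to 0.0846, limma with Benjamini-Hochberg adjustment). The largest falls with SBMOs were in U1, in rnu6ataca (ENSDARG00000080562), at 8.59, 14.5 and 14.9 TPM in Ctrl and listed at 0 with SBMOs, and in the pancreatic gene SYCN (ENSDARG00000090899), at 17.7 ± 8.21 TPM in Ctrl (SD, n = 3) and at 0, 0 and 0.180 TPM in the SBMO pools. The call of rnu6ataca was lost without Ctrl replicate 3 (adjusted p = 0.0607) or SBMO replicate 2 (0.0586, limma with Benjamini-Hochberg adjustment).
Of the 1137 transcripts of the paper's Table S1, 1051 were among the genes tested. All 1051 had the sign given in that table, and 743 were called here in the same direction. The paper's log2(FC) and that computed here had a Pearson correlation of 0.993 across these genes, which are not independent, and 952 genes called here are not in the table. The number called in both was 294, 321 and 336 without Ctrl replicates 1, 2 and 3, and 184 and 169 without SHMO replicates 2 and 3. The paper's methods name the third comparison SHMO against SHMB. The sign of Table S3 was therefore inferred, as SBMO minus SHMO, from 17 genes of the paper's tables (correlation 0.996). Of the 879 transcripts of Table S3, 814 were tested, all with the same sign on that reading, and 423 were called. That number was 125, 259 and 163 without SHMO replicates 1, 2 and 3, and 258 and 81 without SBMO replicates 1 and 2. Tables S1 and S3 list genes the study called from these same libraries, so agreement in sign, size or calls is not independent evidence. Table S2 was at hand only in part, so no overlap was computed for it.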

Whole datasets from RNA-seq experiments related to the two different treatments on zebrafish larvae are also represented as Volcano plots (Figure 6).

In addition, the relationship between DEGs and main categories were reported with gene ontology (GO) chord plots, also allowing graphical representation of the level of expression of single genes. In particular, the top50 up- and down-regulated genes for both the SHMO (Figure 7A and Figure 7B, respectively) and SBMO treatment (Figure 8A and Figure 8B, respectively) were taken into account for the analysis. 

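The difference between the treatments was tested directly, SBMO against SHMO, for the same lists of genes. Cholesterol biosynthesis was at a median of -1.17 log2 units, with 0 genes higher and 10 lower of 20 (camera in limma, Benjamini-Hochberg adjusted p = 2.18e-11, and 0.0314 with fry). The cytosolic chaperone list was at -0.44 with 0 higher and 13 lower of 37 (camera, 2.13e-11; fry, 0.00799). Chromosomal replication was at -0.33 with 0 higher and 5 lower of 42 (camera, 9.75e-08; fry, 0.105), and at -0.21 without SBMO replicate 2. In the other direction, glutamate receptors were at 0.30 with 0 of 41 called (camera, 0.000249; fry, 0.368), and at 0.17 without SHMO replicate 1. Synaptic proteins were at 0.16 with 2 of 81 called higher (camera, 0.0358; fry, 0.588). Their median was 0.01 without SHMO replicate 1 and 0.12 without SBMO replicate 1, no longer past the camera threshold, and 0.26 without SHMO replicate 3. Calcium channels were at 0.16 with 3 of 46 called higher (camera, 0.0211; fry, 0.348). Theirs was 0.04 without SHMO replicate 1 and 0.12 without SBMO replicate 2, no longer past the threshold, and 0.29 without SHMO replicate 2. Without further scaling of the TPM values the median was 0.08 for the synaptic proteins and 0.08 for the calcium channels. Other splits of these 6 pools put 5 to 11 of the 12 lists past the camera threshold, against 11 for the real groups.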

The differential effect of the two treatments was clearly shown in these plots. For instance, DEGs belonging to the class of *Cell Cycle Control of Chromosomal Replication* were mostly up-regulated in the SHMO treatment, together with genes related to *BAG2 Signaling* (Figure 7A). 

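The replication genes with the smallest adjusted p in SHMO larvae encode subunits of the MCM helicase. MCM3 (ENSDARG00000024204) rose from 8.78 ± 1.41 TPM in Ctrl to 23.6 ± 3.22 (SD, n = 3 pools each), a log2(FC) of 1.35 (standard error 0.213, adjusted p = 0.00635, limma with Benjamini-Hochberg adjustment). MCM6 (ENSDARG00000057683) rose from 10.8 ± 0.947 to 29.7 ± 4.47 TPM, MCM2 (ENSDARG00000102798) from 6.18 ± 1.51 to 16.6 ± 1.95 and MCM4 (ENSDARG00000040041) from 16.0 ± 2.14 to 34.7 ± 1.87 (SD, n = 3). All 4 stayed called with each pool left out in turn (largest adjusted p 0.0411, limma with Benjamini-Hochberg adjustment), and the log2(FC) of MCM3 then lay between 1.26 and 1.44. In SBMO larvae MCM3 was at 10.4 ± 3.47 TPM and MCM6 at 12.3 ± 5.03 (SD, n = 3). The list that stands in for the BAG2 category holds chaperones of the cytosol and the heat shock factor genes HSF2 and hsf1. HSP90AA1 (ENSDARG00000024746) rose from 19.2 ± 3.95 to 112 ± 3.51 TPM with SHMOs (SD, n = 3), a log2(FC) of 2.50 (standard error 0.241, adjusted p = 0.000769, limma with Benjamini-Hochberg adjustment). Its paralog hsp90aa1.1 (ENSDARG00000010478) rose from 25.6 ± 8.04 to 156 ± 28.9 TPM (SD, n = 3), and how reads shared between the 2 genes were counted is not given in the sources used here. HSF2 (ENSDARG00000053097) rose from 9.63 ± 1.53 to 37.9 ± 2.64 TPM and dnaja1 (ENSDARG00000030972) from 8.63 ± 0.615 to 27.5 ± 1.05 (SD, n = 3). In the opposite direction, hsf1 (ENSDARG00000008818) fell from 7.25 ± 0.892 to 4.00 ± 0.205 TPM (SD, n = 3), and its adjusted p passed 0.05 without Ctrl replicate 1 (0.0586) or 2 (0.0626) or SHMO replicate 2 (0.0755) or 3 (0.074, limma with Benjamini-Hochberg adjustment). The gene BAG2 itself (ENSDARG00000035005) was at 8.24 ± 0.635 TPM in Ctrl and 6.40 ± 2.34 with SHMOs (SD, n = 3), a log2(FC) of -0.48 (standard error 0.306, adjusted p = 0.313, limma with Benjamini-Hochberg adjustment), and the log2(FC) was -0.76 without SHMO replicate 1 and -0.30 without SHMO replicate 3. With SBMOs it was called lower, at 3.12 ± 1.53 TPM (SD, n = 3), a log2(FC) of -1.45 (standard error 0.306, adjusted p = 0.0141, limma with Benjamini-Hochberg adjustment), and lost that call without SBMO replicate 2 (adjusted p = 0.0575, limma with Benjamini-Hochberg adjustment).

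**Figure D2:**
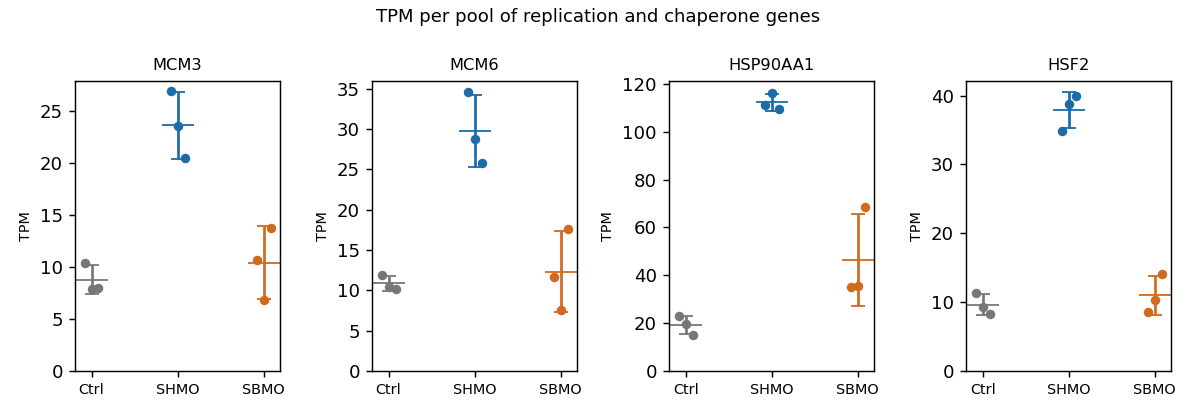
TPM (linear y axis starting at 0) of MCM3, MCM6, HSP90AA1 and HSF2 in the 3 pools of Ctrl, SHMO and SBMO larvae. Points are pools, the horizontal line is the mean and the error bar is the SD. For each of the 4 genes the SHMO pools lie above all other pools.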

In the SBMO treatment, instead, up-regulation occurs mostly for *Glutamate Receptor* and *Calcium Signaling* pathways (Figure 8A), with not even one DEG in the first category reported as downregulated (cyan chords are absent in Figure 8B; for details, also see Supplementary Figures S3–S21).

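All 41 glutamate receptor genes tested had a positive log2(FC) in SBMO larvae. GRIA2 (ENSDARG00000052765) was at 33.4 ± 4.25 TPM in Ctrl and 58.7 ± 7.10 with SBMOs (SD, n = 3 pools each), a log2(FC) of 0.83 (standard error 0.17, adjusted p = 0.0131, limma with Benjamini-Hochberg adjustment). GRIA3 (ENSDARG00000037498) was at 10.2 ± 2.14 and 19.5 ± 2.68 TPM, GRM2 (ENSDARG00000004150) at 5.98 ± 1.48 and 11.2 ± 1.50, and GRIK1 (ENSDARG00000069139) at 4.74 ± 1.45 and 10.0 ± 2.10 (SD, n = 3). All 4 calls were lost without SBMO replicate 2, with adjusted p values of 0.0544, 0.0626, 0.0643 and 0.0706 (limma with Benjamini-Hochberg adjustment), and those of GRIA3, GRM2 and GRIK1 also without Ctrl replicate 3 (0.0507, 0.0513 and 0.0579). In SHMO larvae 38 of the 41 genes were higher than in Ctrl and 0 were called by limma, with GRIA2 at 45.3 ± 6.61 TPM, GRIA3 at 15.3 ± 2.94, GRM2 at 9.35 ± 1.84 and GRIK1 at 6.48 ± 0.444 (SD, n = 3). The median deviation of the 41 genes from their mean over the 9 pools was -0.283, 0.259 and 0.181 in SHMO replicates 1, 2 and 3. SHMO replicate 1 thus lay below Ctrl replicates 1 and 2 (-0.155 and -0.102). Of the calcium channel genes, CACNG8 (ENSDARG00000070626) was at 11.9 ± 3.43 TPM in Ctrl and 22.5 ± 1.49 with SBMOs, CACNA1F (ENSDARG00000023683) at 5.24 ± 1.84 and 12.2 ± 1.99 and CACNA1G (ENSDARG00000089913) at 1.63 ± 0.356 and 2.94 ± 0.144 (SD, n = 3). A further gene named CACNG8 (ENSDARG00000020450) was at 8.46 ± 2.72 and 18.0 ± 3.25 TPM (SD, n = 3). With SHMOs the means of these 4 genes were 21.4 ± 4.54, 7.78 ± 2.36, 3.02 ± 0.486 and 14.8 ± 3.58 TPM (SD, n = 3). These 4 calls were lost without Ctrl replicate 3 or SBMO replicate 2, and that of the further CACNG8 gene also without SBMO replicate 1 (adjusted p from 0.0523 to 0.0724, limma with Benjamini-Hochberg adjustment). The calcium channel gene called in the opposite direction was CACNA2D1 (ENSDARG00000073752), at 2.86 ± 1.67 TPM in Ctrl, 1.49 ± 1.04 with SHMOs and 0.447 ± 0.197 with SBMOs (SD, n = 3). Its call was lost without Ctrl replicate 1 or 3 or SBMO replicate 2 (adjusted p from 0.0711 to 0.0879) and with quantile normalization (0.0518, limma with Benjamini-Hochberg adjustment). Muscle genes fell. For tnnc1a (ENSDARG00000011400) the means were 4.63 ± 1.08 TPM in Ctrl and 0.227 ± 0.165 with SBMOs (SD, n = 3), a log2(FC) of -3.98 (standard error 0.565, adjusted p = 0.00508, limma with Benjamini-Hochberg adjustment). MYH7 (ENSDARG00000079782) went from 7.83 ± 1.85 to 1.16 ± 0.750 TPM, TNNI2 (ENSDARG00000005841) from 6.60 ± 1.15 to 1.36 ± 0.374 and myhz1.1l (ENSDARG00000102414) from 54.8 ± 22.7 to 3.04 ± 0.431 (SD, n = 3). With SHMOs the means of these 4 muscle genes were 0.323 ± 0.302, 2.08 ± 0.745, 2.13 ± 1.29 and 12.6 ± 16.7 TPM (SD, n = 3).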

## 3. Discussion

Sialylated milk oligosaccharides seem to play an essential role in brain development, and it is well known that early nutrition can modulate nervous system development [17] and can have lifelong effects on health status. It has been hypothesized that adequate intake of sialic acid is crucial for infant brain growth and development [43]. In this work, we used zebrafish embryos as a model to study the effects of milk-derived sialylated oligosaccharides on embryo development. The SHMOs and SBMOs were injected into fertilized zebrafish eggs, and larvae were collected at 5 dpf for behavioral and transcriptomic analyses.

Zebrafish embryos develop rapidly inside the eggs and show their first spontaneous movements at an early stage of development. This locomotor behavior begins at 17 hpf, peaks at 19 hpf, and then decreases gradually thereafter [44]. It has recently been suggested that the period from 26 to about 30 hpf is characterized by relative stability of all embryo coiling activity parameters, analysis of which could constitute a rapid new way to screen for developmental neurotoxicity induced by drugs [45]. Analysis of tail flicks at 30 hpf in treated embryos did not show significant alterations in burst activity (i.e., the percentage of time an embryo is moving) compared with controls, excluding a putative neurotoxicity effect of used milk oligosaccharides. Furthermore, the current study seems to confirm the appropriateness for zebrafish embryos of the chosen injection timepoint (4.7 hpf) and volume (4.6 nL), given that no negative effects on survival or development were recorded. In fact, survival rates were similar across controls, placebo and both SMO treatment groups, and comparable with the results obtained by other researchers [18,46].

Locomotor behavior analysis was performed using the VMR test, which is based on “a stereotypical series of larval motor responses provoked by changes in ambient illumination” [47]. The VMRs triggered by drastic changes in illumination could be elicited both at light onset and at light offset [48]. The VMR at light offset has been shown to consist of a significant increase in locomotion for about 30 min, after which locomotor activity returns to the baseline level [49]. Conversely, at light onset, the increase in locomotion lasts for about 30 s [49]. Hyperlocomotion upon sudden transition to the light condition has been attributed to increased stress/anxiety [50]. That said, regardless of the stimulus-response model, zebrafish larvae typically exhibit higher locomotor activity during dark phases [51,52], as occurs in mice [30]. Accordingly, all our three experimental groups of 5 dpf larvae showed a significant increase in locomotor activity during dark compared with light exposure. Moreover, no group showed a decrease in locomotor activity on the light-dark transition (a response that could indicate possible sedation or tissue damage) [53]. During the dark phase, both SHMO- and SBMO-treated larvae showed enhanced locomotor behavior (distance moved and velocity) compared with the control group. Therefore, in accordance with Basnet and colleagues [50], we could possibly argue that the light-dark transition seemed to induce a clearer stress response in treated compared with control group larvae. Nevertheless, this argument is contradicted by the results of our analysis of thigmotaxis, which is a well-established sign of anxiety-like behavior [54]: we did not observe any increase for time spent in the outer zone by treated larvae in either phase. A possible explanation for these contrasting data is that the drastic change in illumination produced not an enhanced escape behavior in response to a threatening stimulus, but rather an enhancement of exploratory behavior, with the larvae seeking a dark environment that offers a better chance of survival [54]. Furthermore, even allowing for the stress response, we could argue that our results could be ascribed to an improvement in coping behavior, i.e., the automatic action taken to deal with a threatening stimulus. In line with our results, the intake of 6′SL during the early life of mice was associated with changes of locomotor activity [30]. Unfortunately, a discrimination between light and dark phase was not carried out in this latest study on rodents. However, adopting a comprehensive approach, these authors observed that behavioral alterations are associated with modifications of the serotoninergic system.

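Of the redox and glutathione enzymes, gpx1a (ENSDARG00000018146), a glutathione peroxidase, fell from 89.8 ± 12.3 TPM in Ctrl to 45.9 ± 6.40 with SHMOs and 43.2 ± 8.85 with SBMOs (SD, n = 3 pools each). Its log2(FC) was -1.03 with SHMOs (standard error 0.171, adjusted p = 0.008, limma with Benjamini-Hochberg adjustment) and -1.05 with SBMOs (adjusted p = 0.00683). With SHMOs, GCLM (ENSDARG00000018953) went from 10.3 ± 1.72 to 5.36 ± 0.792 TPM and MGST3 (ENSDARG00000102744) from 98.0 ± 18.8 to 51.5 ± 8.73 (SD, n = 3). The call of GCLM was lost without SHMO replicate 3 (adjusted p = 0.0593) and that of MGST3 without SHMO replicate 2 (0.0698) or 3 (0.0745, limma with Benjamini-Hochberg adjustment). With SBMOs, gpx4a (ENSDARG00000068478) went from 472 ± 96.9 to 169.5 ± 44.0 TPM and gstk1 (ENSDARG00000056510) from 67.8 ± 10.0 to 36.0 ± 6.59 (SD, n = 3). The 5 genes of heme degradation that were tested all had a negative log2(FC) with either treatment, 3 of them called with SHMOs and 5 with SBMOs. HMOX1 (ENSDARG00000027529) was at 9.16 ± 3.29 TPM in Ctrl, 2.54 ± 2.10 with SHMOs and 2.59 ± 0.860 with SBMOs (SD, n = 3). Its SHMO call was lost without any 1 of the Ctrl pools or without SHMO replicate 2 or 3 (adjusted p from 0.0521 to 0.102), and its SBMO call without Ctrl replicate 1 or 3 or SBMO replicate 1 or 2 (adjusted p from 0.0517 to 0.0969, limma with Benjamini-Hochberg adjustment). HMOX2 (ENSDARG00000114695) was at 47.6 ± 7.70 TPM in Ctrl, 26.1 ± 3.02 with SHMOs and 26.1 ± 3.64 with SBMOs (SD, n = 3), and its SHMO call was lost without SHMO replicate 2 (adjusted p = 0.0655, limma with Benjamini-Hochberg adjustment). BLVRA (ENSDARG00000059857), a biliverdin reductase, was at 10.5 ± 1.97 TPM in Ctrl, 4.75 ± 1.24 with SHMOs and 2.70 ± 0.919 with SBMOs (SD, n = 3). With SHMOs its call was lost without Ctrl replicate 1 or 3 or SHMO replicate 2 or 3 (adjusted p from 0.0602 to 0.0811, limma with Benjamini-Hochberg adjustment). The other two, hmox2b (ENSDARG00000078452) and blvrb (ENSDARG00000096829), were called with SBMOs at an adjusted p of 0.04 and 0.0353 and at 0.165 and 0.0761 with SHMOs (limma with Benjamini-Hochberg adjustment). With only the Ctrl and SBMO pools in the model neither was called (0.0695 and 0.0525), nor was hmox2b with all genes kept (0.0586). The SBMO call of hmox2b was lost without any 1 of the Ctrl pools or SBMO replicate 1 or 2, and that of blvrb without Ctrl replicate 2 or 3 or SBMO replicate 2 or 3 (adjusted p from 0.0513 to 0.121). Without SHMO replicate 1, blvrb was called with SHMOs (0.0498, limma with Benjamini-Hochberg adjustment).
Lipid transport genes of the LXR/RXR category had a lower median with either treatment as well, but not in every SHMO pool. Their median deviation from the mean over the 9 pools was 0.55, -0.46 and -0.17 log2 units in SHMO replicates 1, 2 and 3, -0.92, -0.99 and -0.43 in the SBMO replicates and 0.52, 0.68 and 1.02 in the Ctrl replicates, so SHMO replicate 1 lay within the range of Ctrl. For the redox and glutathione list SHMO replicate 1, at 0.20, lay within the range of Ctrl too (0.15, 0.29 and 0.59). The gene apoeb (ENSDARG00000040295) was at 677 ± 58.6 TPM in Ctrl, 389 ± 80.1 with SHMOs and 296 ± 24.8 with SBMOs (SD, n = 3), with a log2(FC) of -0.89 and -1.18 (standard error 0.158 for each). Its SHMO call was lost without SHMO replicate 3 (adjusted p = 0.0521, limma with Benjamini-Hochberg adjustment). LCAT (ENSDARG00000099424) was at 9.43 ± 2.58 TPM in Ctrl and 1.68 ± 1.09 with SHMOs, apoda.1 (ENSDARG00000060345) at 44.0 ± 9.83 and 21.8 ± 3.52, and LPL (ENSDARG00000098720) at 3.00 ± 0.543 and 1.20 ± 0.359 (SD, n = 3). The SHMO calls of apoda.1 and LPL were lost without SHMO replicate 2 or 3, and that of LPL also without Ctrl replicate 1 (adjusted p from 0.0539 to 0.0647, limma with Benjamini-Hochberg adjustment). With SBMOs, CYP7A1 (ENSDARG00000069018) went from 23.1 ± 3.01 to 2.19 ± 0.974 TPM, apoa4b.2 (ENSDARG00000020866) from 342 ± 104 to 34.5 ± 14.4 and apoc2 (ENSDARG00000092155) from 463 ± 71.3 to 83.0 ± 36.4 (SD, n = 3).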

According to our RNA-seq data, both treatments seemed to exert antioxidant effects (e.g., vitamin C action) in developing fish. Nevertheless, striking differences were observed between the two treatments. The SHMOs seemed to increase expression of genes related to cell cycle control and chromosomal replication. 

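Of the 42 chromosomal replication genes, 39 had a higher mean in SHMO larvae than in Ctrl. The median deviation of these genes from their mean over the 9 pools was 0.32, 0.35 and 0.29 log2 units in SHMO replicates 1, 2 and 3, and -0.30, -0.33 and -0.13 in the Ctrl replicates. The SBMO replicates were at 0.07, -0.37 and 0.16. With each pool left out in turn, the median log2(FC) of the list in SHMO larvae stayed between 0.55 and 0.67. In SBMO larvae 2 replication genes were called higher and 0 lower, with a median log2(FC) of 0.22 (camera in limma, Benjamini-Hochberg adjusted p = 0.0301). That list was no longer past the camera threshold without Ctrl replicate 1 or 2 (medians of 0.19 and 0.15), without SBMO replicate 1 or 3 (0.17 and 0.07) or among genes with a mean of at least 5 TPM (0.23), and its median was 0.37 without SBMO replicate 2.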

The analysis also showed increased expression of genes related to both *Unfolded Protein Response* (UPR) and *BAG2 Signaling Pathway*, and an anti-apoptotic action. This suggests that SHMO supplementation could play an important role in supporting a high proliferation rate, as in the developing cerebral cortex for example. 

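The unfolded protein response genes had a median deviation from their mean over the 9 pools of 0.47, 0.22 and 0.17 log2 units in SHMO replicates 1, 2 and 3, against -0.22, -0.20 and -0.12 in the Ctrl replicates. HSPA5 (ENSDARG00000103846), the chaperone BiP of the endoplasmic reticulum, rose from 51.8 ± 8.63 TPM in Ctrl to 125 ± 14.1 with SHMOs (SD, n = 3 pools each), a log2(FC) of 1.21 (standard error 0.231, adjusted p = 0.0143, limma with Benjamini-Hochberg adjustment). Its adjusted p passed 0.05 without Ctrl replicate 3 (0.0523) or SHMO replicate 2 or 3 (0.0507 for each, limma with Benjamini-Hochberg adjustment). SDF2L1 (ENSDARG00000035631) went from 9.33 ± 1.27 to 15.6 ± 0.652 TPM and dnajc3b (ENSDARG00000017874) from 3.71 ± 0.605 to 6.96 ± 1.04 (SD, n = 3). The sensor gene ern1 (ENSDARG00000013997) went from 3.89 ± 0.769 to 11.2 ± 2.31 TPM, and was at 9.62 ± 4.16 with SBMOs (SD, n = 3). The calls of these 3 genes were lost without Ctrl replicate 1 or 2 or SHMO replicate 3, those of SDF2L1 and ern1 also without SHMO replicate 2 and that of ern1 without Ctrl replicate 3 (adjusted p from 0.0573 to 0.106, limma with Benjamini-Hochberg adjustment). The genes of the cytosolic chaperone list had median deviations of 0.32, 0.29 and 0.22 in the SHMO replicates, and of -0.30, -0.23 and -0.01 in the SBMO replicates. In the cholesterol list, SQLE (ENSDARG00000079946) rose from 1.77 ± 0.509 to 11.2 ± 4.86 TPM and MVD (ENSDARG00000099336) from 4.27 ± 0.688 to 13.3 ± 3.25 with SHMOs (SD, n = 3). HMGCS1 (ENSDARG00000103025) rose from 18.0 ± 5.55 to 56.9 ± 22.2 TPM and LSS (ENSDARG00000061274) from 2.43 ± 0.472 to 8.25 ± 2.75 (SD, n = 3). The call of HMGCS1 was lost without Ctrl replicate 2 or 3 or SHMO replicate 3, and that of LSS without any 1 of the 6 pools (adjusted p from 0.0526 to 0.0811, limma with Benjamini-Hochberg adjustment). From the increased expression of unfolded protein response and BAG2 signaling genes and an anti-apoptotic action, the paper proposes that SHMO supplementation could have an important role in supporting a high proliferation rate.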

Rapid increases in cell numbers in tissues of this kind need to be accompanied by strict regulation of the folding of newly produced proteins, to ensure their proper functioning, together with close control of the genomic identity of daughter cells, so as to avoid increases in cells with imbalanced numbers of chromosomes [55]. Thus, decreased expression of UPR-related genes has indeed been found to induce premature neurogenesis, leading to microcephaly [56], and a reduction in the cortical size is typically seen in several models with alteration of replicative forks and/or mitotic checkpoints [57,58,59,60]. On the other hand, the zebrafish larvae treated with SBMOs seemed to display a quite different transcriptomic profile, with increased expression of genes involved in synaptogenesis and neuronal function such as glutamate receptors and genes involved in calcium signaling and endocannabinoid signaling pathways. 

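Of the 81 synaptic protein genes tested, 69 had a higher mean in SBMO larvae than in Ctrl, 26 were called higher and 1 lower, and the median log2(FC) was 0.58 (camera in limma, Benjamini-Hochberg adjusted p = 6.61e-08, and 0.105 with fry). Adjusted over the list alone, 35 passed. The median was 0.35 without Ctrl replicate 3. With SHMOs 71 of the 81 had a higher mean and 2 were called higher and 1 lower, with a median of 0.46 (camera in limma, Benjamini-Hochberg adjusted p = 1.85e-06, and 0.206 with fry), and the median was 0.19 without Ctrl replicate 3. The vesicle gene vamp1a (ENSDARG00000031283) rose from 37.7 ± 8.00 TPM in Ctrl to 99.7 ± 13.5 with SBMOs (SD, n = 3 pools each), a log2(FC) of 1.43 (standard error 0.211, adjusted p = 0.00549, limma with Benjamini-Hochberg adjustment), and was at 88.7 ± 18.3 with SHMOs. BDNF (ENSDARG00000018817) was at 17.5 ± 1.92 TPM in Ctrl, 18.6 ± 2.79 with SHMOs and 32.5 ± 4.46 with SBMOs (SD, n = 3). CAMK2B (ENSDARG00000011065) went from 33.5 ± 7.04 to 62.2 ± 2.54 TPM and shank3b (ENSDARG00000063054) from 2.60 ± 0.485 to 5.31 ± 1.12 with SBMOs, with 53.8 ± 6.32 and 4.37 ± 0.726 TPM with SHMOs (SD, n = 3). These 4 genes stayed called with each pool left out in turn. CPLX3 (ENSDARG00000062508) was the synaptic gene called lower, at 3.14 ± 0.230 TPM in Ctrl and 0.790 ± 0.710 with SBMOs (SD, n = 3), and at 0.930, 0.610 and 0.860 TPM in the SHMO pools, and its call was lost without SBMO replicate 2 (adjusted p = 0.0549, limma with Benjamini-Hochberg adjustment). From the difference between the treatments, the paper proposes that these discrepancies might reflect features of the newborn brain that are specific to each species.

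**Figure D3:**
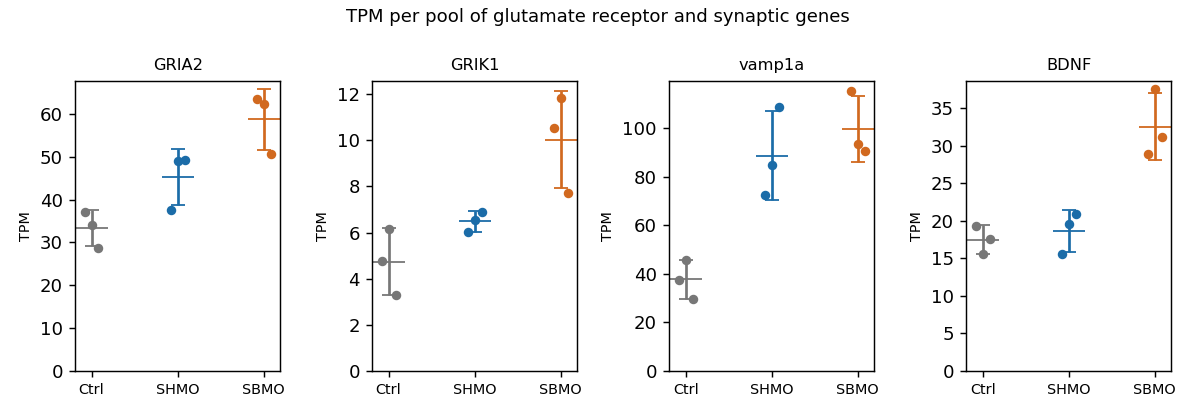
TPM (linear y axis starting at 0) of GRIA2, GRIK1, vamp1a and BDNF in the 3 pools of Ctrl, SHMO and SBMO larvae. Points are pools, the horizontal line is the mean and the error bar is the SD. The SBMO pools lie above the Ctrl pools for all 4 genes, and the SHMO pools of vamp1a overlap the SBMO pools.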

Interestingly, the discrepancies observed might reflect species-specific features of human and bovine newborn brains. In the former, the brain tissue proliferation rate remains high, as shown by the dramatic growth occurring during the peri- and postnatal periods, especially in the cerebral cortex [61,62,63]. For this reason, the human newborn can be considered an external fetus. Conversely, calves might require higher energy because they need to have the ability to stand and run within minutes of birth, a function requiring full maturation of neural circuits. Differences on RNA-seq data between the SHMO and SBMO groups may also be due to the different concentration of 3′SL and 6′SL in human and bovine milk.

According to our results, investigating the long-term consequences of a 6′SL-deficient milk in mice, it was found that maternal 6′SL adjusts cognitive development through a short-term up-regulation of genes modulating formation and patterning of neuronal circuits in the prelimbic medial prefrontal cortex (PFC) [30]. Interestingly, gene expression differences were not observed in the hippocampus (neither at eye-opening nor in adulthood) and the PFC-specific differences nearly vanished in adulthood. Recently, a connection between gene expression and behavior was reported in zebrafish larvae exposed to drugs of abuse [64]. According to these latter authors, the exposure to drugs may affect behavioral outcomes, but it was difficult to predict the direction of the effect. In particular, the developmental exposition to drug caused a dysregulation of the locomotor behavior and a differential expression of the innate immune genes, immediate early genes (regulators of synaptic plasticity) and circadian genes, essentially due to neuroinflammation. In our opinion, both SHMO- and SBMO-treated larvae, showing an enhanced locomotor behavior during the dark phase and an increased expression of genes involved in cell cycle control, chromosomal replication, synaptogenesis, and neuronal function, could be considered more adventurous and/or less scared compared with the control group individuals. However, the impact of SMO administration needs further mechanistic investigation.

## 4. Materials and Methods

### 4.1. Zebrafish Care and Maintenance

Adult wild-type (WT) AB strain fish were maintained at the Neurobiology and Molecular Medicine facility at the IRCCS Stella Maris Foundation (Pisa, Italy) according to standard procedures [65]. Zebrafish eggs were obtained from the natural spawning of 8-month-old adults. Once collected, fertilized eggs were incubated at 28° C in petri dishes (Ø 10 cm) filled with 50 mL of egg water (60 mg of “Instant Ocean^®^” sea salt added to 1 L of distilled water), with an initial stock density of 100 eggs per dish. Sea salt used for the preparation of the egg water was purchased from Spectrum Brands (Blacksburg, VA, USA). Handling of zebrafish complied with the guidelines of our institution’s internal animal care committee, and experiments were performed under the supervision of the Animal Care and Use Committee of the University of Pisa, in accordance with European Directive No. 63 of 22/09/2010 on the protection of animals used for scientific purposes. Every effort was made to minimize both animal suffering and the number of animals needed to collect reliable scientific data.

### 4.2. Milk Oligosaccharide Purification and Analysis

Human and bovine milk samples, each with a volume of about 20 L, were employed by the laboratory of the Dalian Institute of Chemical Physics (Chinese Academy of Sciences, Dalian, China) to obtain the milk oligosaccharide fractions used in the current study. The whole isolation-separation process was carried out in accordance with Li et al. [66]. Briefly, both milk samples, initially stored at −40 °C, were first thawed at 4 °C and then filtered using a 750 KDa and a 50 KDa hollow fiber membranes (Shandong Bona Biology, Shandong, China) to remove most of the lipids and proteins. Subsequently, the filtrates, mainly containing lactose and oligosaccharides, were injected into an electrostatic repulsion hydrophilic interaction chromatography preparation column, in order to separate the SMO fraction from lactose and neutral oligosaccharides, following Yan et al. [5]. An ACQUITY Ultraperformance system, coupled with a Xevo TQ-XS Triple Quadrupole Mass Spectrometry (Waters Corporation, Milford, MA, USA), was used to analyze the oligosaccharide samples obtained. The chromatographic separation was performed on an ACQUITY BEH Amide column with a pore size of 130 Å (particle size: 1.7 μm; inner diameter: 2.1 mm; length: 150 mm) (Waters Corporation). Reagents and standards were obtained from Sigma–Aldrich (Saint Louis, MI, USA) and pure water (18.2 MΩ) was generated by an ELGA ultrapure water system from Veolia Water Technologies (Birmingham, UK). The composition of the two mobile phases were: 5 mmol/L ammonium acetate in acetonitrile, and 5 mmol/L ammonium acetate in pure water. The elution program was performed as follows: 7 min linear gradient from 30% (*v*/*v*) to 80% (*v*/*v*); 2 min isocratic 80% (*v*/*v*) for column washing; back to 30% (*v*/*v*) and retain 1 min for column equilibrium. The main oligosaccharides in both milks were 3′-SL [Neu5Acα(2,3)Galβ(1,4)Glc] and 6′-SL [Neu5Acα(2,6)Galβ(1,4)Glc]. The specific quantification of 3′SL and 6′SL for the SHMO sample was equal to 141.10 and 210.57 mg/g respectively, while the SBMO contained mainly 3′SL (207,30 mg/g of 3′SL and 25.88 of 6′SL).

### 4.3. Microinjection of SMOs

For the microinjection procedure, embryos were handled as described by Schubert et al. [67]. Briefly, zebrafish embryos were aligned at the edge of a microscope slide, placed in a petri dish, so that the eggs were immobilized during the microinjection procedure. Microinjection into the yolk was performed under a Leica M205FA stereo-microscope (Leica, Wetzlar, Germany) at 4.7 hpf, according to Rocha et al. [18], with 4.6 nL of either saline solution (Danieau solution: 58 mmol/L NaCl, 0.7 mmol/L KCl, 0.4 mmol/L MgSO_4_, 0.6 mmol/L Ca(NO_3_), 2.5 mmol/L Hepes, pH 7.6) or SMO solutions. The SHMO and SBMO solutions were each prepared with the corresponding purified SMO fraction dissolved in the Danieau solution, to obtain a concentration of 100 mmol/L. The chosen concentration was based on the maximum solubility of the SMOs in the Danieau solution. Typically, the microinjection procedure in zebrafish is used for the inclusion of RNA/DNA, antisense morpholinos or CRISPR/Cas9, and the period selected for performing microinjection range from 1- to 2-cell stages, according to standard procedures [65]. In this study, the embryo microinjection was performed at 4.7 hpf (approximately at 30% epiboly stage) since it has been demonstrated that injection into the yolk during the epiboly stage leads to successful diffusion of the injected material within the yolk without later outward flux [18]. Furthermore, at the 30% epiboly stage the yolk syncytial layer (implicated in transporting nutrients from the yolk to the embryonic cells and later to larval tissues) is already formed [18].

### 4.4. Locomotion Analysis

In embryos at 30 hpf, coiling behavior was measured as recently described by Iacomino et al. [68] using the Danioscope software (Noldus Information Technology, Wageningen, The Netherlands). At 120 hpf, larval locomotion (distance and velocity) and thigmotactic behavior were measured using the Daniovision system connected with Ethovision XT12 (Noldus Information Technology), a specific video tracking software. Briefly, single larvae were taken from the rearing dishes and transferred into a 24-well plate along with 1 mL of egg water per well (1 larva/well). The plate was then placed in the DanioVision system and larval behavior was monitored for a total of 10 min, following Schnörr et al. [54]. The procedure was performed in two steps, including a 6-min acclimatization phase (minutes 0–6) and a 4-min interaction phase (minutes 7–10). In the acclimatization period, lights were kept ON (intensity level: 100%) and at minute 7 lights were turned OFF abruptly and were kept OFF until the end of the procedure. In order to measure thigmotaxis, a distinction was made between the inner and outer zone of each well. The width of the outer zone was set at 4 mm from the border of the well, while the diameter of the inner zone was set at 8 mm (see Figure 9).

### 4.5. Behavioral Endpoints

All swimming patterns were recorded automatically, and the following behavioral endpoints were measured:

1. Burst activity during 30 s of the test procedure, expressed as %.
2. General locomotor activity: this was measured as the total distance moved (mm) and velocity (mm/s) of movement over the whole area of the well during each minute of the test procedure, and under different conditions (lights ON vs. lights OFF).
3. Thigmotaxis: this was presented as time spent (s) in the outer zone of the well during each minute of the test procedure, and under different conditions (lights ON vs. lights OFF).

### 4.6. RNA-Seq Analysis

The whole transcriptomic analysis was carried out on zebrafish embryos microinjected with SMO solutions. Specifically, we investigated both SHMO- and SBMO-microinjected embryos. The WT non-microinjected embryos were also analyzed as a reference (Ctrl). Total RNA was extracted from larvae at 5 dpf (36 larvae per group) using the Quick RNA miniprep kit (ZymoResearch, Irvine, CA, USA), according to the manufacturer’s instructions, and checked for purity using NanoPhotometer^TM^ Pearl, version 1.2 (IMPLEN, Westlake Village, CA, USA); integrity (RNA integrity number > 7) was assessed using the RNA 6000 Pico Kit on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Indexed cDNA libraries were prepared from 350 ng of total RNA using the TruSeq Stranded kit (Illumina, San Diego, CA, USA), quantified by real-time PCR, pooled at equimolar concentration, and sequenced with Illumina technology applying standard manufacturer protocols. The quality of reads was assessed using FastQC software Version 0.11.9 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 5 May 2022). Raw reads with more than 10% of undetermined bases or more than 50 bases with a quality score < 7 were discarded. Subsequently, reads were clipped from adapter sequences using Scythe software Version 0.994 (https://github.com/vsbuffalo/scythe, accessed on 5 May 2022), and low-quality ends (Q score < 20 on a 15-nt window) were trimmed with Sickle (https://github.com/vsbuffalo/sickle, accessed on 5 May 2022). Table S4 shows the number of sequenced and trimmed fragments. Filtered reads were aligned to the current zebrafish reference genome assembly (GRCz11) using the STAR aligner (http://code.google.com/p/rna-star, accessed on 5 May 2022).

### 4.7. Bioinformatic Analysis and Categorization of Transcriptomic Data

Within the comparisons, i.e., the SHMO treatment vs. Ctrl, SBMO treatment vs. Ctrl, and SHMO treatment vs. SHMB treatment, sets of DEGs (corresponding to identified transcripts) were evaluated by QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA^®^, Spring Release, April 2022), to identify biological processes and disease and functional annotations related to a specific treatment. Specifically, we performed three independent core analyses, based on gene FC to calculate directionality (z-score) of dysregulated pathways, whereas the Ingenuity Knowledge Base reference set was used for *p*-value calculation. The most meaningful functional annotations (*p*-value < 0.05; z-score ≥ 1.5) were taken into account to estimate the predicted pathway activation or inhibition, and graphically represented. Moreover, to investigate whether significant DEGs found in the different experimental conditions might have a potential modifier role in both locomotion and neurodevelopment, we filtered disease and functional annotations, selecting only those involved in movement disorders, neurological diseases, and neurodevelopment, and reported with a z-score ≥ 1.5 for SMO vs. Ctrl analyses (but not for SHMO vs. SBMO ones). For both SHMO and SBMO vs. Ctrl analyses, GO chord plots were plotted by using a free online platform for data analysis and visualization: https://www.bioinformatics.com.cn/en, accessed on 19 July 2022.

### 4.8. Statistical Analysis

All data were analyzed applying either parametric or non-parametric methods, depending on the distribution of the response variable in question, shown by the Shapiro–Wilks test. Homogeneity of variance was assessed using the Levene test. Post-hoc comparisons were performed using the Mann–Whitney U test with Bonferroni’s correction, or an unpaired *t*-test following non-parametric analysis of variance. All statistical analyses were performed using GraphPad Prism (GraphPad Software, Inc., CA, USA).

## 5. Conclusions

In this work, we used zebrafish as a model to study the effects of milk-derived sialylated oligosaccharides on embryo development. The study confirms that the administration of SMOs extracted from human and bovine milk seems to be safe, given that no negative effects on survival or development were observed. Larval locomotor behavior analysis suggest that SMOs supplementation produced an enhancement of exploratory behavior in the dark environment, which offers a better chance of survival for the little fishes. The RNA-seq data showed that SMO-treatments pinpointed disease and functional annotations related to nervous system, neurodevelopmental and movement disorders as the main high-ranked categories affected by the treatment. In particular, SHMO supplementation could play an important role in supporting a high cell proliferation rate, as occurs in the developing cerebral cortex. On the other hand, SBMO treatment seemed to display a quite different transcriptomic profile, with increased expression of genes involved in synaptogenesis and neuronal function, such as glutamate receptors and genes involved in calcium signaling and endo-cannabinoid signaling pathways. Interestingly, the discrepancies observed might reflect species-specific features of human and bovine newborn brains. However, the impact of SMO administration needs to be explored for longer periods, from embryo to adulthood. In addition, new data on zebrafish brain morphology and imaging could be of interest to better evaluate SMO supplementation on neurodevelopment, also in disease conditions.

## Figures and Tables

**Figure 1:**
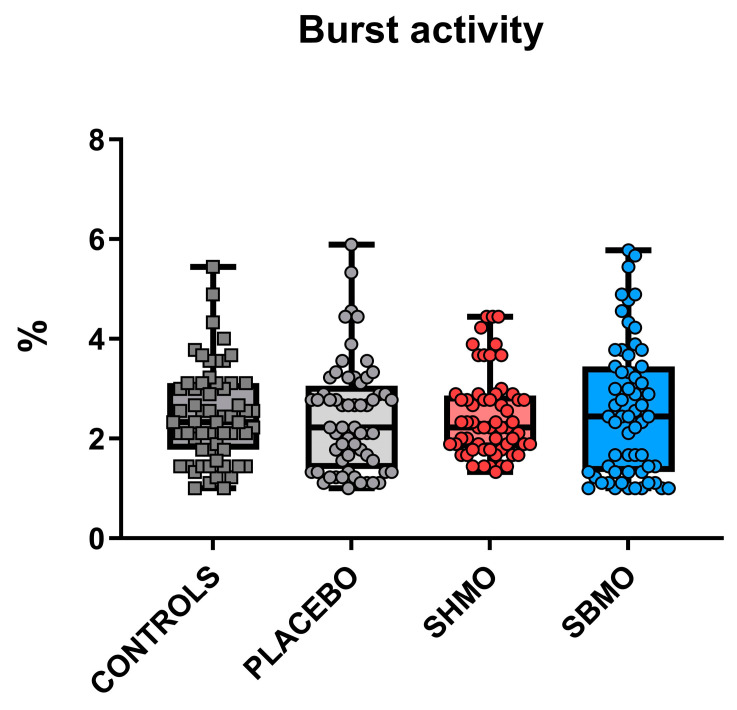
Burst activity of 30 hpf embryos. Individual values are plotted as median with 95% confidence intervals (*n* = 60 larvae per group). Controls were untreated and placebo larvae were microinjected with saline solution vehicle. Abbreviation: SHMO: sialylated human milk oligosaccharide treatment; SBMO: sialylated bovine milk oligosaccharide treatment.

**Figure 2:**
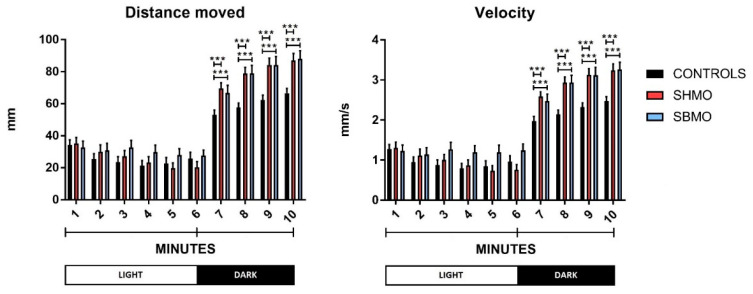
Larvae locomotion data at 5 dpf. Velocity was expressed as distance travelled (millimeters) per time unit (seconds) and measured for every single minute. Values are expressed as means (*n* = 72 larvae for each group). The error bars show the standard error of the mean. ***: *p* ≤ 0.001 calculated by Mann–Whitney U test. Abbreviation: SHMO: sialylated human milk oligosaccharides treatment; SBMO: sialylated bovine milk oligosaccharides treatment.

**Figure 3:**
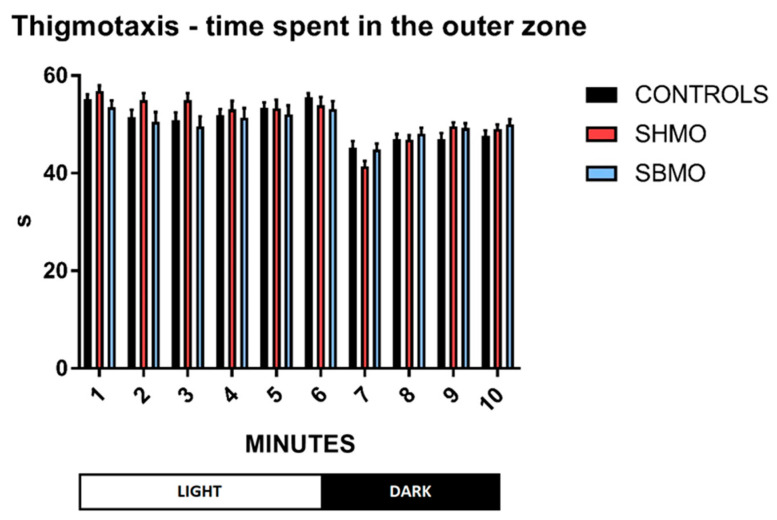
Thigmotaxis data at 5 dpf shown as time (s) spent in the outer zone of the test apparatus per minute. Values are expressed as means (*n* = 72 per each group). The error bars show the standard error of the mean. Abbreviation: SHMO: sialylated human milk oligosaccharide treatment; SBMO: sialylated bovine milk oligosaccharide treatment.

**Figure 4:**
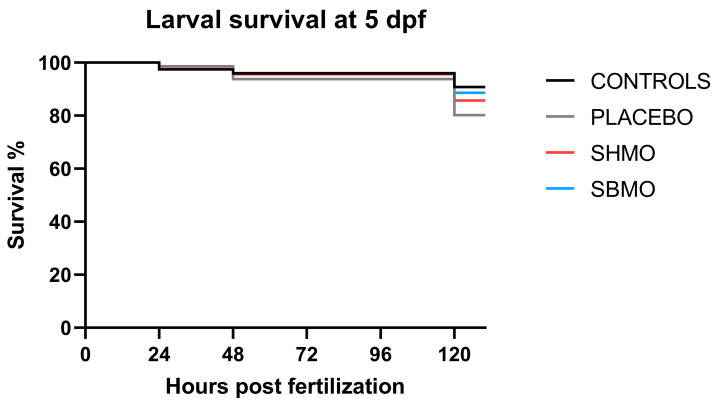
Kaplan-Meier survival curves of zebrafish larvae at 5 dpf (*n* = 300 per group). Controls were untreated and placebo larvae were microinjected with saline solution vehicle. Abbreviation: SHMO, sialylated human milk oligosaccharide treatment; SBMO, sialylated bovine milk oligosaccharide treatment.

**Figure 5:**
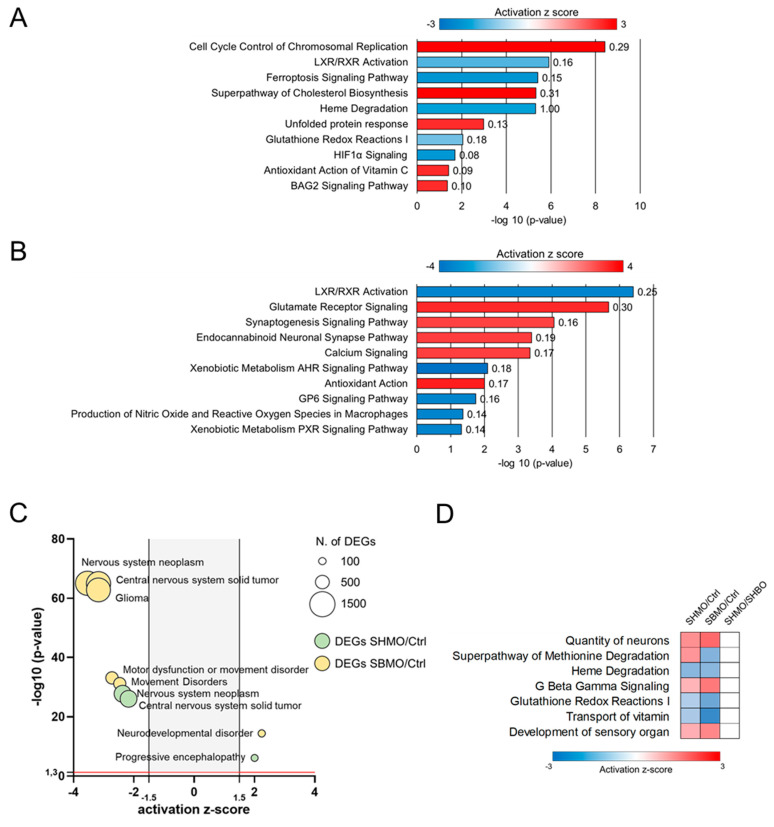
Bioinformatic analysis of RNA-seq data. Top meaningful canonical pathways in the SHMO (**A**) and SBMO (**B**) datasets were sorted by -Log(*p*-value). A positive z-score (red) denotes pathway activation, and a negative z-score (blue) denotes pathway inhibition. The numbers next to the bars are the ratios of DEGs to the total number of genes making up the pathway. (**C**) Multivariable graph showing most the representative disease annotations in both datasets. (**D**) Heat map of the comparison analysis between conditions, highlighting common disease and functional annotations between datasets.

**Figure 6:**
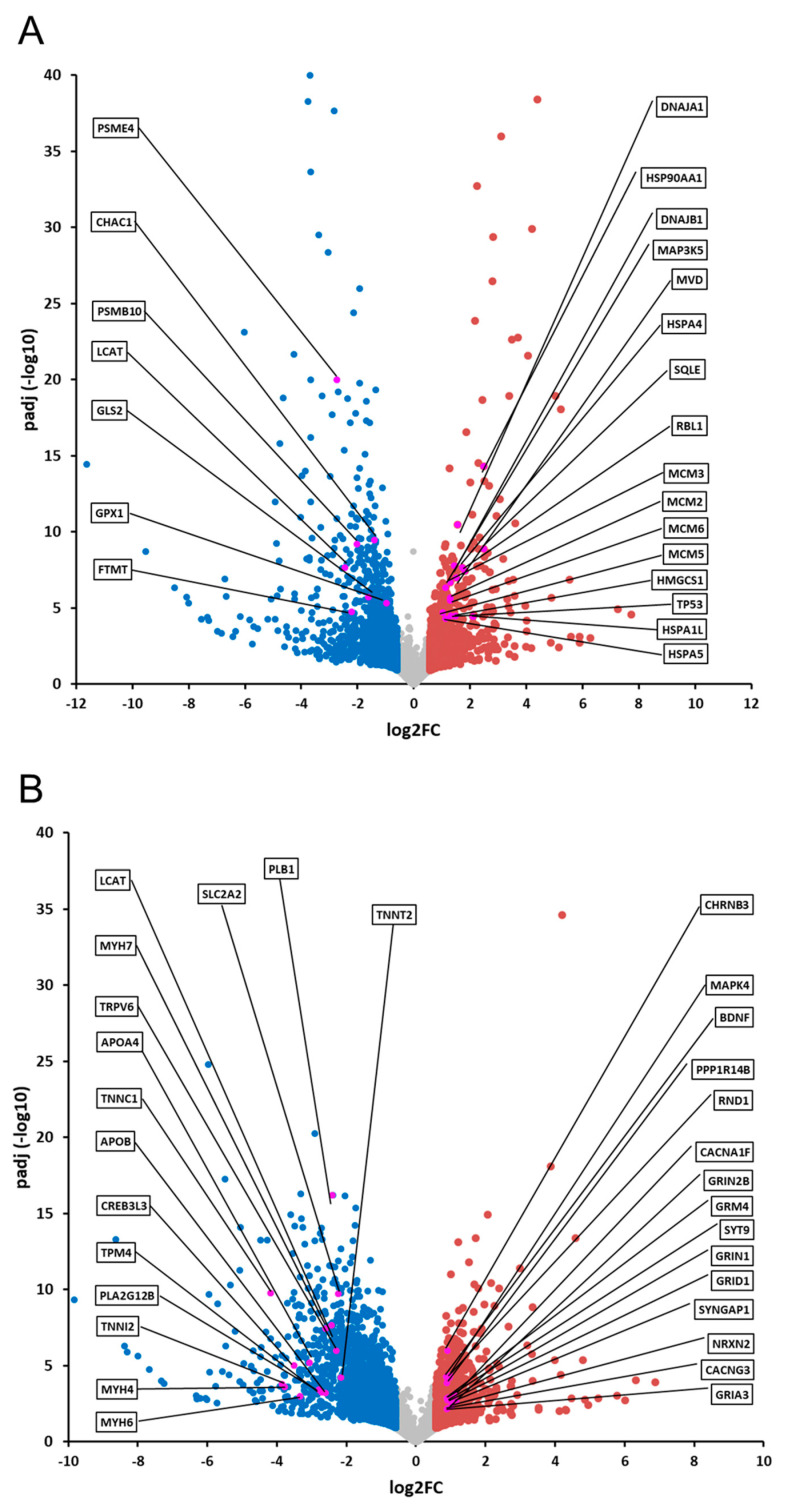
Data obtained from RNA-seq experiments for injections of SHMOs (**A**) and SBMOs (**B**) in zebrafish larvae are represented as Volcano plots. DEGs are colored in blue if down-regulated and red if up-regulated. In evidence (purple dots) are depicted for selected genes belonging to top meaningful pathways, as retrieved from IPA analysis (Figure 5A,B).

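Of the genes labelled in Fig. 6A, looked up by the Ensembl identifier that the paper's tables give for each symbol, all 16 marked as up-regulated were called higher with SHMOs, with a log2(FC) from 1.09 to 2.57, and all 7 marked as down-regulated were called lower, from -2.72 to -1.03 (limma, Benjamini-Hochberg adjusted p of at most 0.05). In Fig. 6B, all 15 up-regulated genes were called higher with SBMOs, from 0.91 to 1.34. Of the 15 labels of down-regulated genes, 12 could be paired with an identifier, 10 of these were among the genes tested, and all 10 were called lower, from -3.98 to -2.20. The labels are genes the study chose from these libraries, so their calls are not independent evidence.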

**Figure 7:**
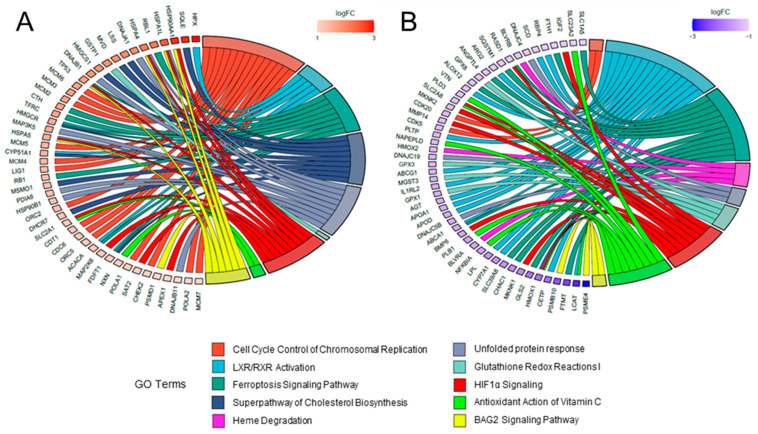
Schematic representation of DEGs in the SHMO injection in zebrafish larvae. Top50 upregulated (**A**) and down-regulated (**B**) genes in top meaningful canonical pathways (as depicted in Figure 5A), represented as GO chord plot. The intensity of the box adjacent to the gene name indicates the level of expression, as shown in the log(FC) legend.

**Figure 8:**
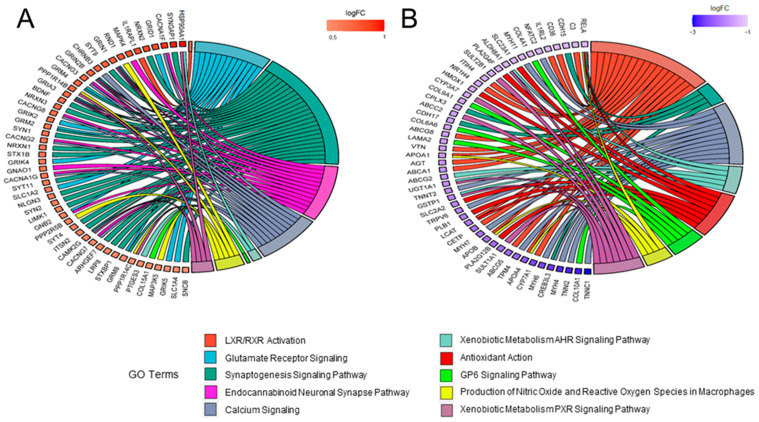
Schematic representation of DEGs in SBMO injection in zebrafish larvae. Top50 up-reg-ulated (**A**) and down-regulated (**B**) genes in top meaningful canonical pathways (as depicted in Figure 5B), represented as GO chord plot. The intensity of the box adjacent to the gene name indicates the level of expression, as shown in the log(FC) legend.

**Figure 9:**
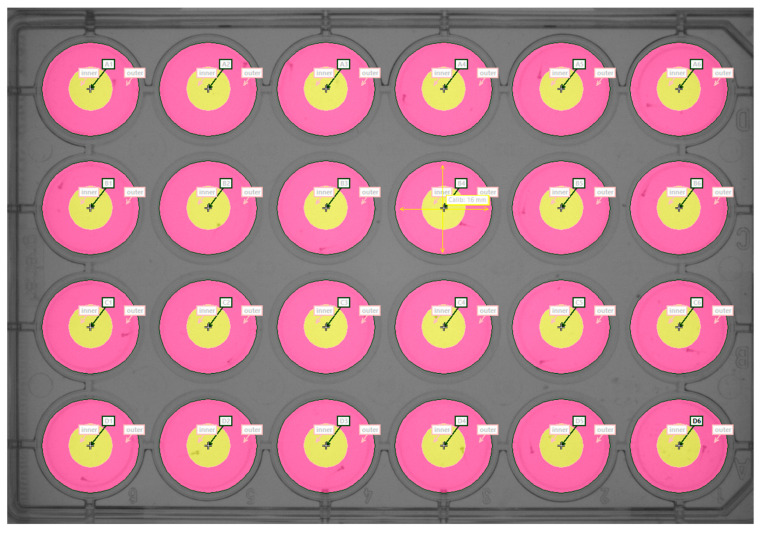
Locomotion and thigmotaxis test plate. The testing device consists of each well of the 24-well plate (diameter 16 mm for each well). The inner (yellow) and outer (pink) zones were delineated before the beginning of the experiments, using Ethovision XT12 software to draw the contours of the two zones.

## Data Availability

The data presented in this study are available on request from the corresponding author. The RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through the GEO Series accession number GSE218857 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSEGSE218857).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24065456/s1.

# Supplementary material for: Short-Term Effects of Human versus Bovine Sialylated Milk Oligosaccharide Microinjection on Zebrafish Larvae Survival, Locomotor Behavior and Gene Expression
**Source:** Int J Mol Sci. 2023 Mar 13;24(6):5456. doi: 10.3390/ijms24065456

## Slide 1
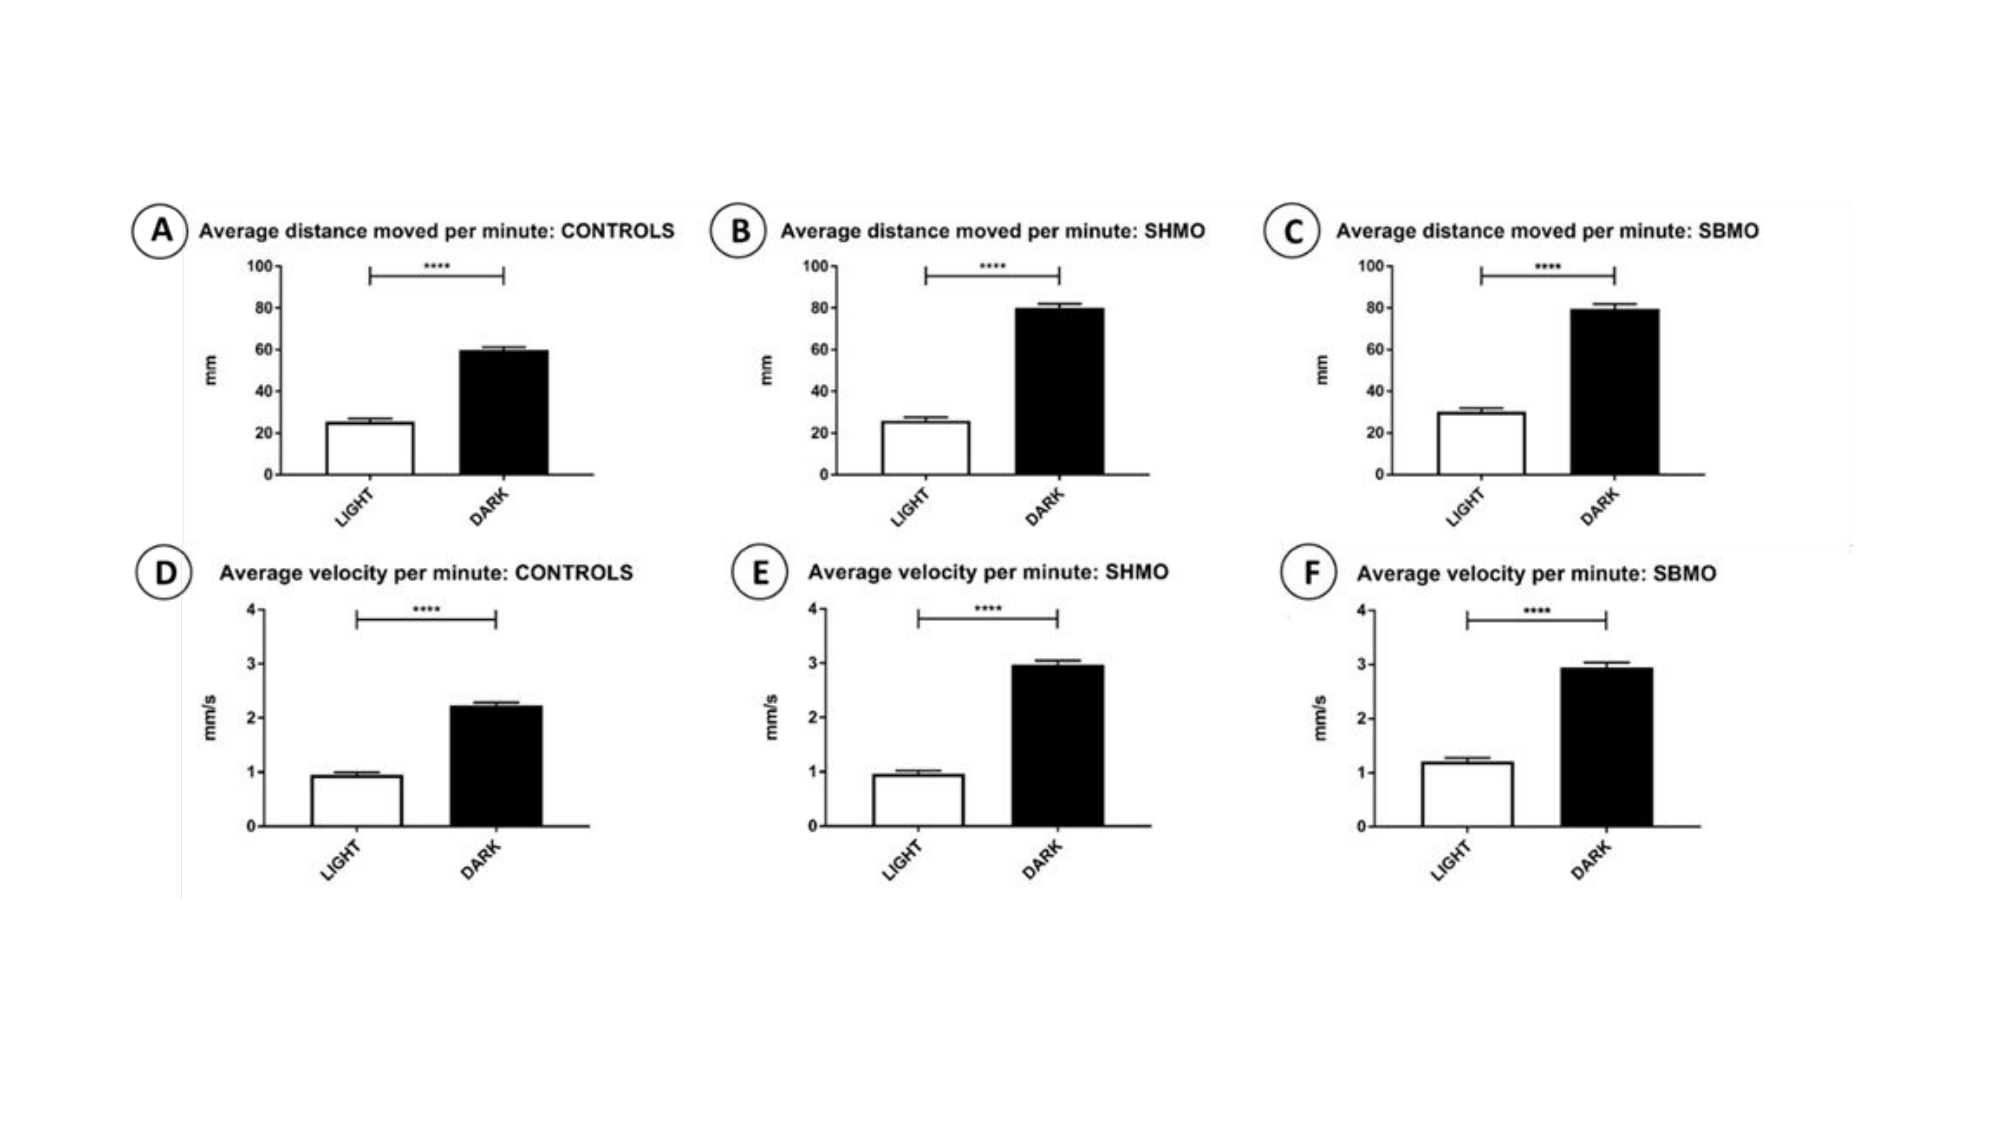

## Slide 2
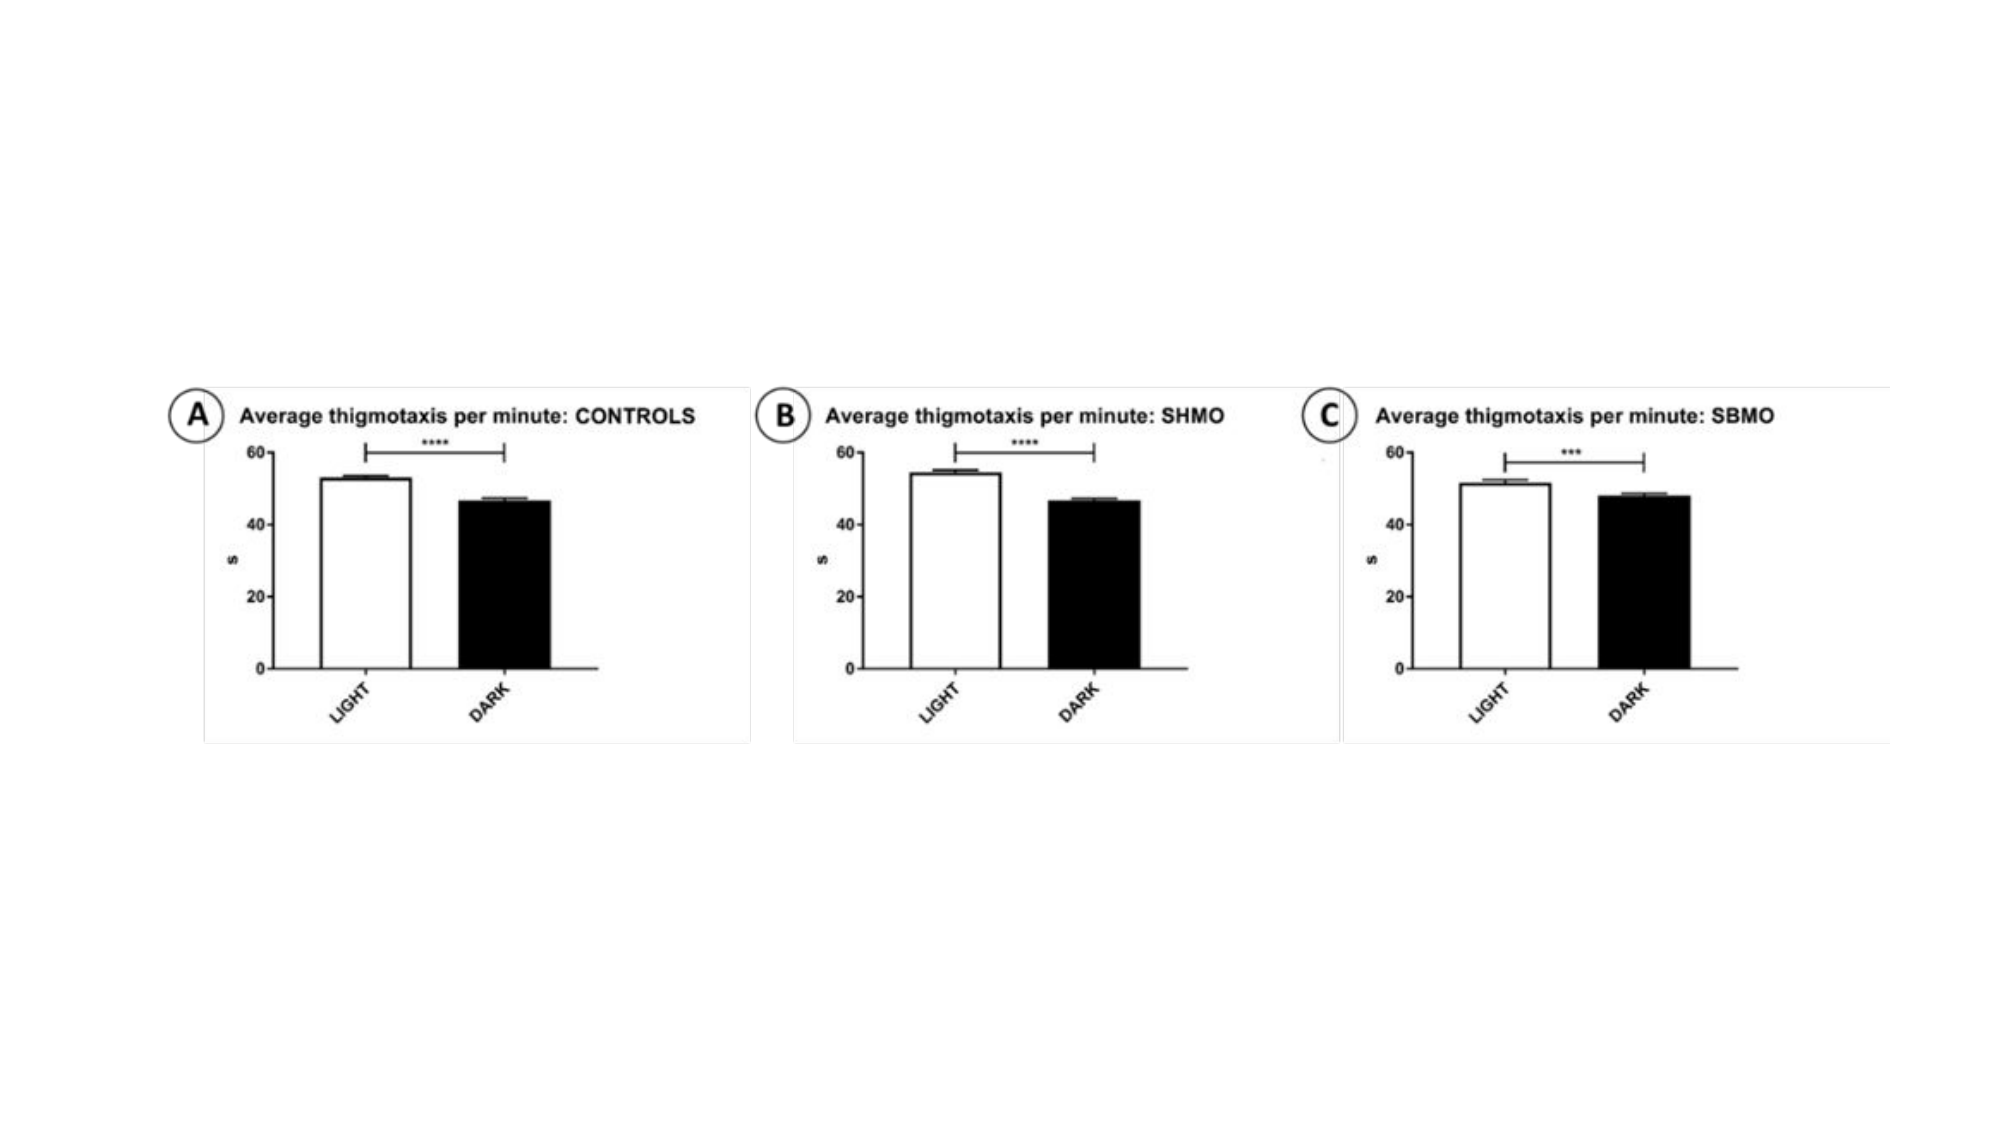

## Slide 3
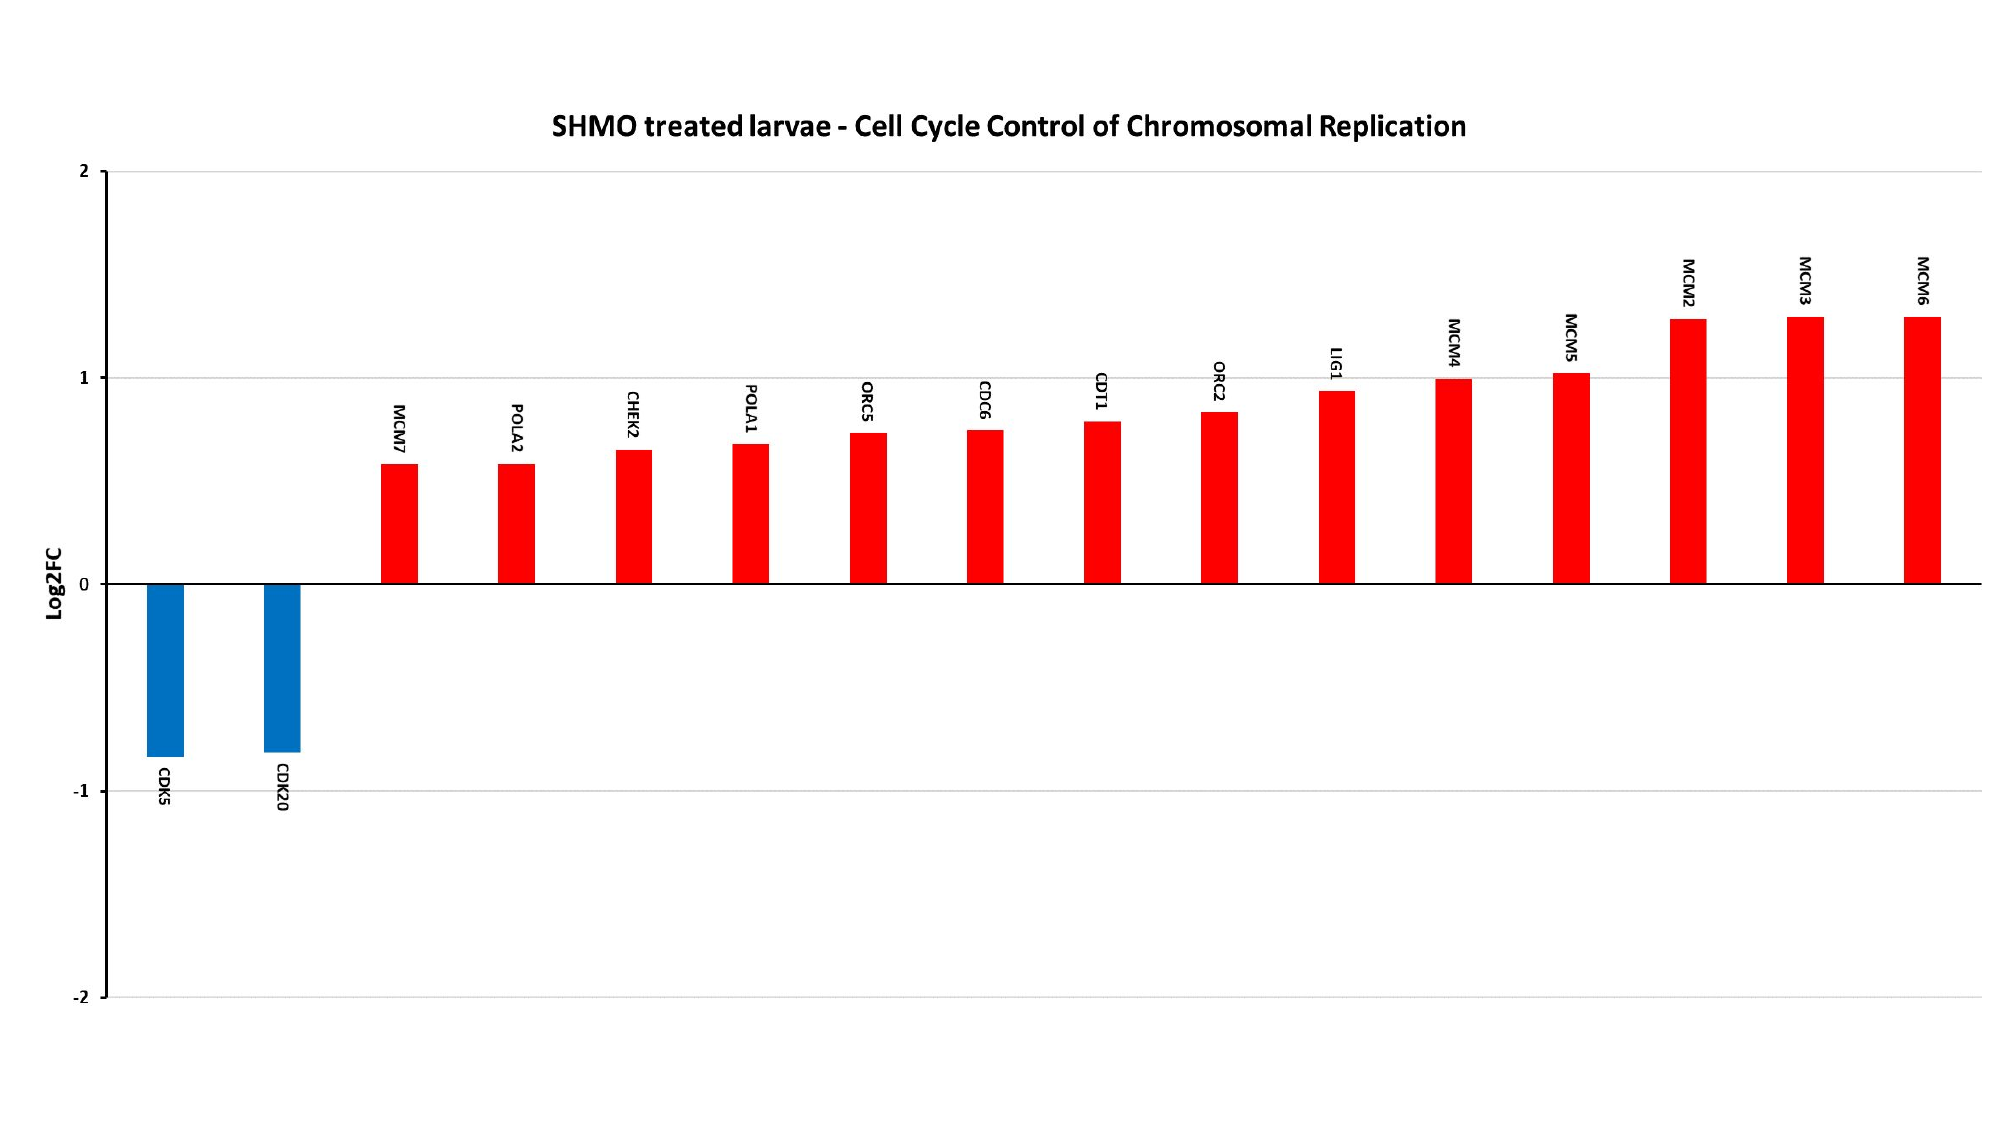

## Slide 4
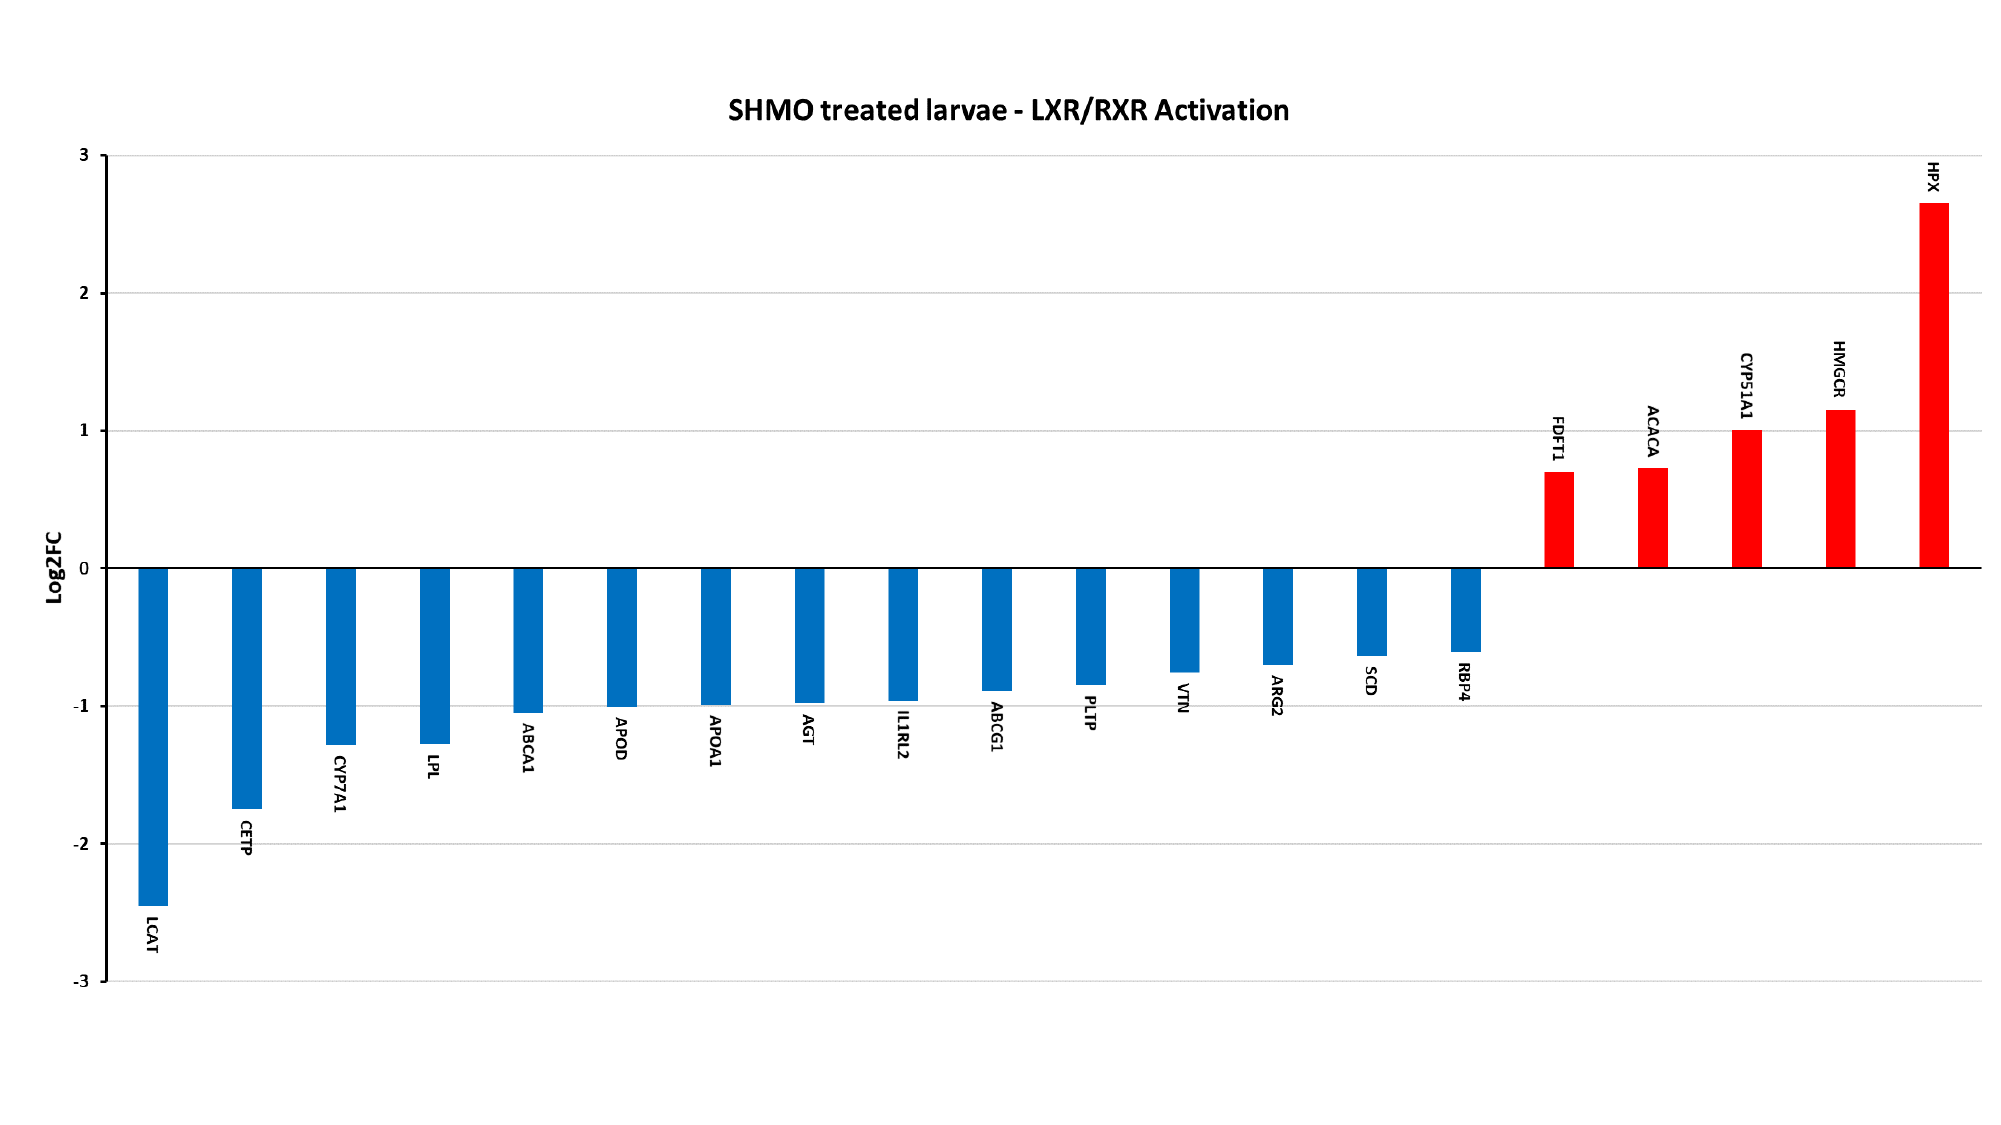

## Slide 5
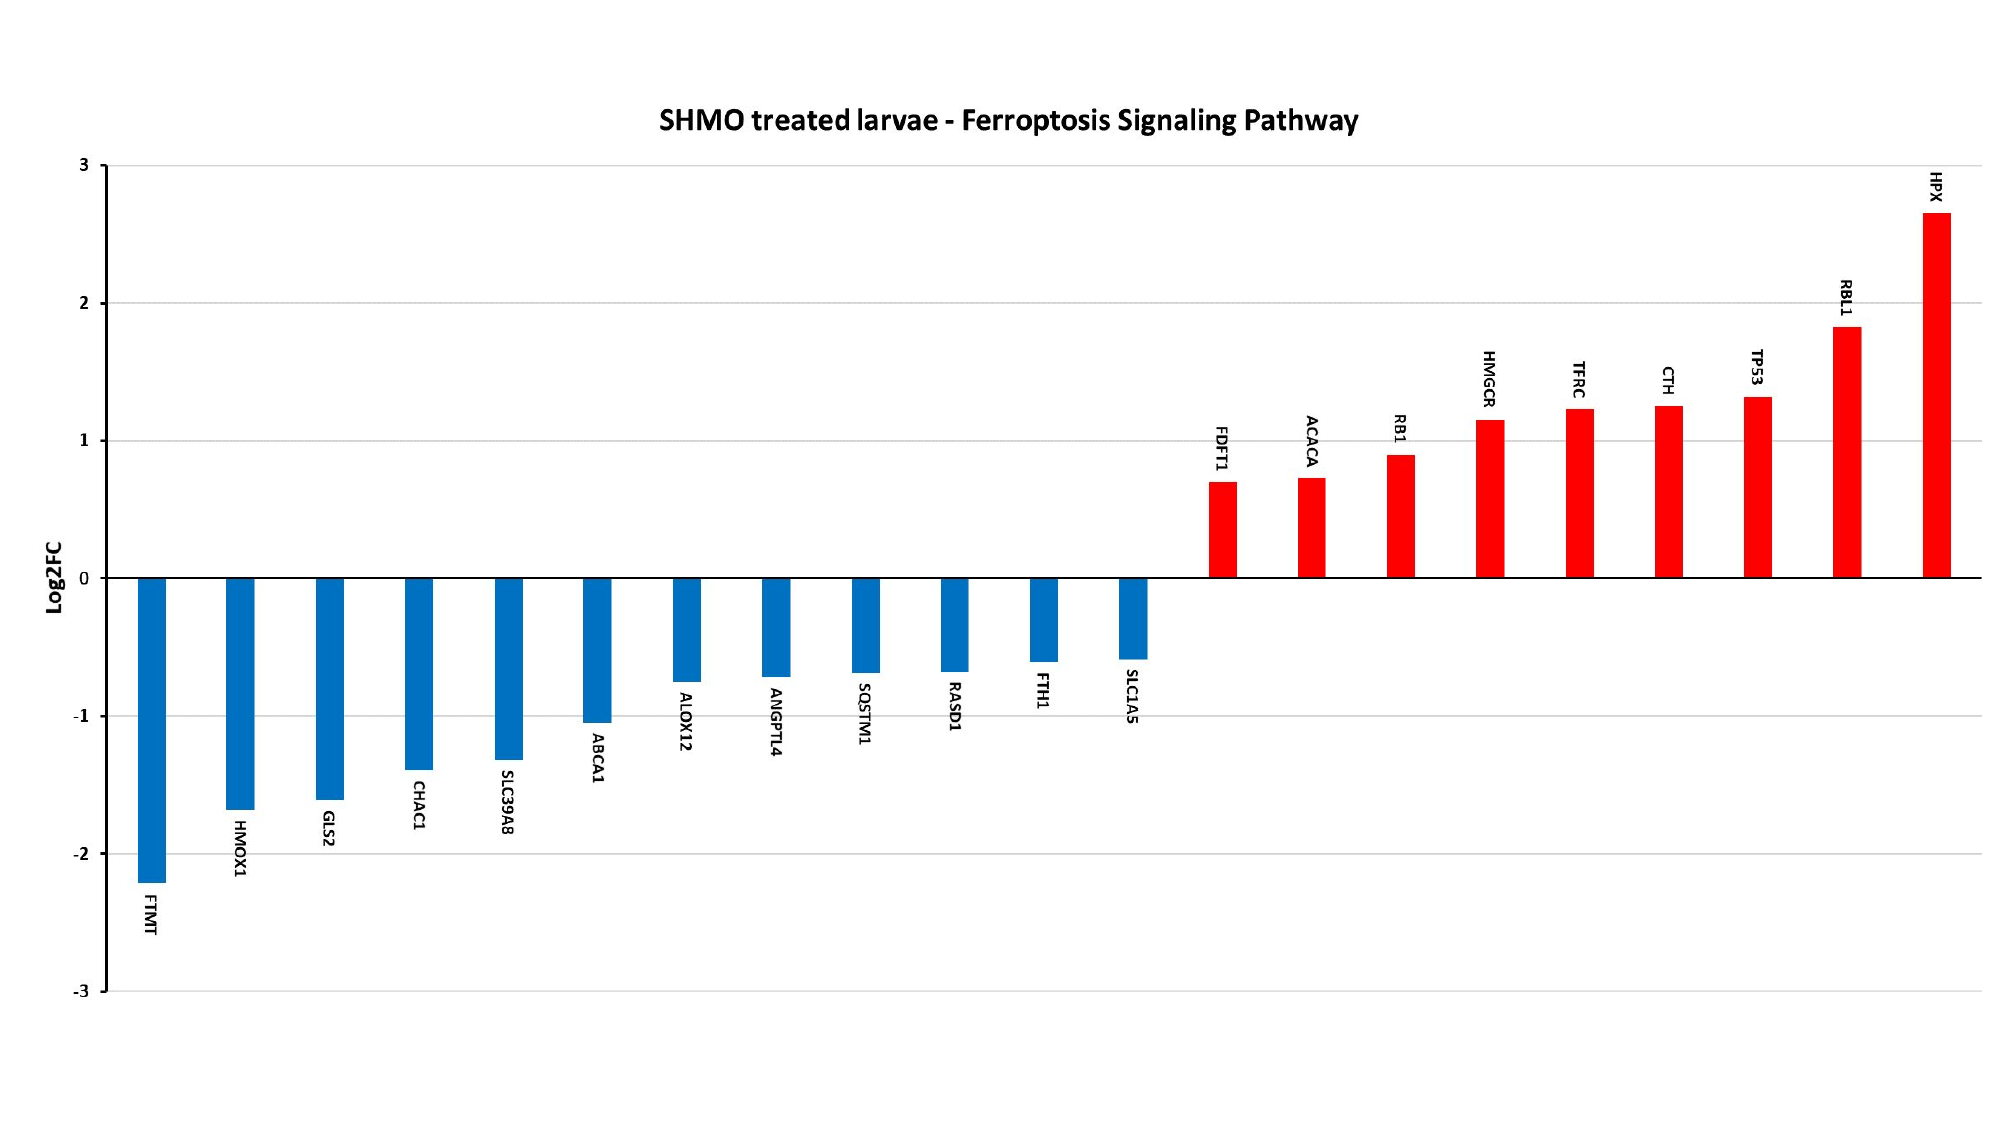

## Slide 6
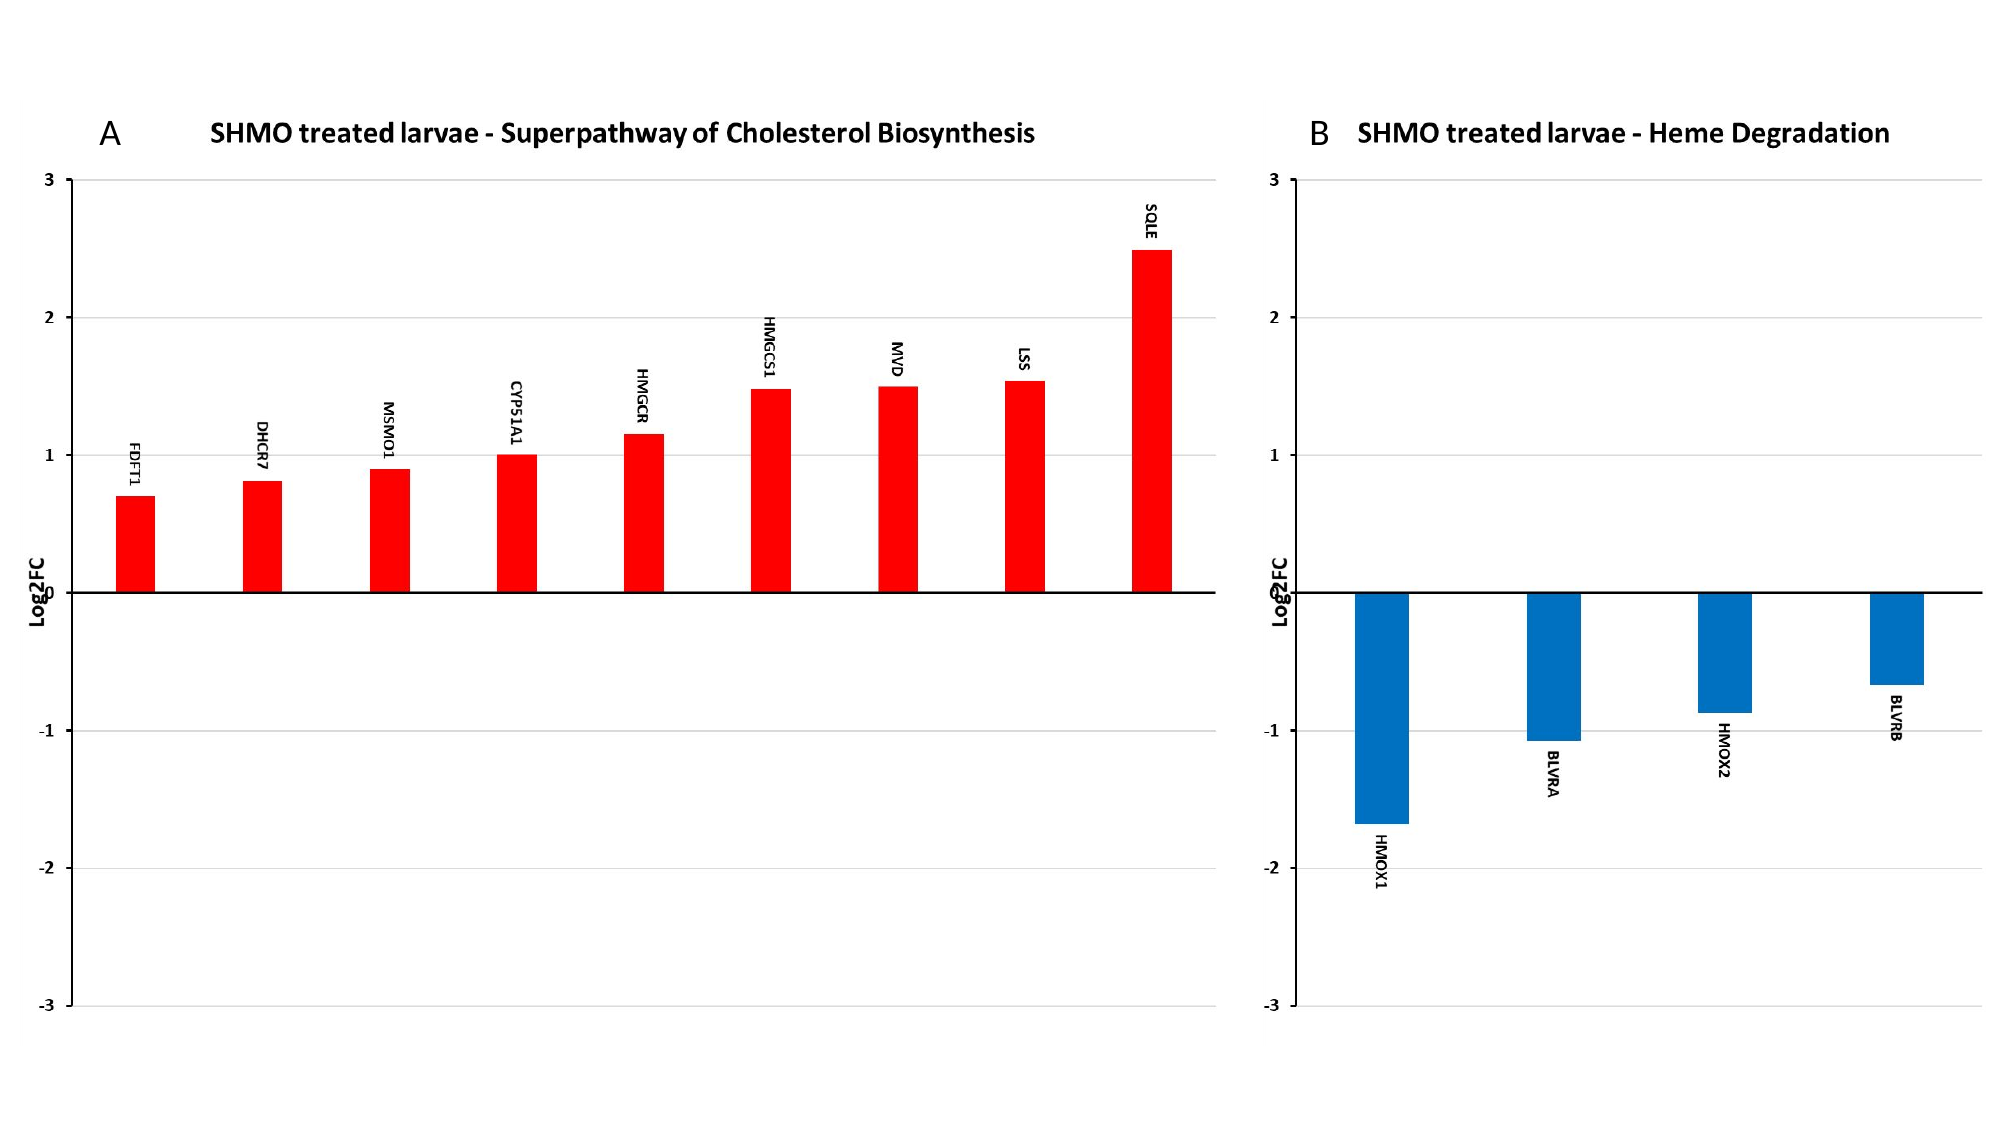

A
B

## Slide 7
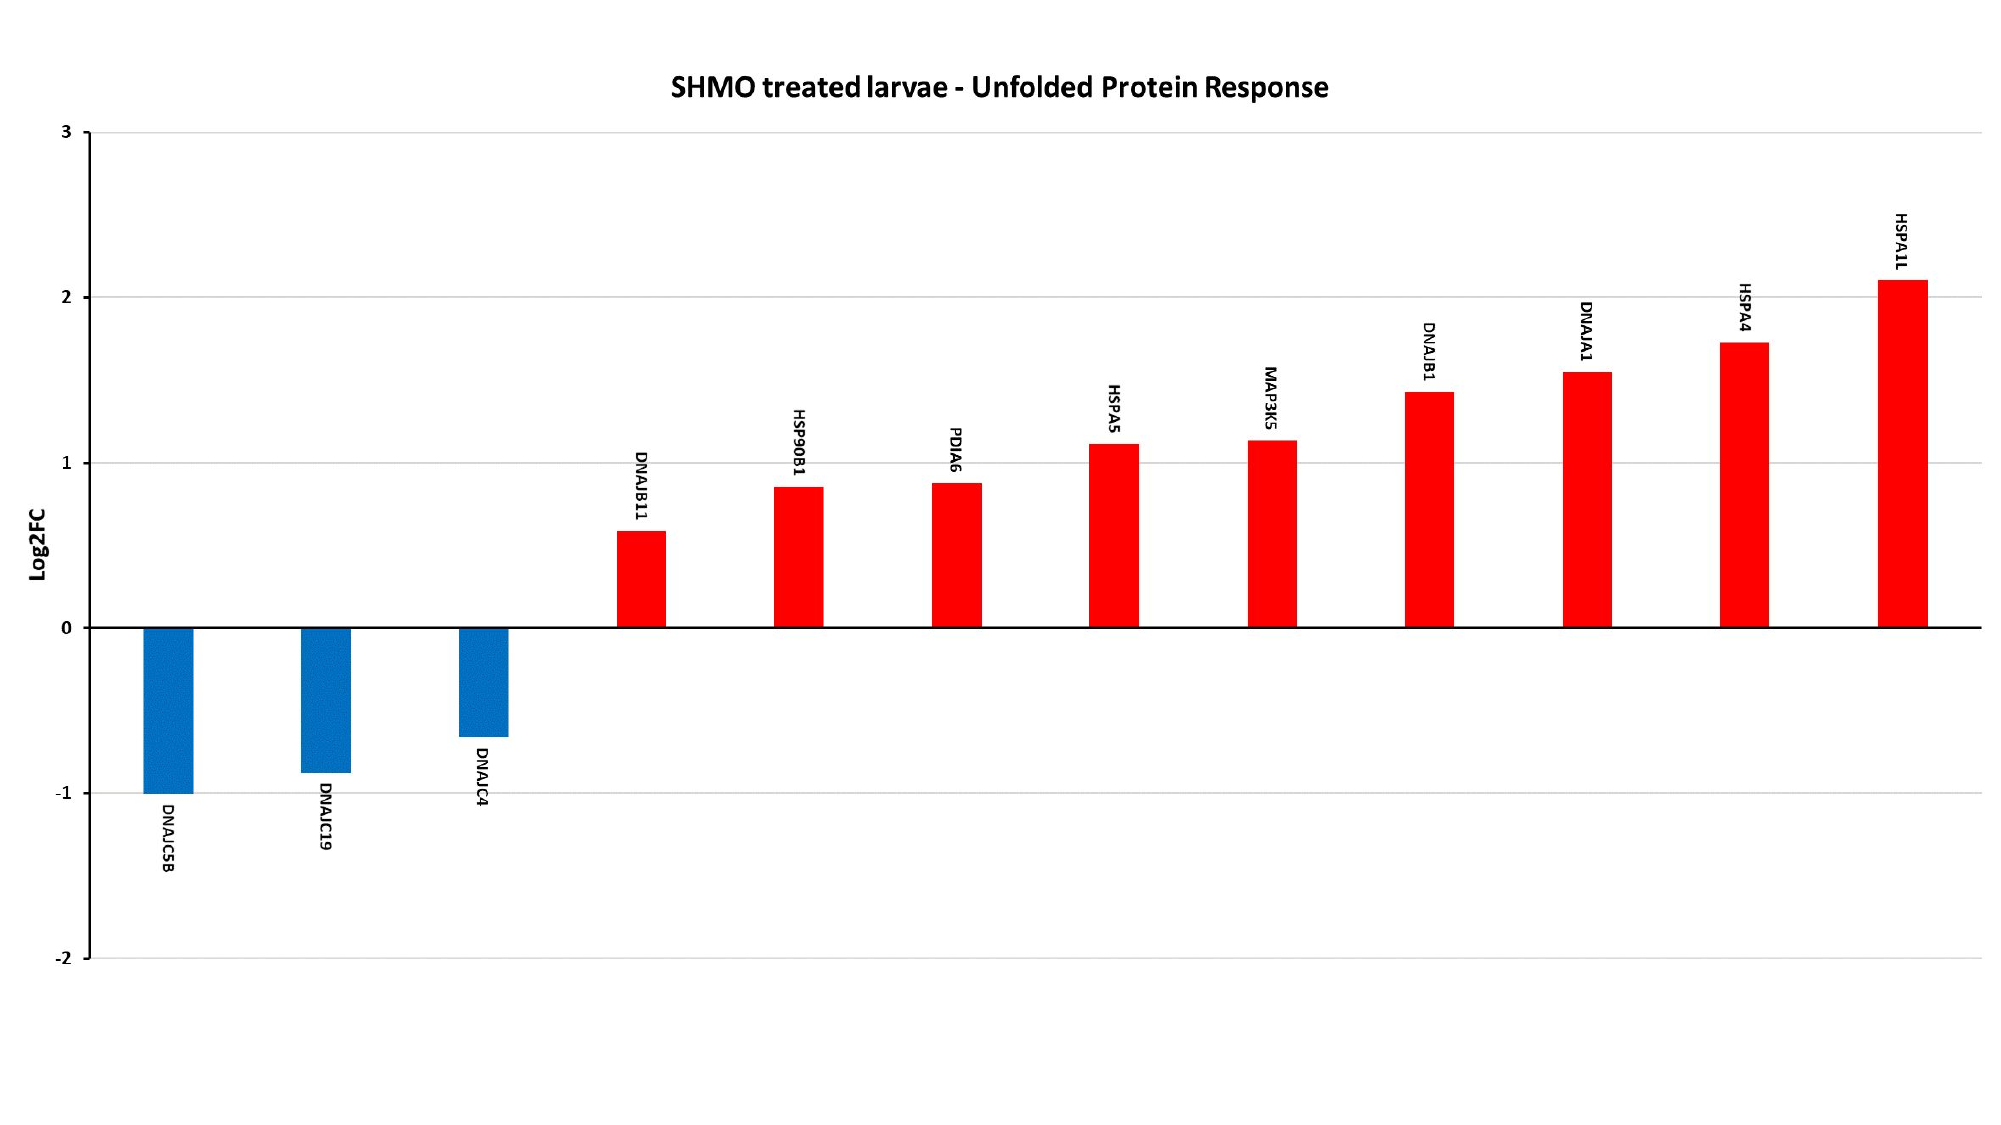

## Slide 8
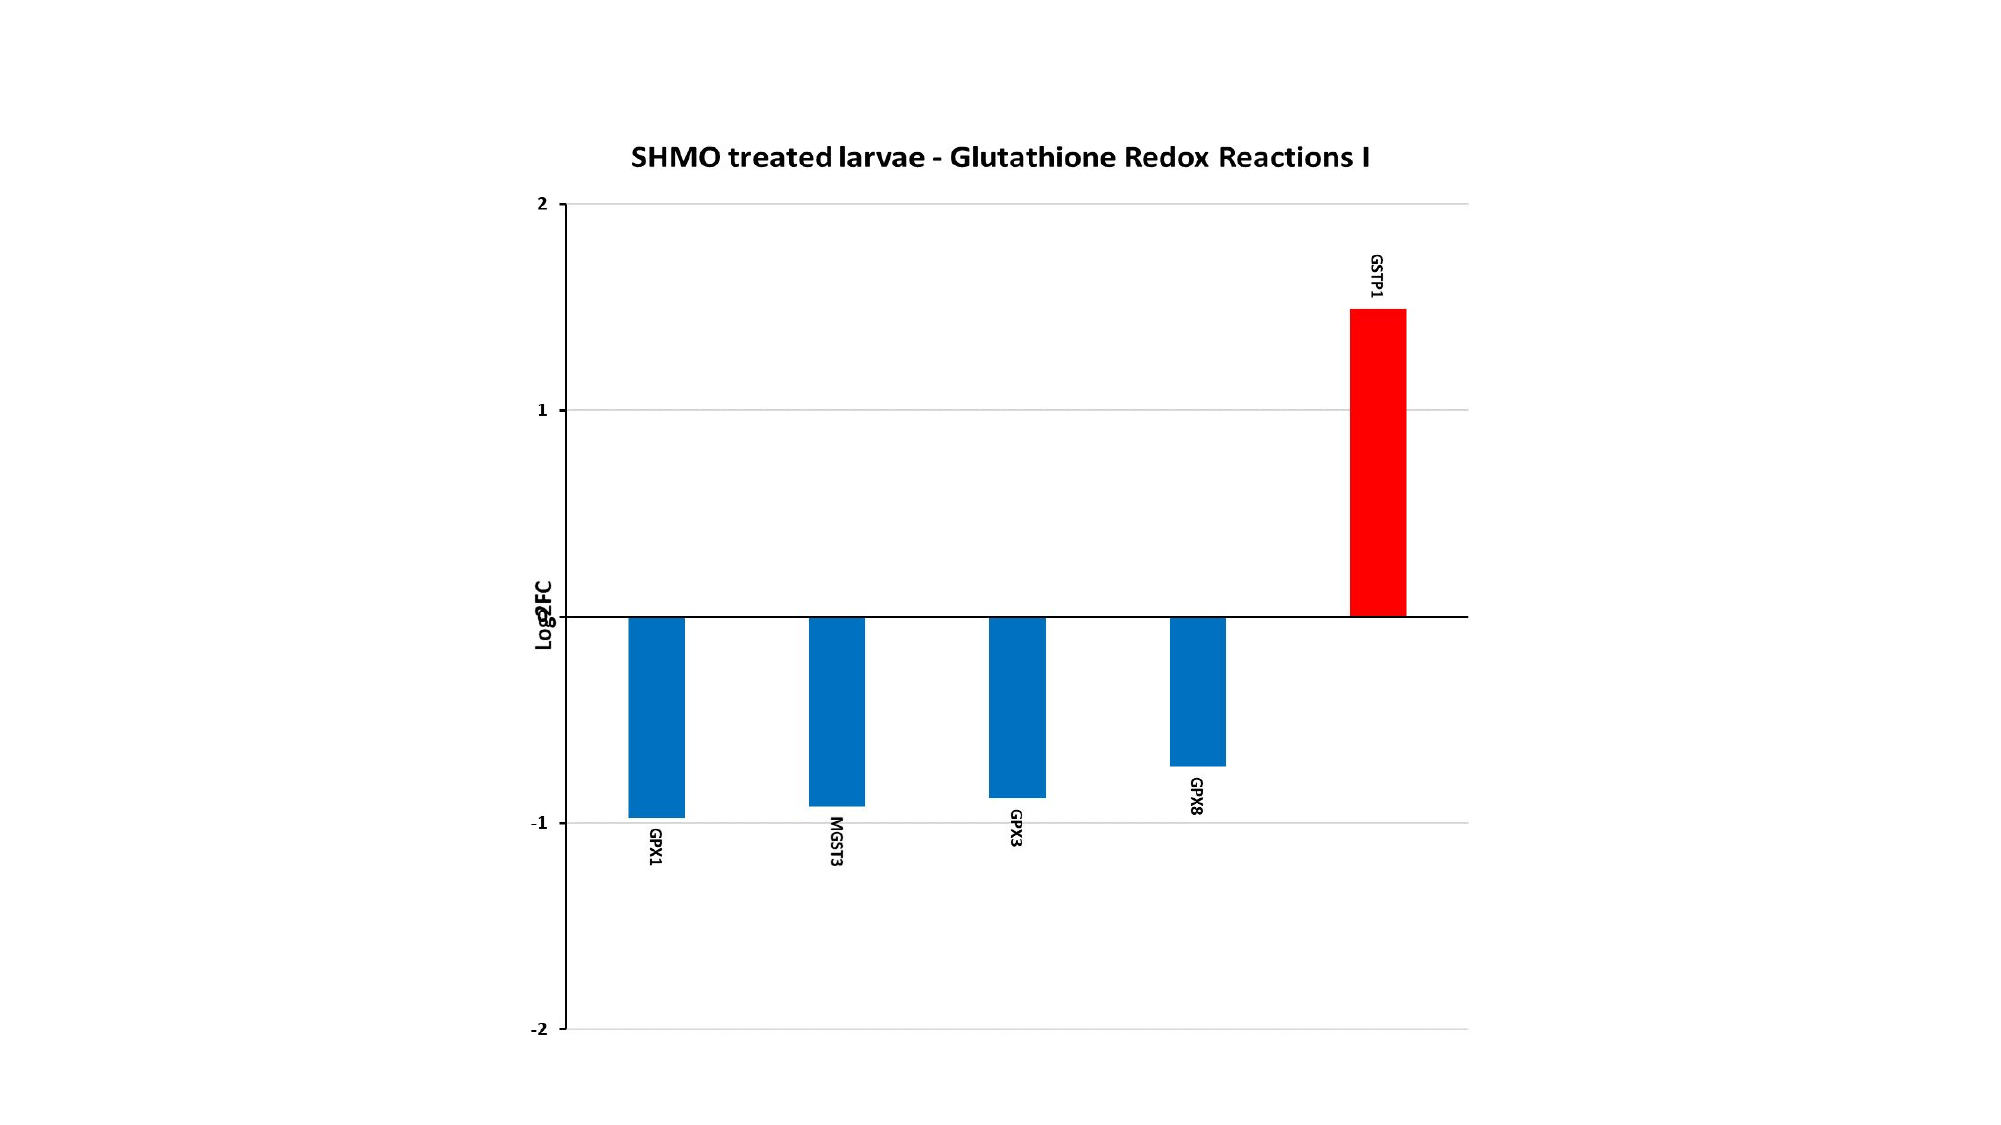

## Slide 9
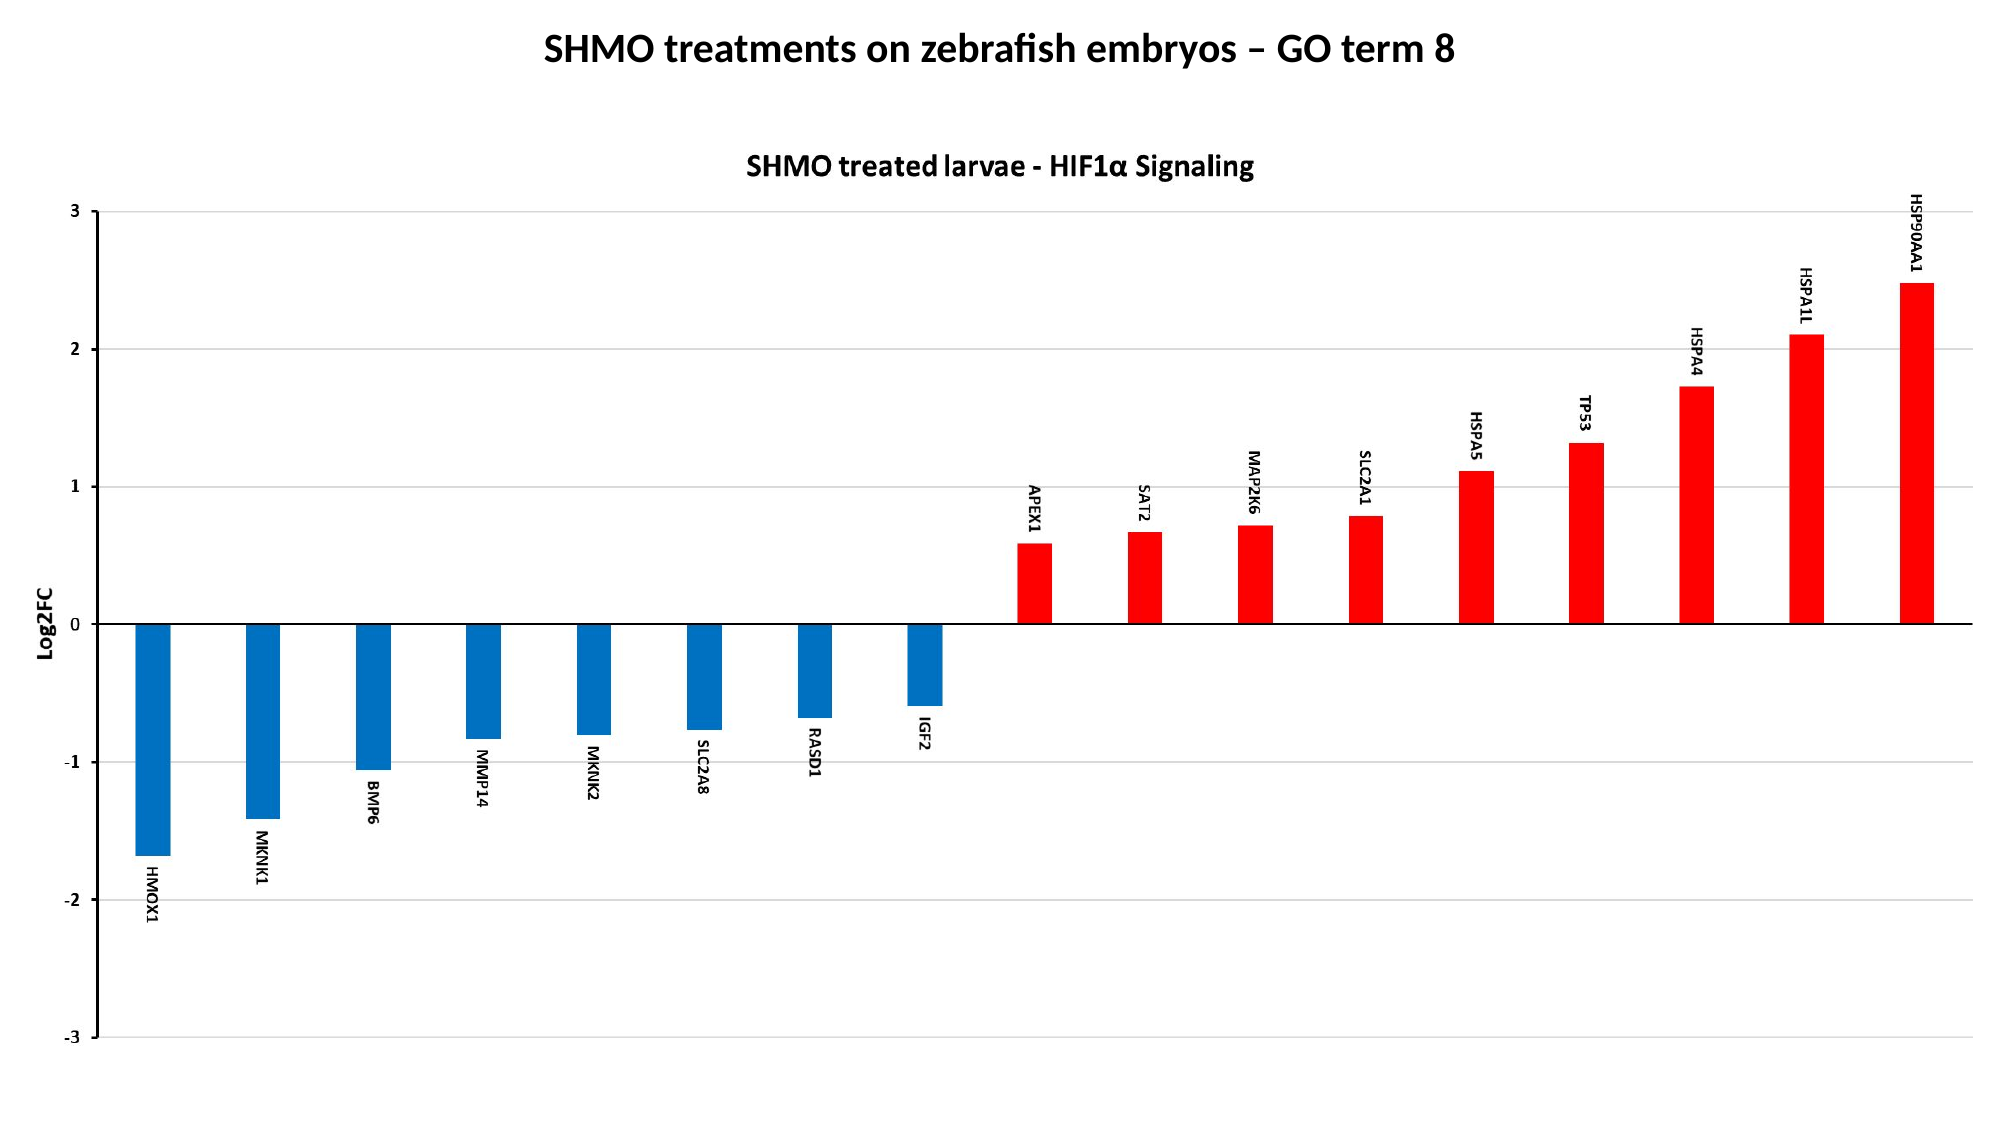

SHMO treatments on zebrafish embryos – GO term 8

## Slide 10
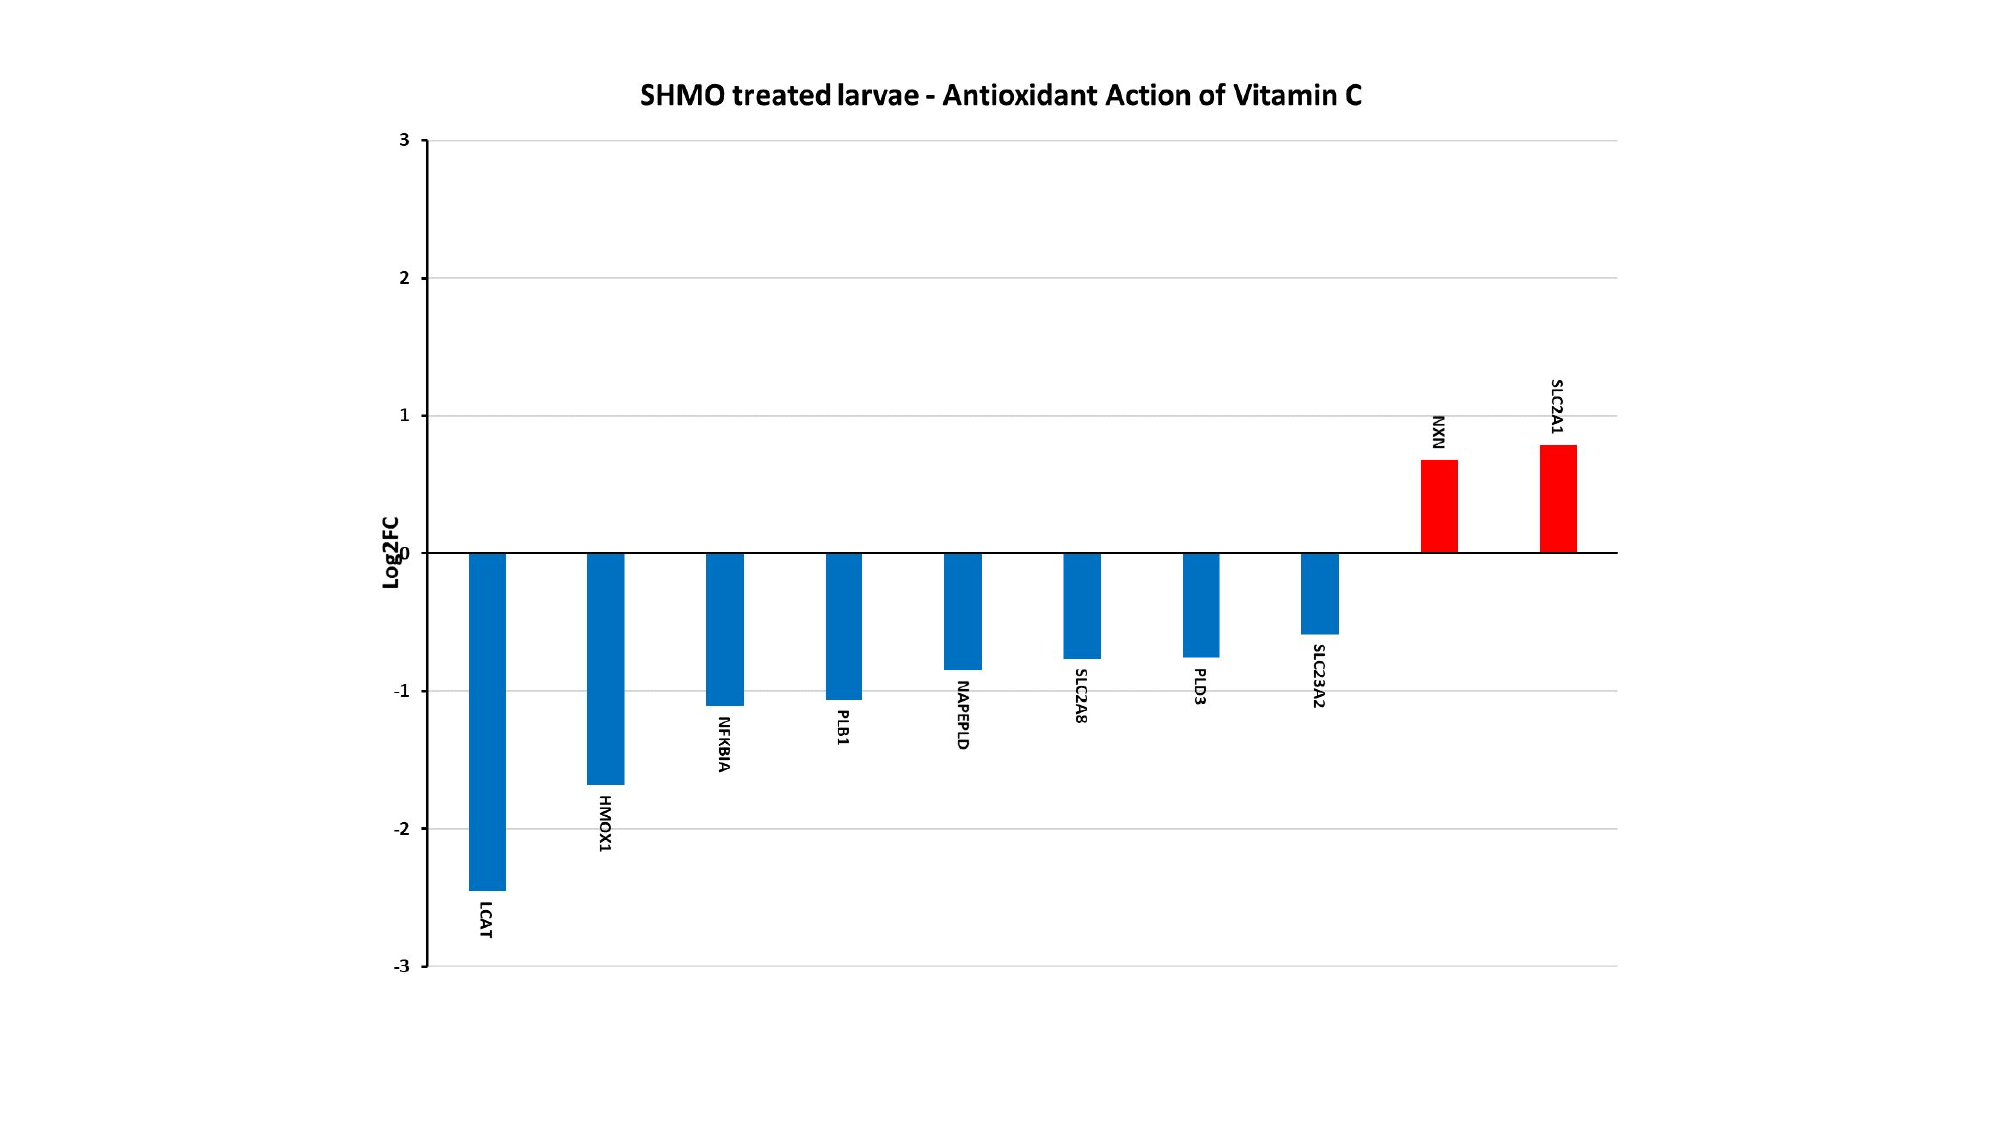

## Slide 11
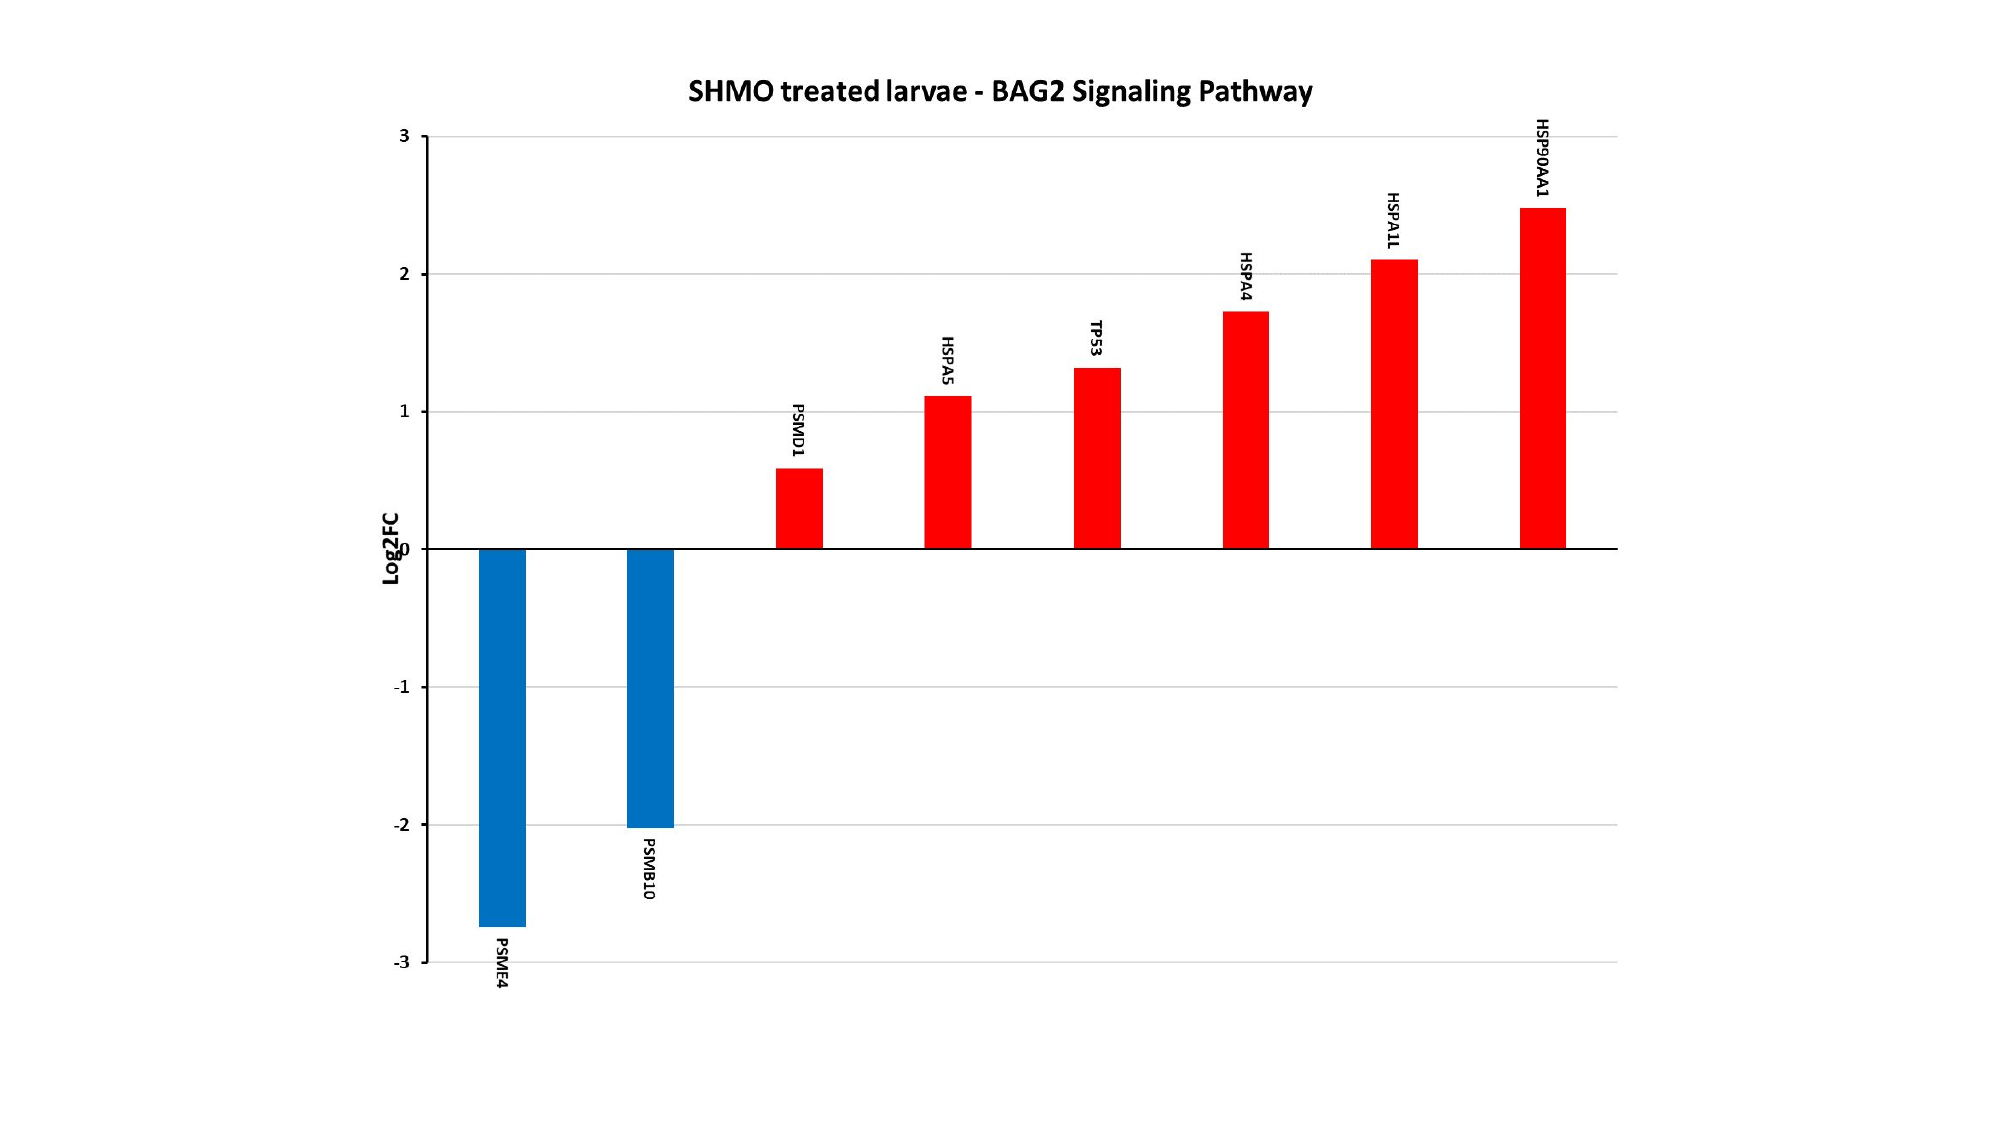

## Slide 12
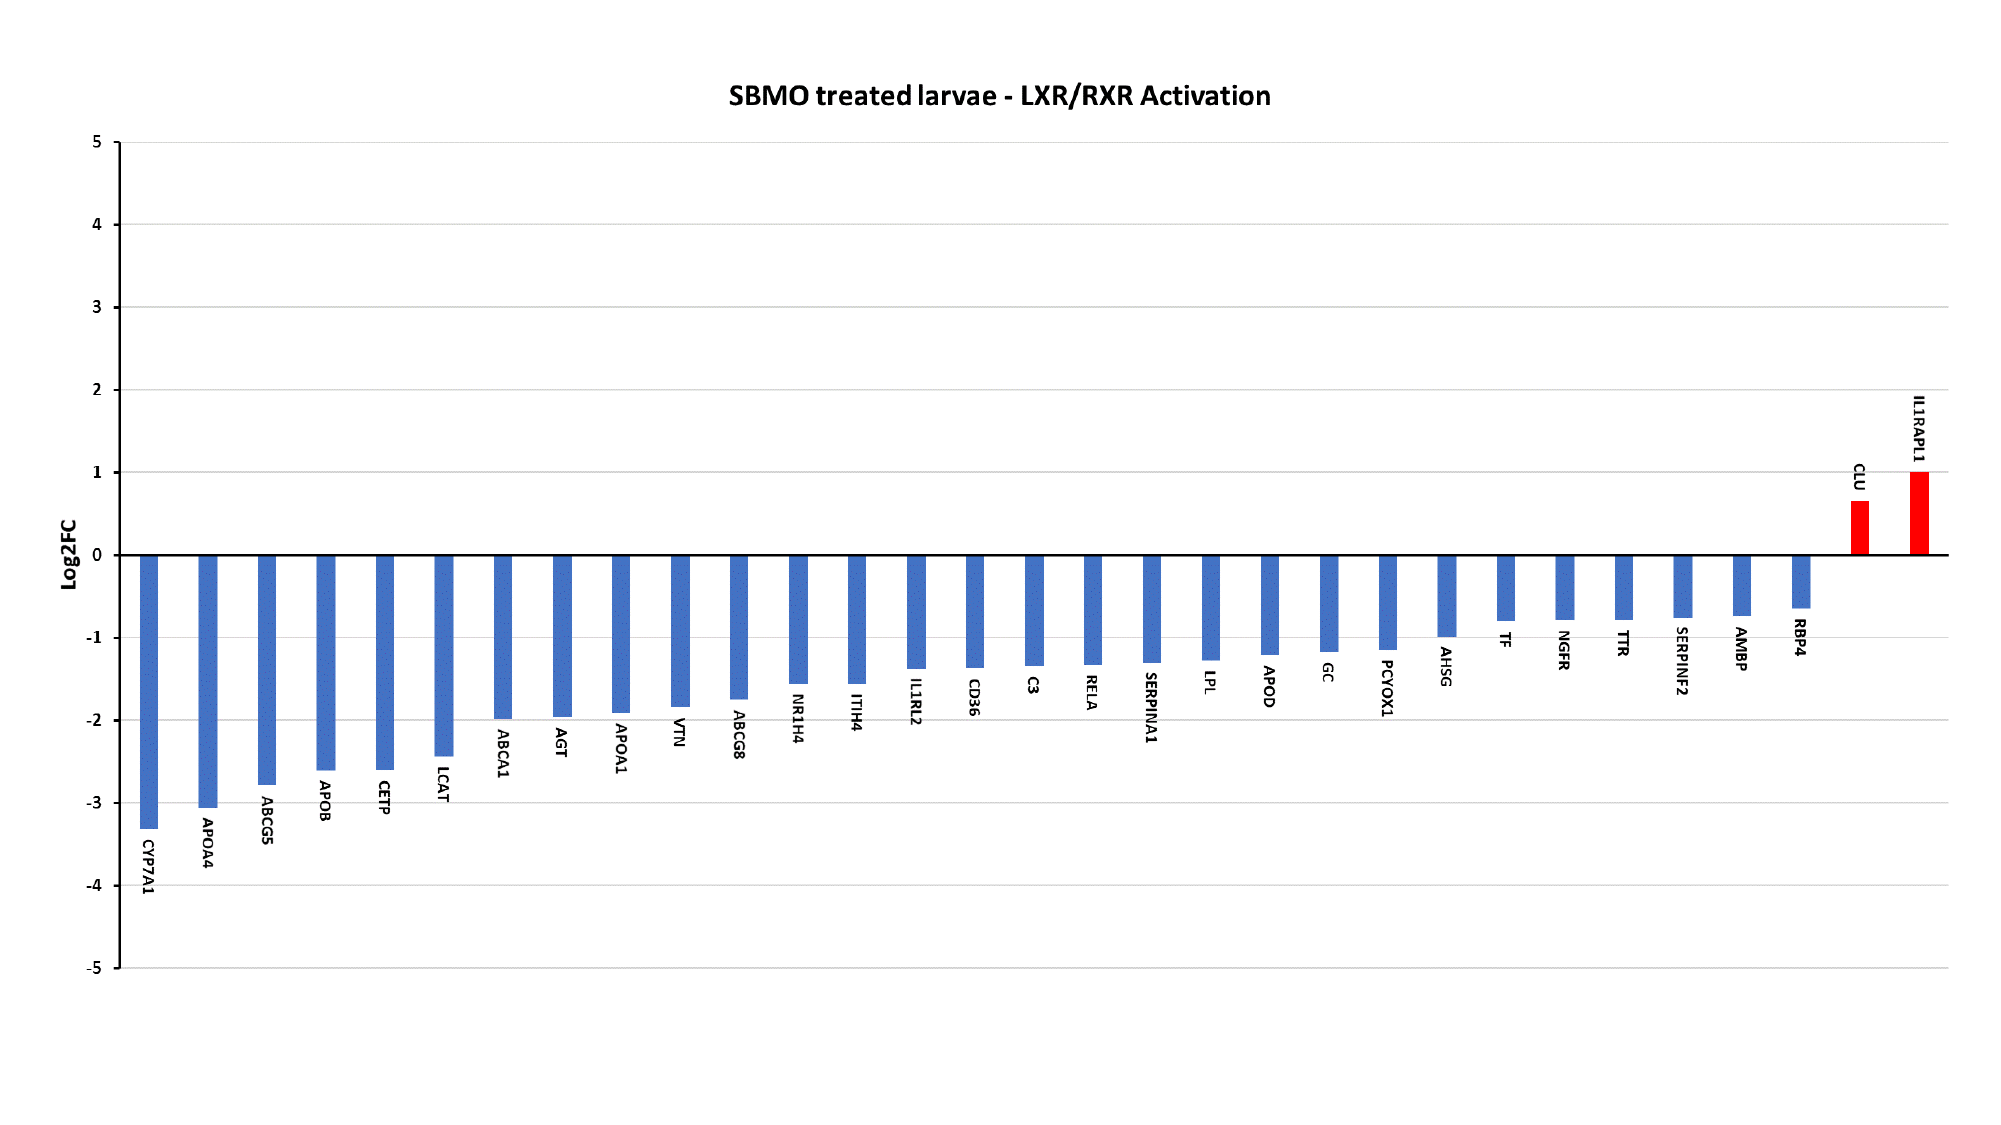

## Slide 13
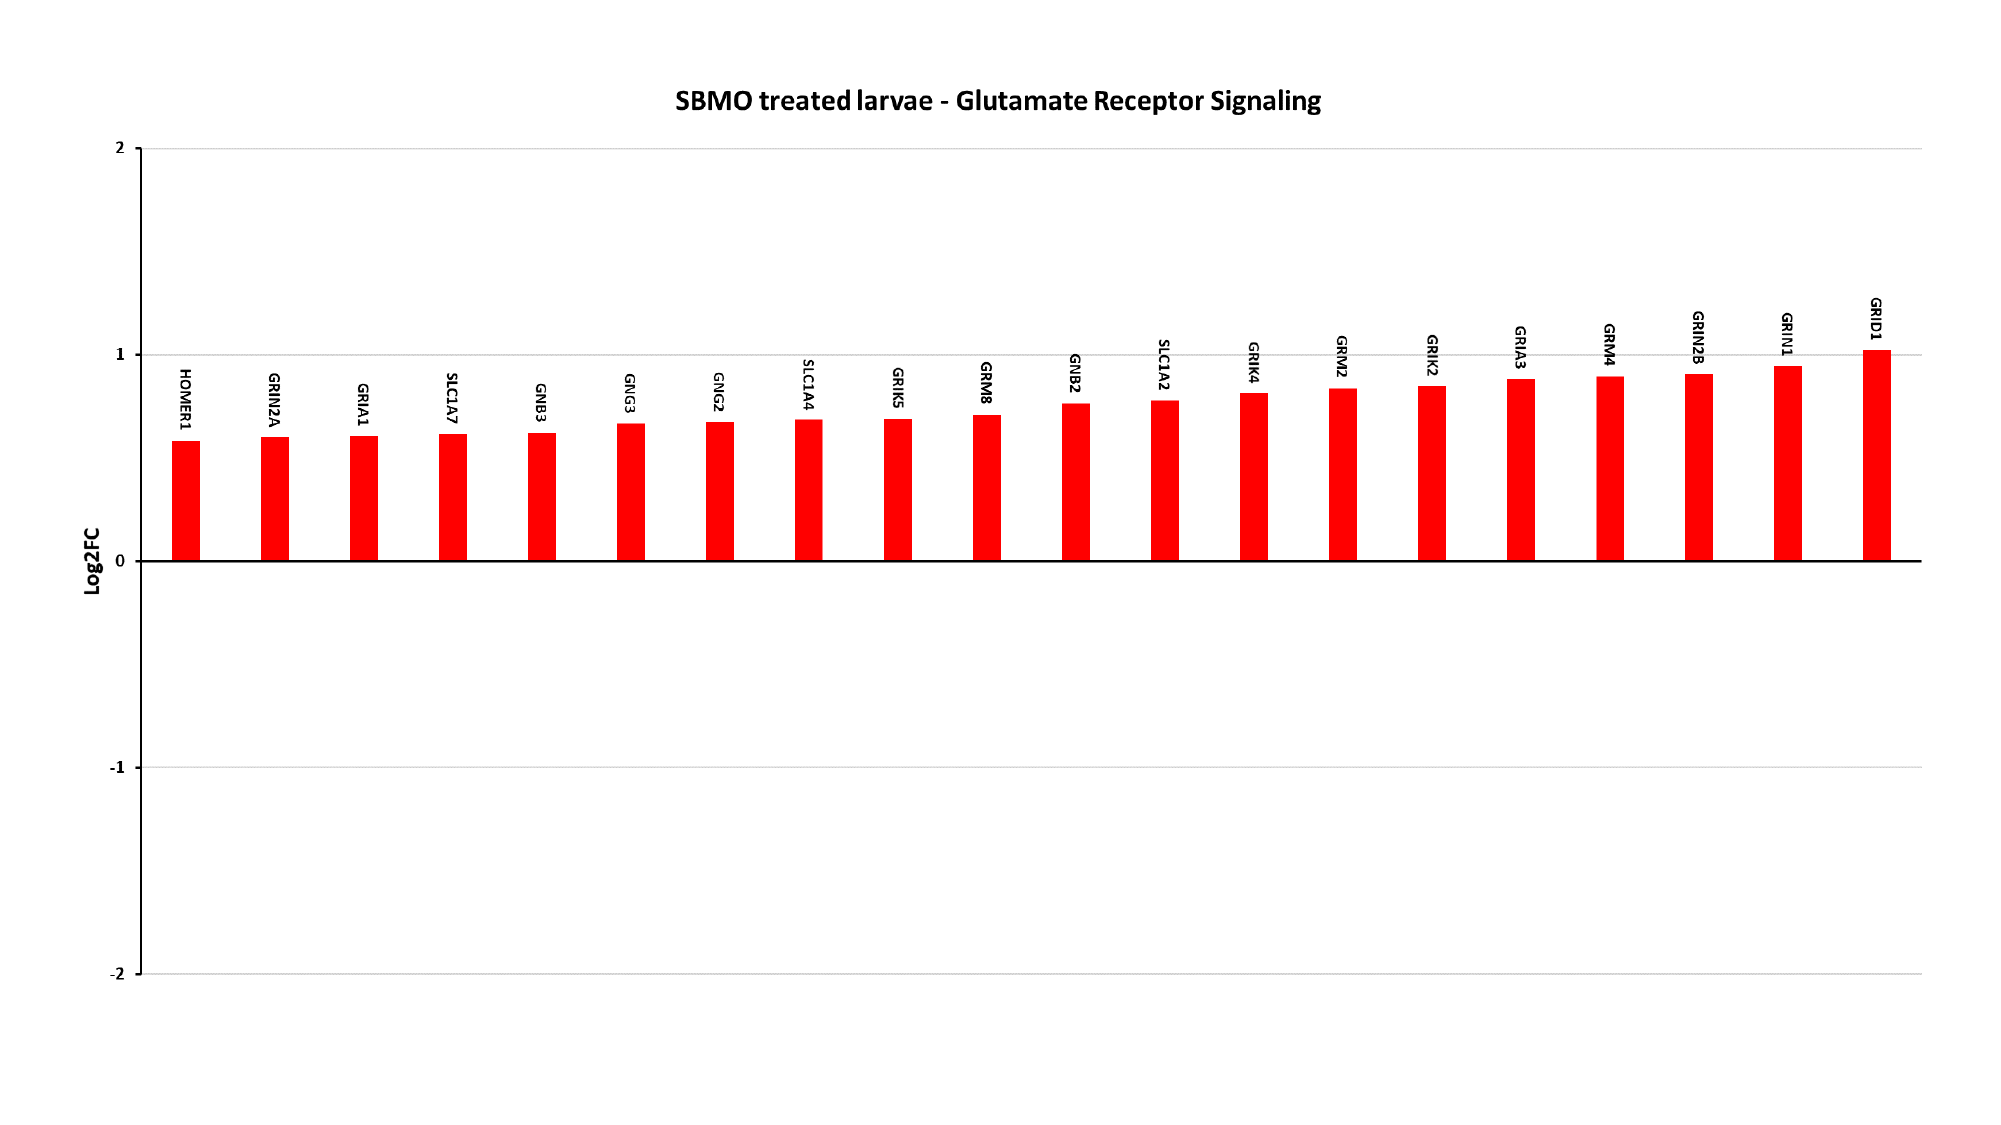

## Slide 14
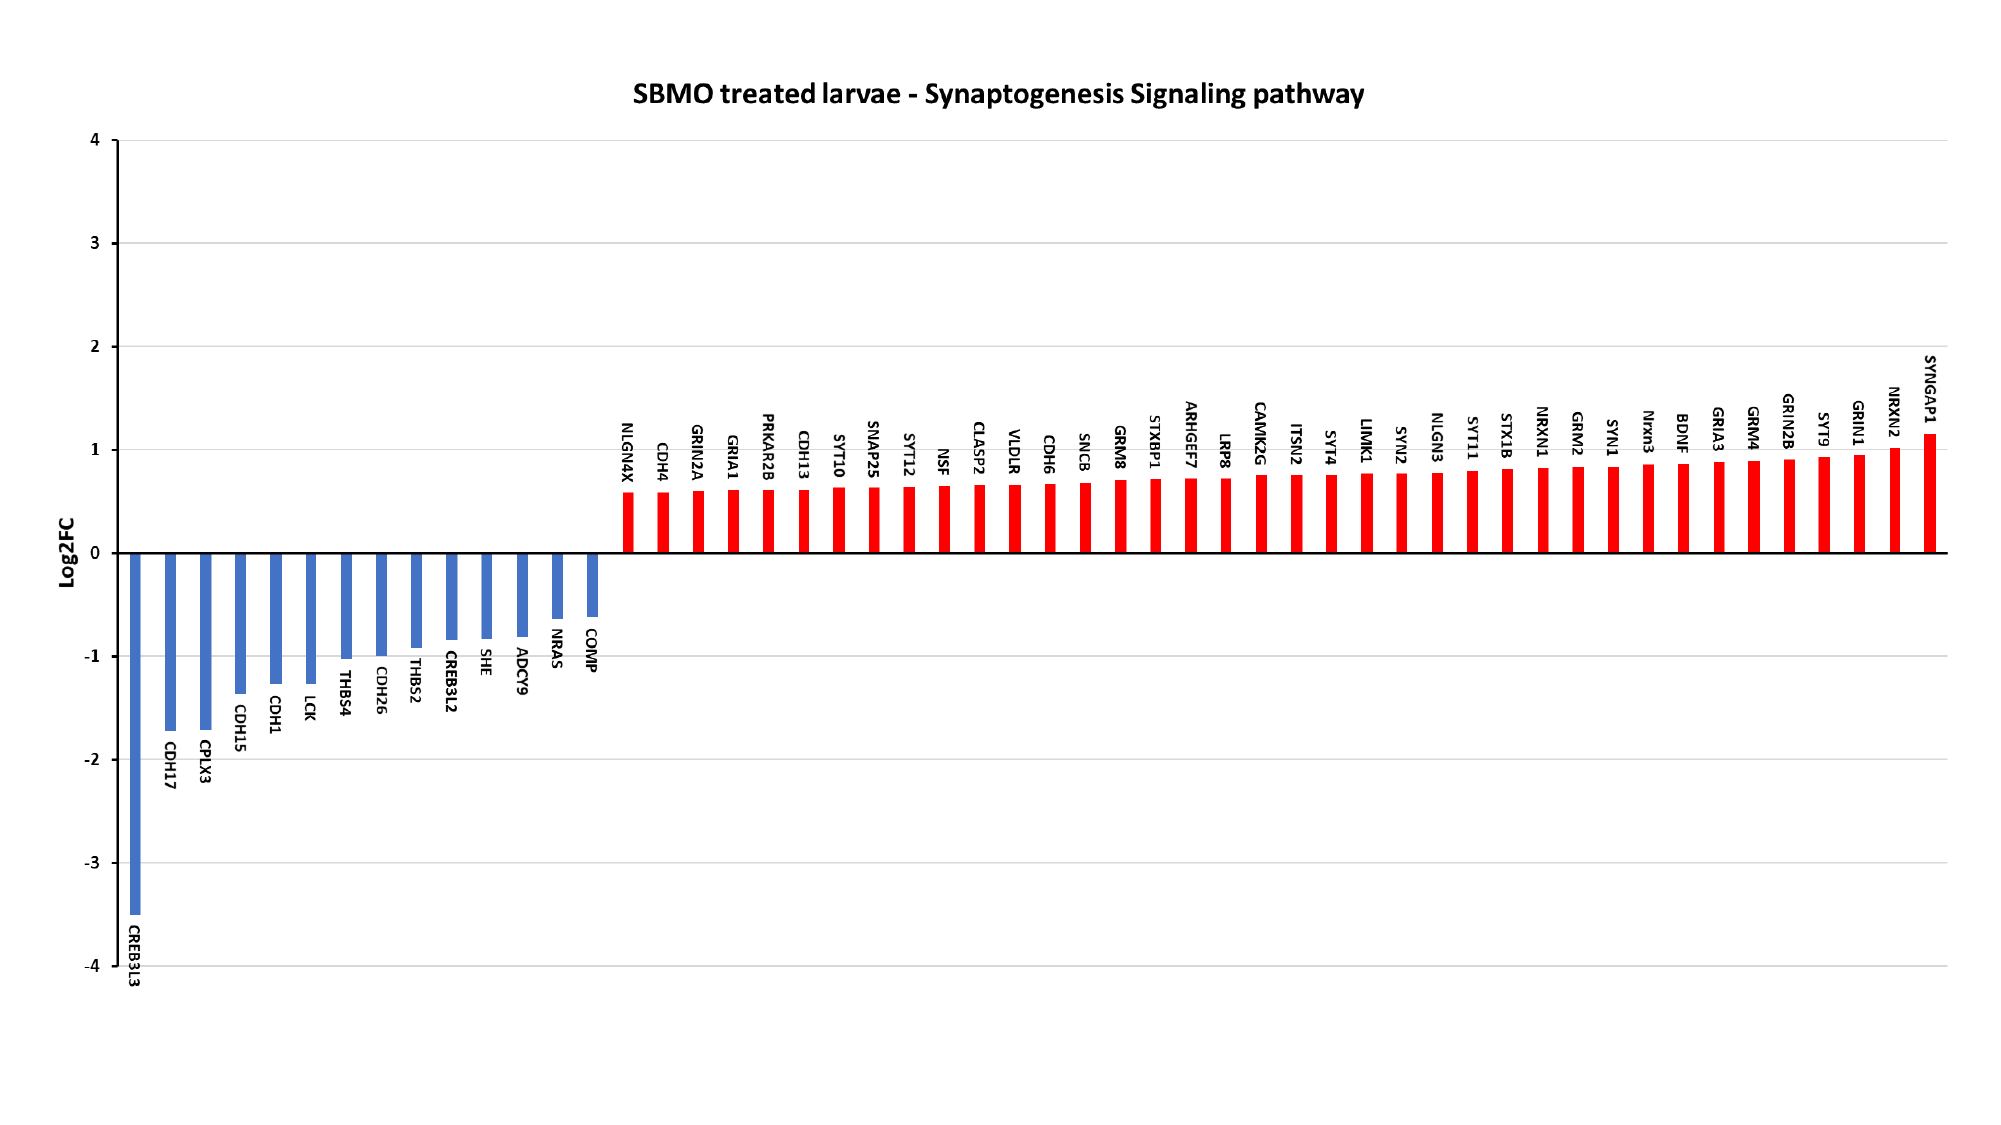

## Slide 15
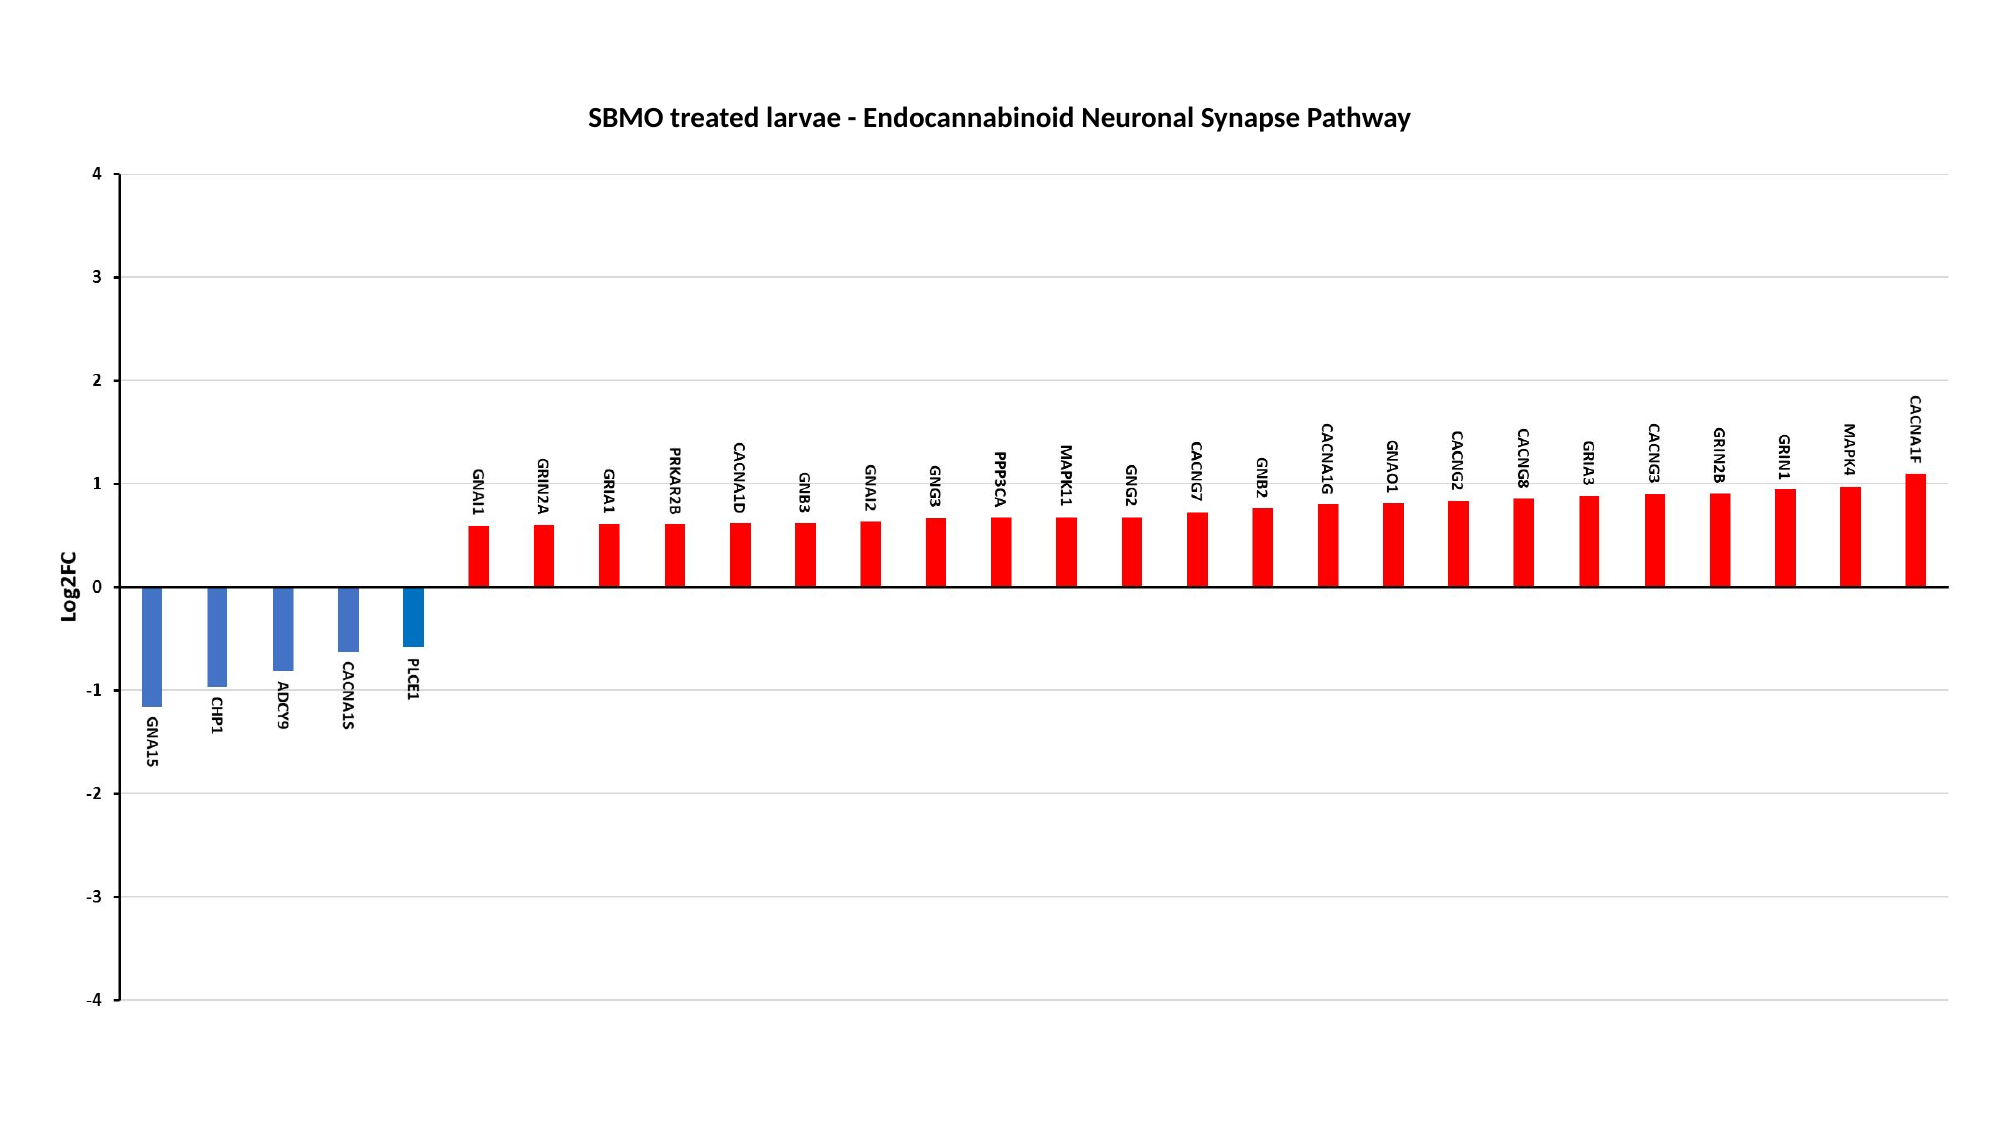

SBMO treated larvae - Endocannabinoid Neuronal Synapse Pathway

## Slide 16
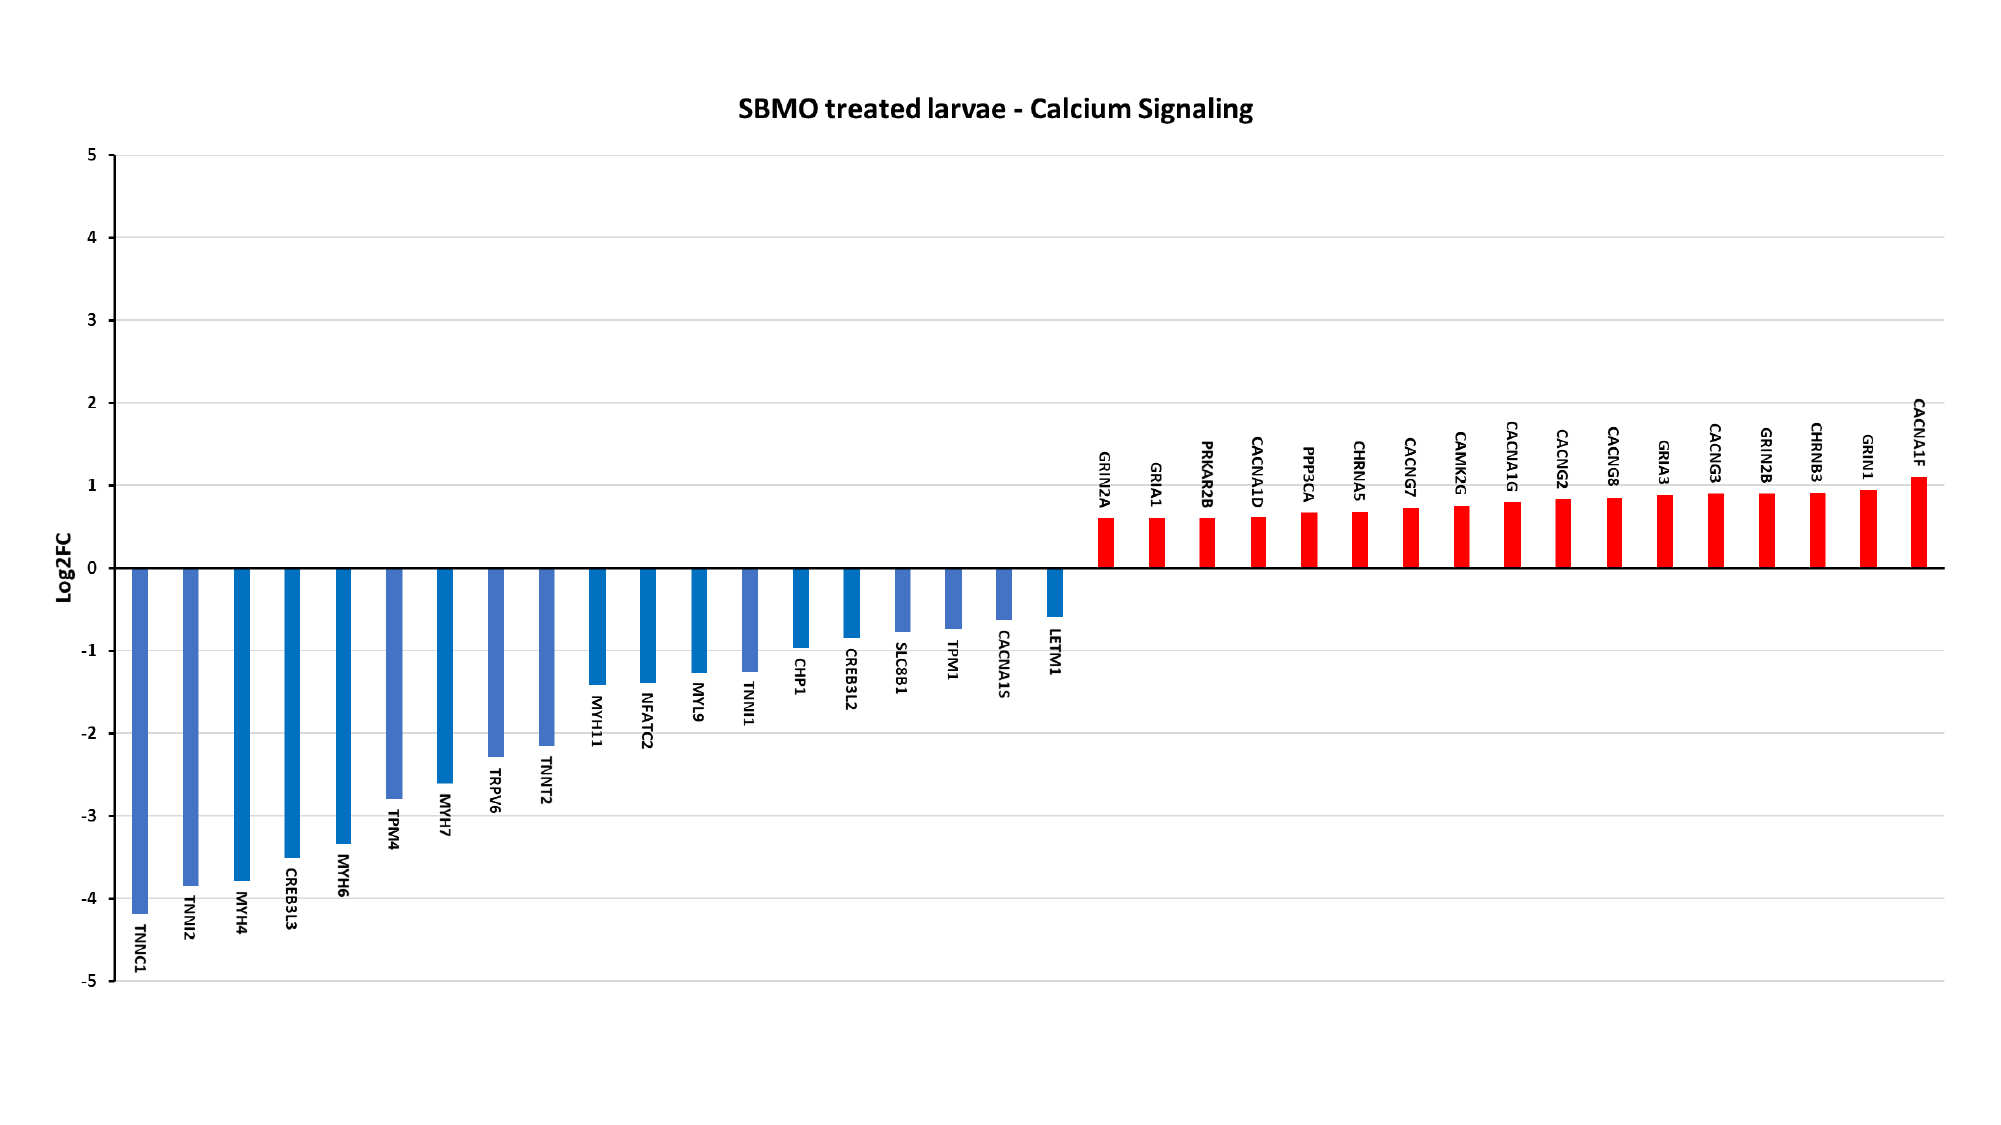

## Slide 17
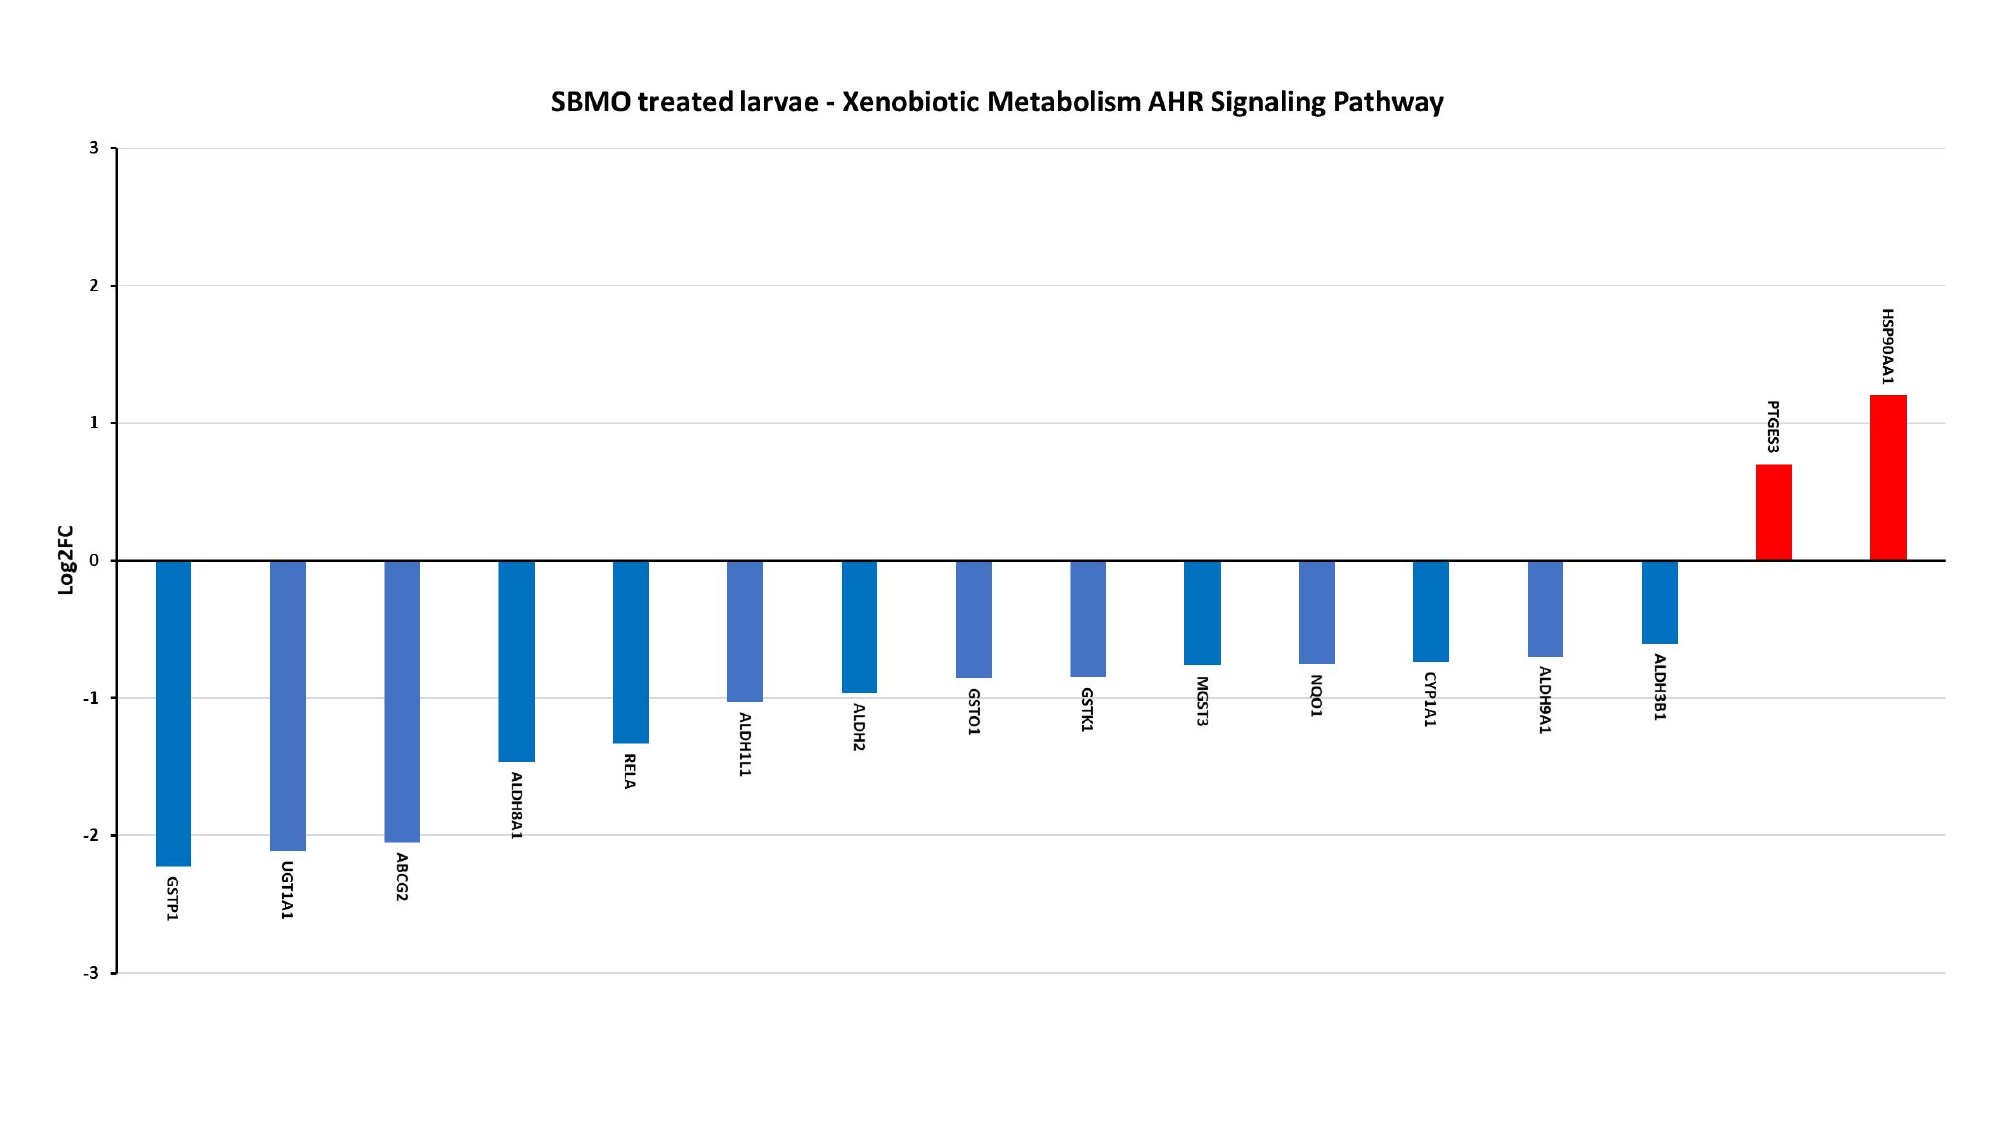

## Slide 18
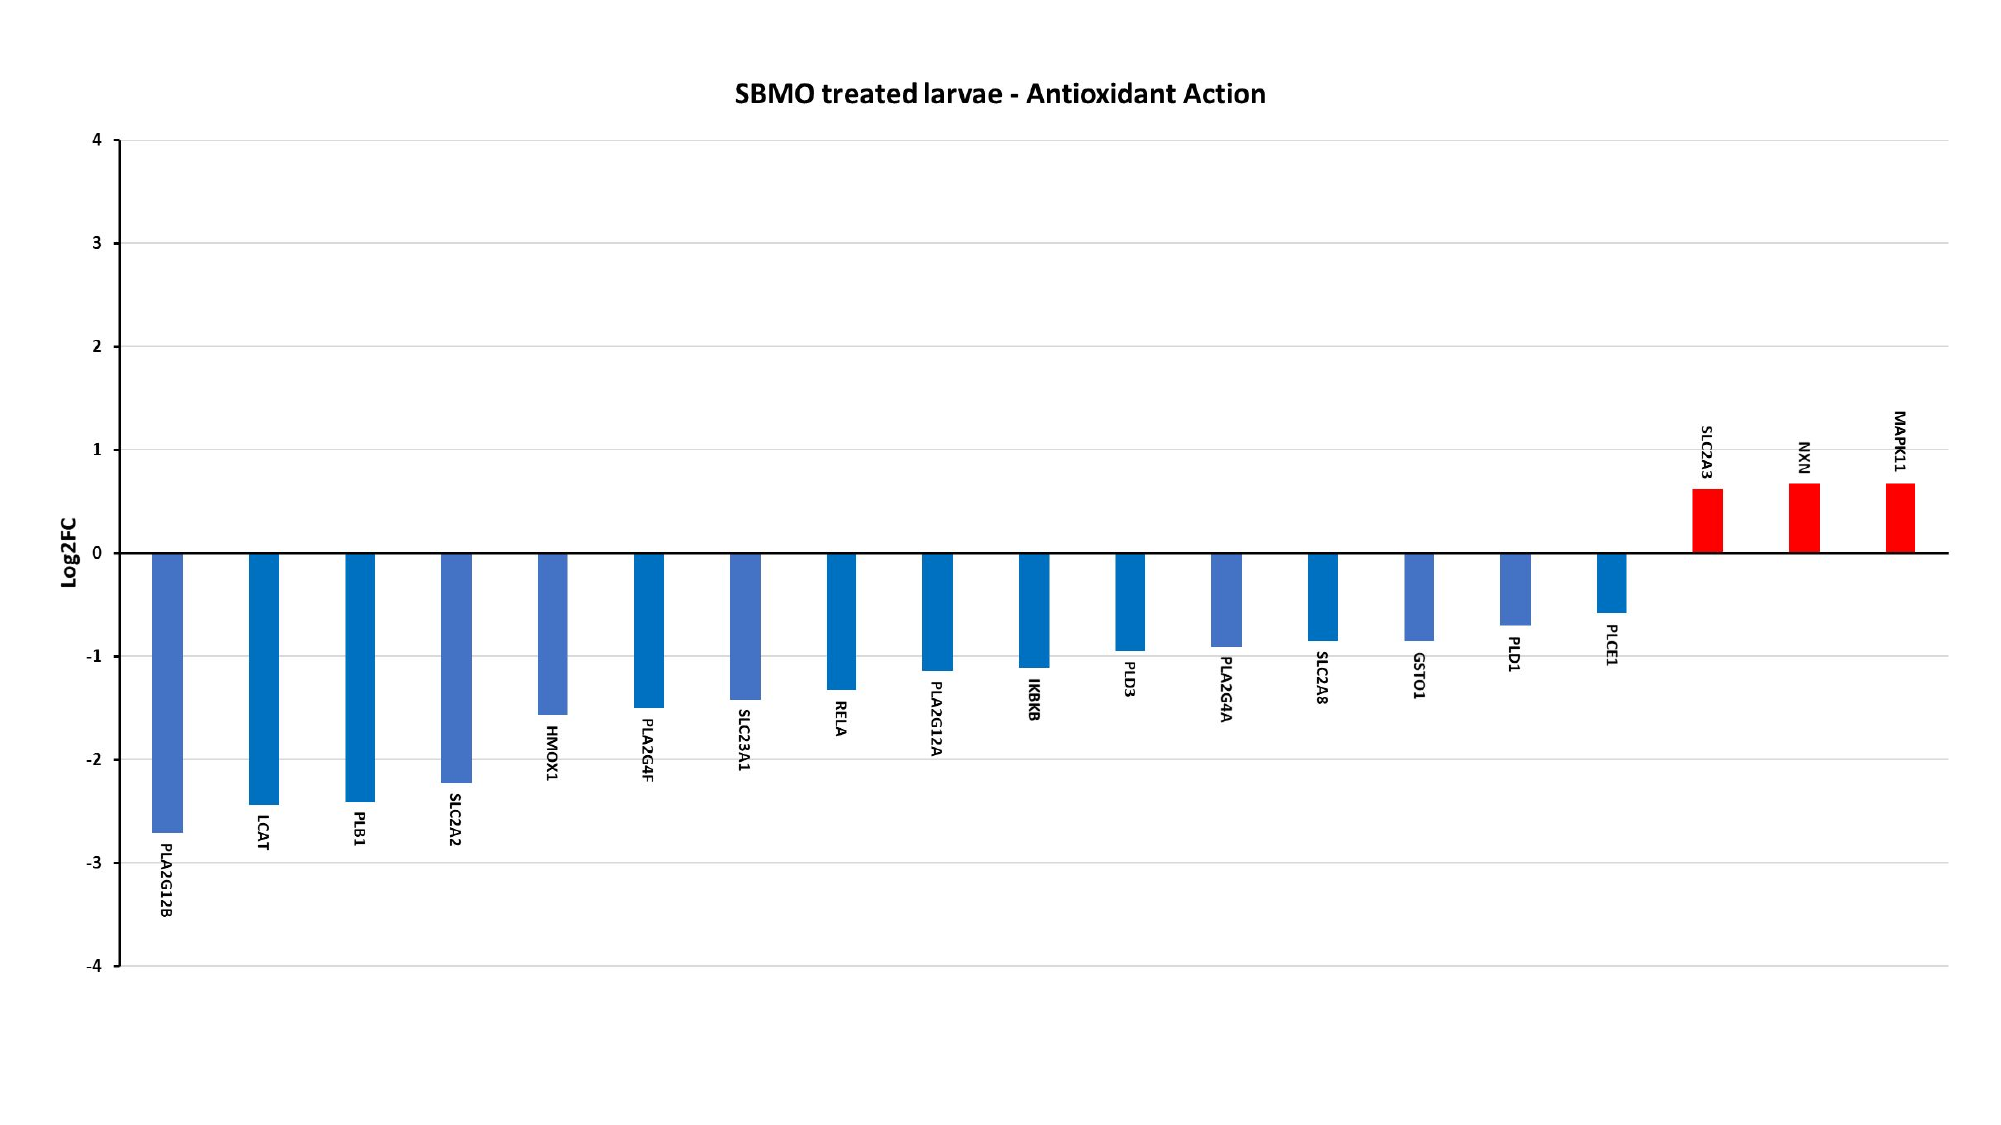

## Slide 19
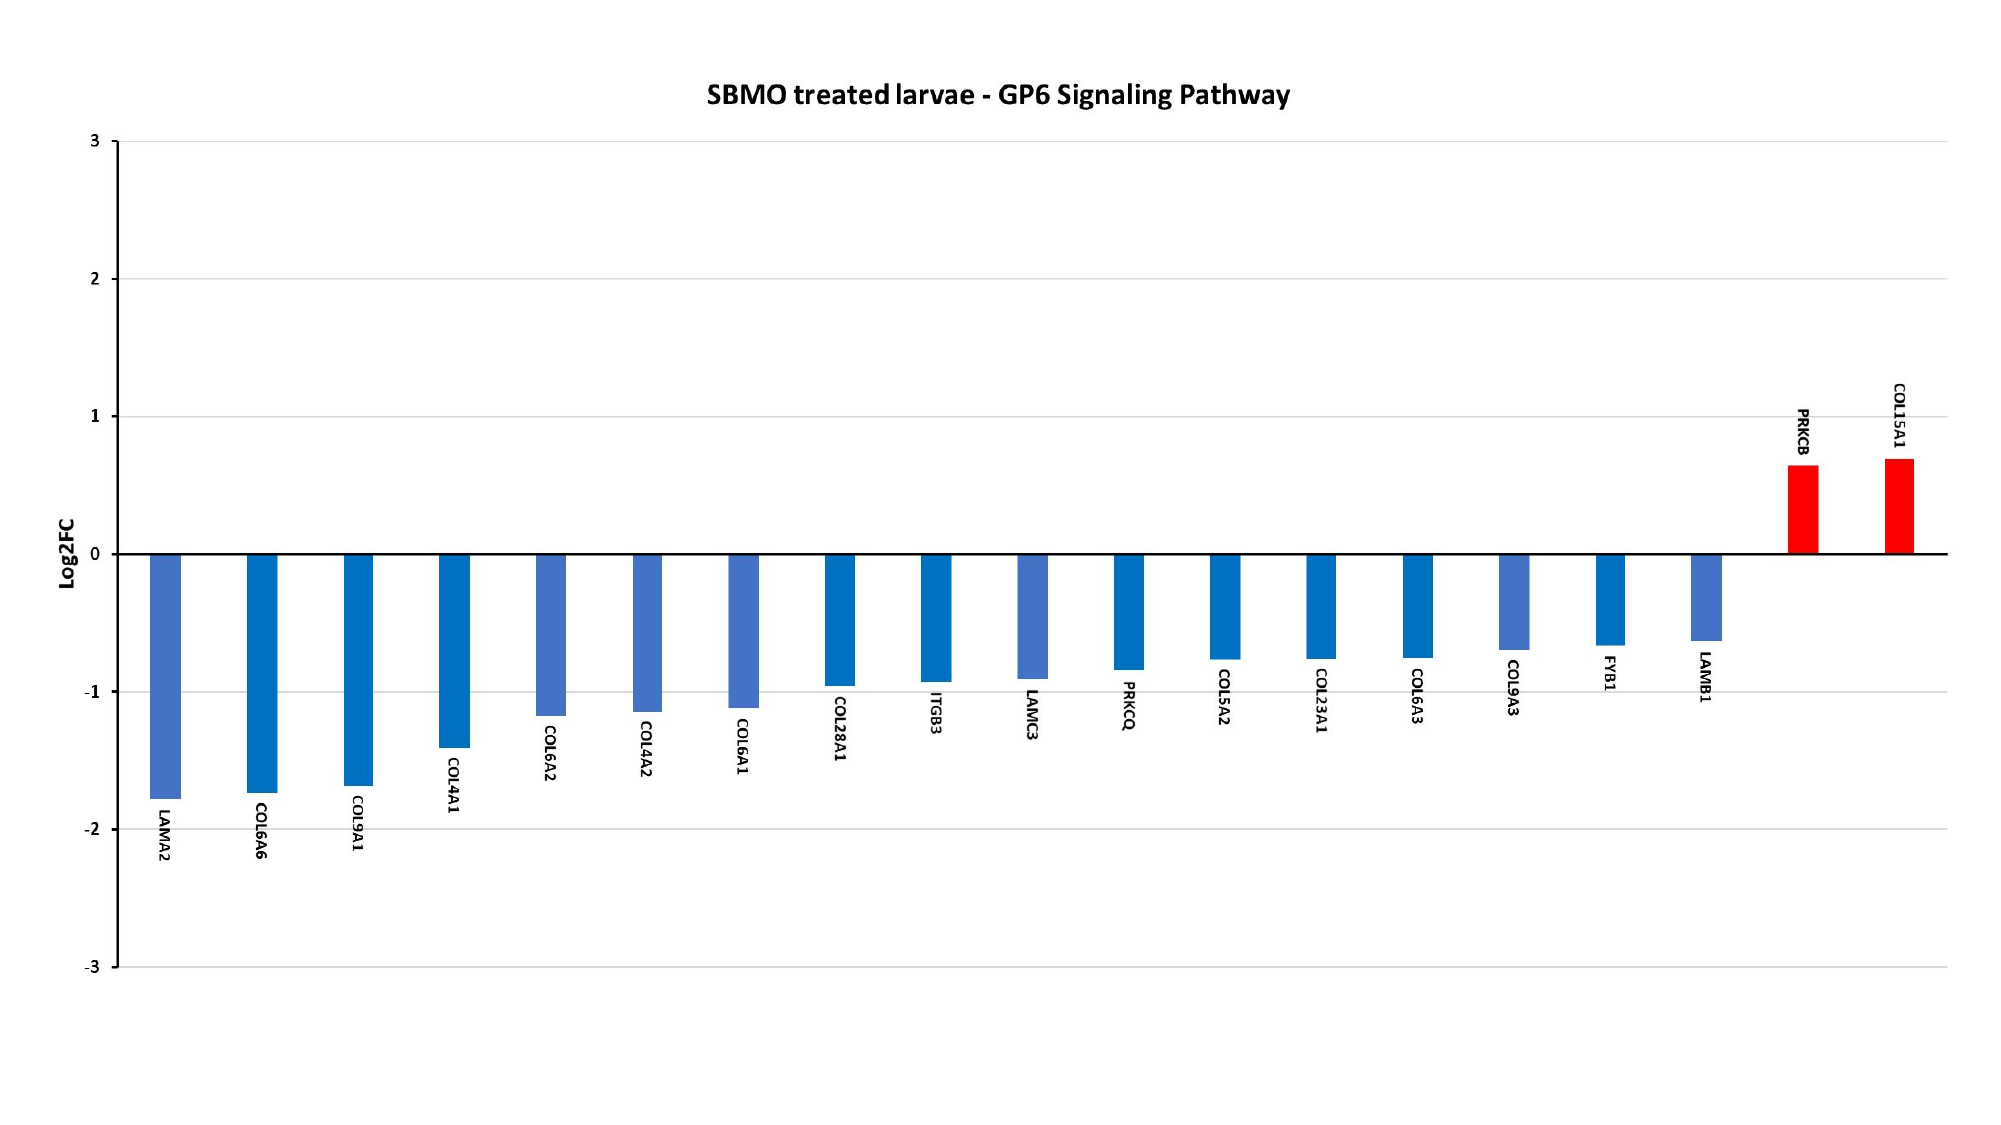

## Slide 20
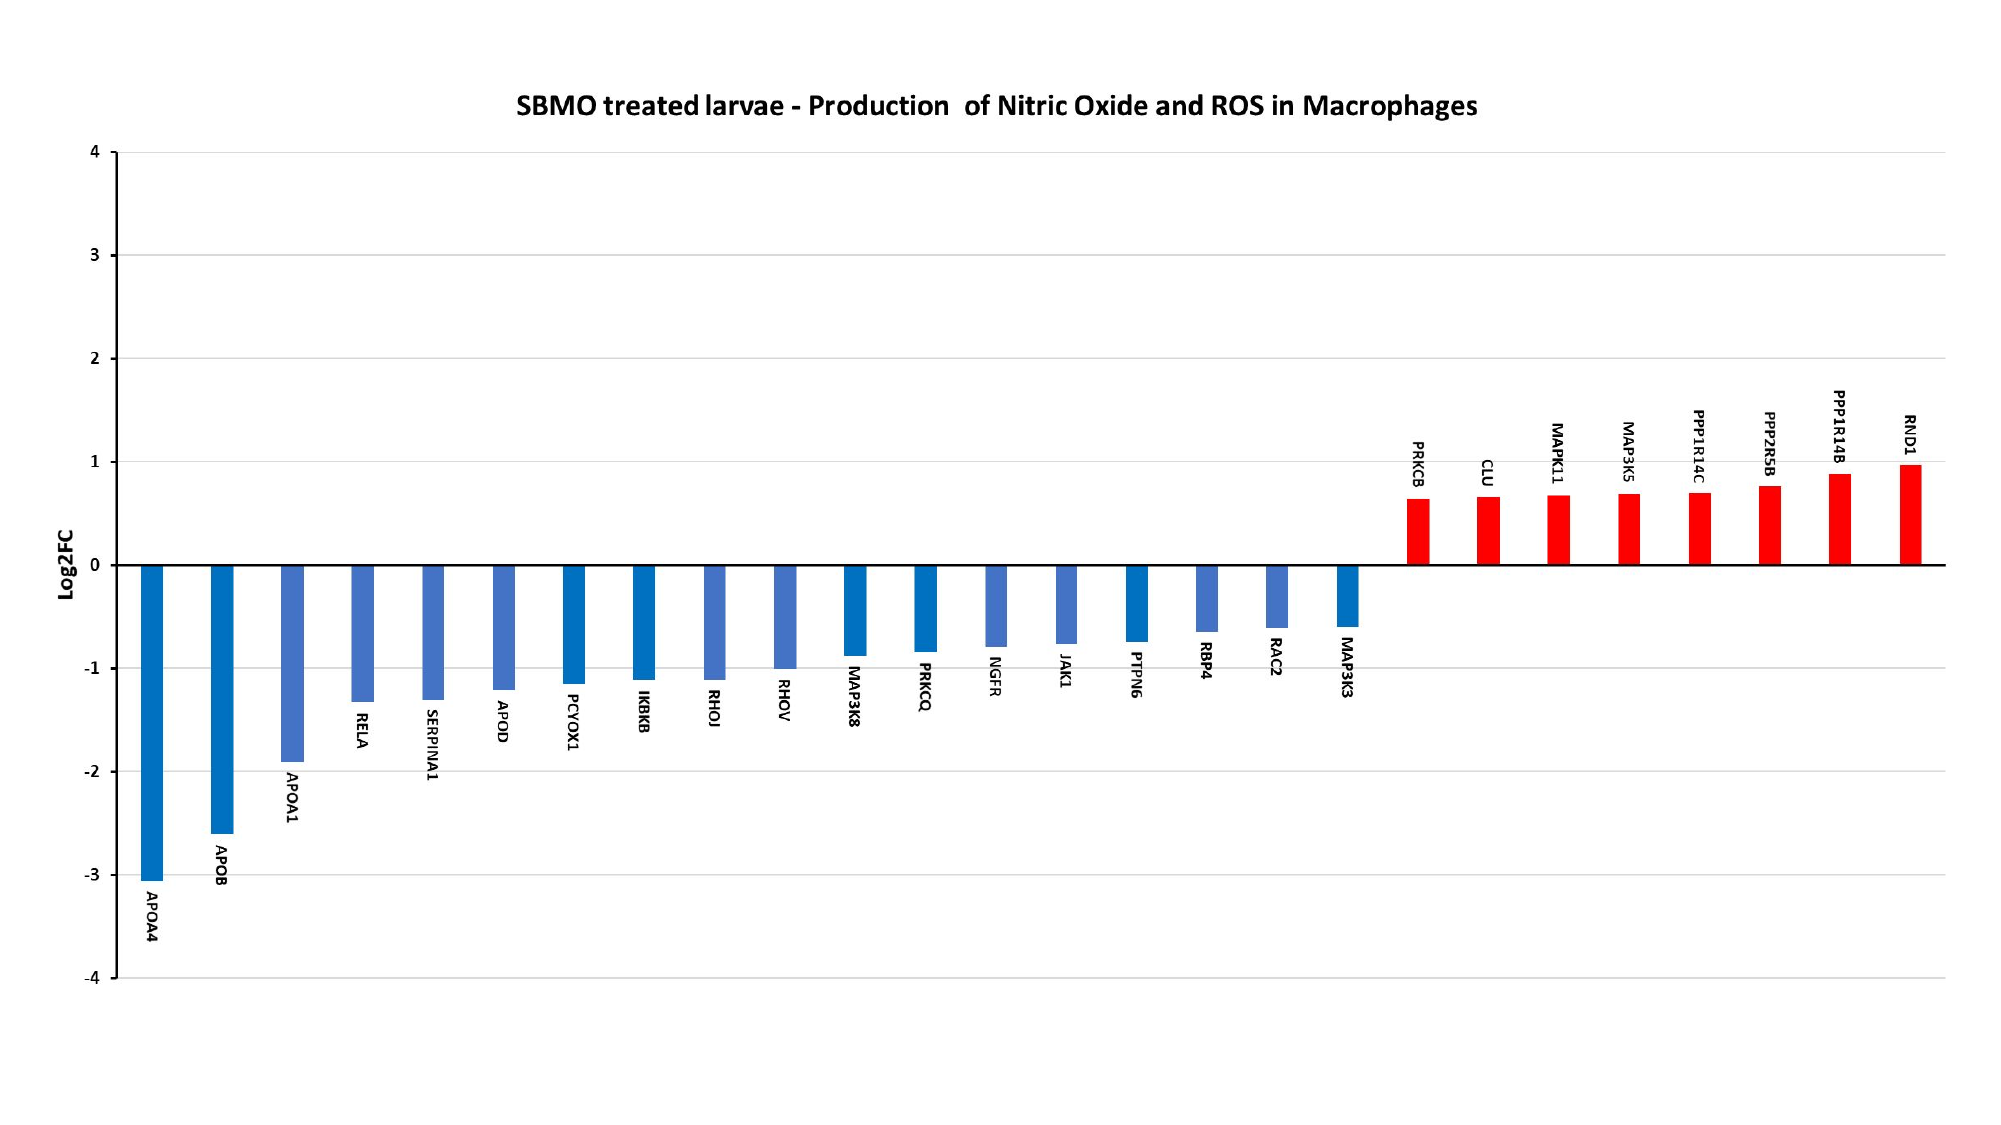

## Slide 21
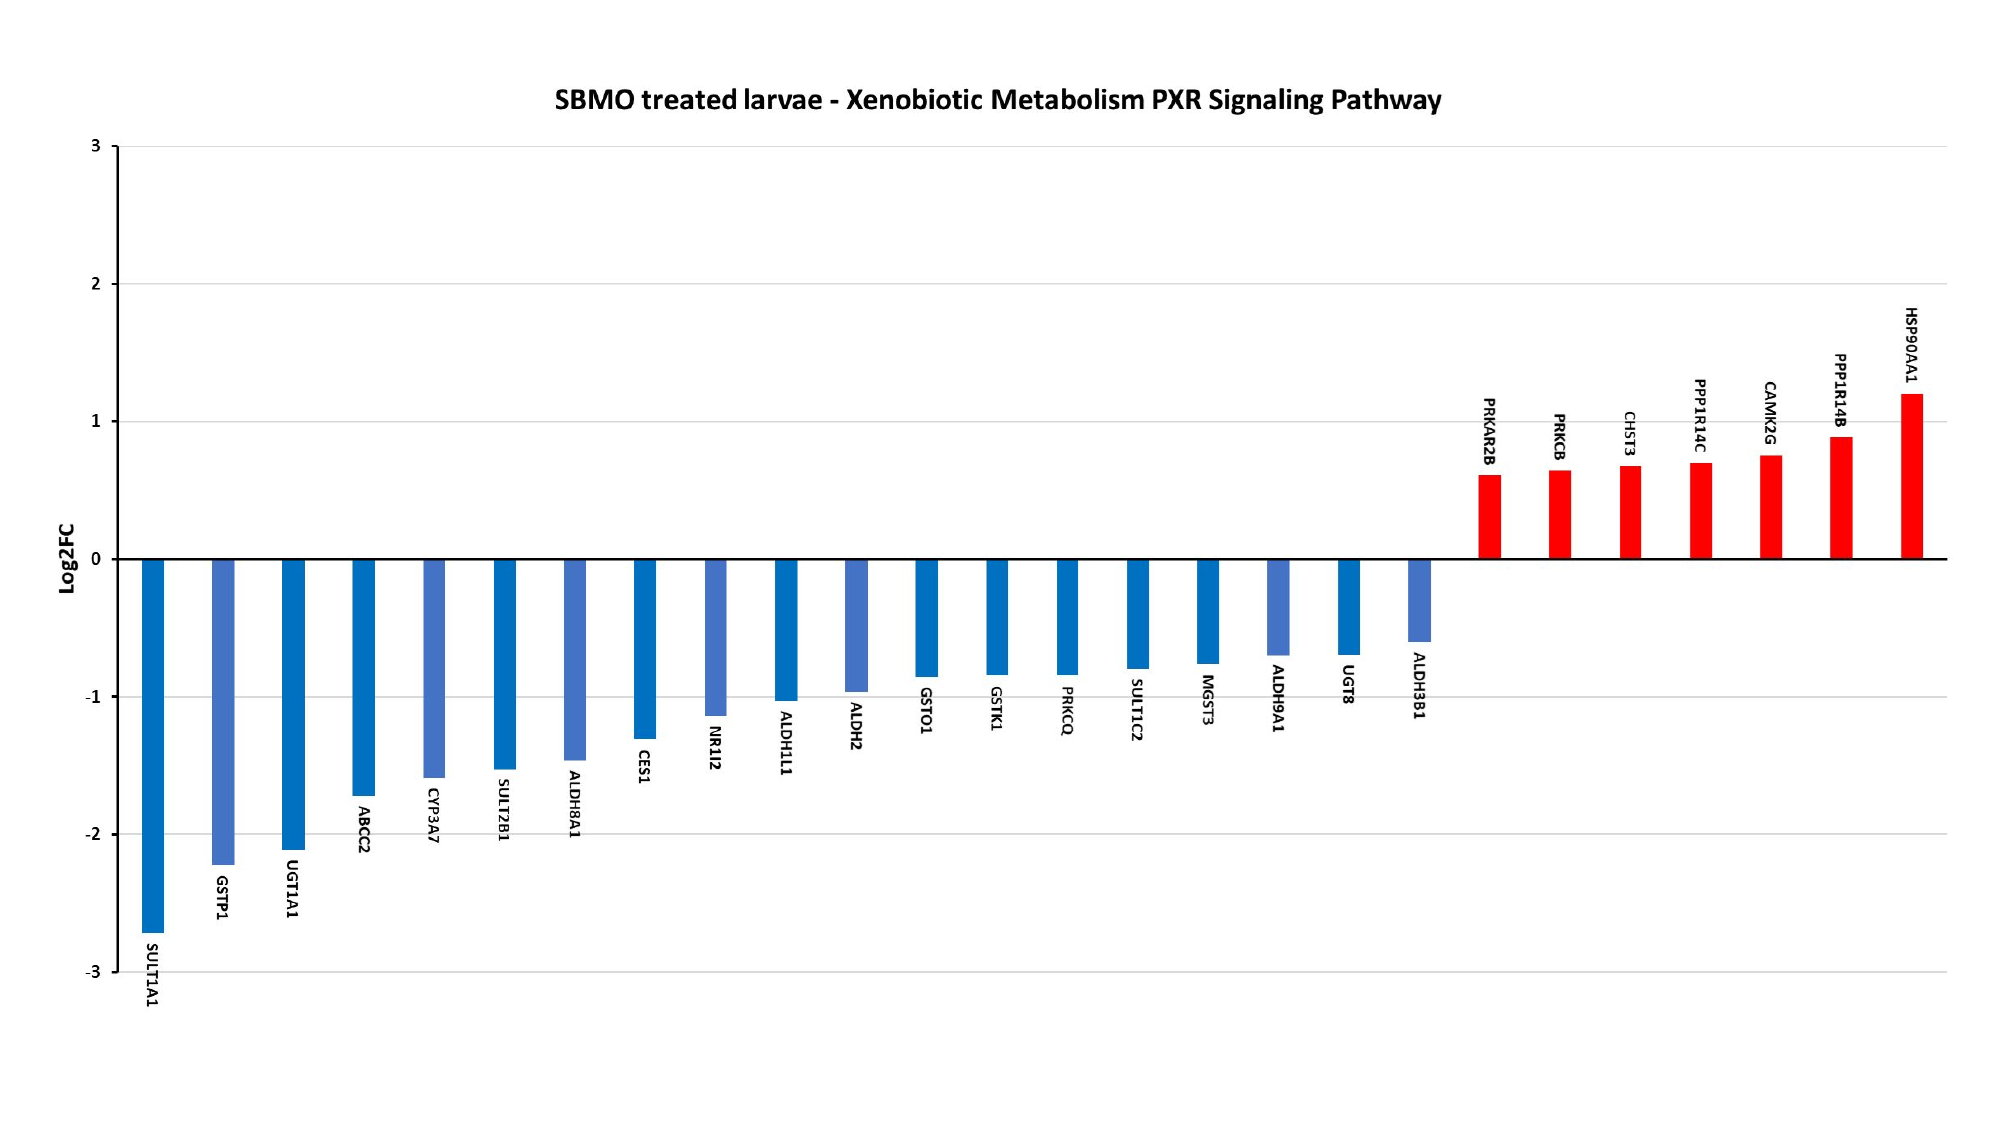

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

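RNA was sequenced from 9 pools of zebrafish larvae at 5 dpf, 3 non-microinjected (Ctrl), 3 microinjected with SHMOs and 3 with SBMOs, and each pool is a replicate. The authors trimmed the reads, aligned them to GRCz11 with STAR, and the values used here are the TPM values they deposited, which divide by gene length and library total and are given to 2 decimals. No further scaling between libraries was seen in them. Depth is taken from the paper's Table S4, since TPM keeps none. No reads, counts or genome of this build were used here.

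From the TPM values, 19051 genes with a mean of at least 1 TPM were tested, out of 27442 above 0 in any library. Each library was divided by its median ratio (R 4.3.3, limma 3.58.1, factors from 0.930 to 1.08), 0.1 was added and log2 taken. The 3 groups entered a single limma model (lmFit, contrasts and eBayes with a trend and without the robust option), with a prior of 4.14 degrees of freedom. The comparisons are SHMO against Ctrl, SBMO against Ctrl and SBMO against SHMO, adjusted by Benjamini-Hochberg within each. The 12 lists of genes were compiled by name, and camera used a correlation of 0.01. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Symbols from a table of Ensembl names matched 29201 genes. The neighbours of genes were looked up by symbol in the RefSeq annotation of GRCz12tu, a test that is void because too few genes matched.

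The model, filter, scaling, thresholds, the 12 lists and the alternatives were set before the data were examined, as was the rule for the genes named. The lists for the paper's categories were compiled after its tables and figures had been seen, so their tests are not independent of its calls. The lists of nerve cell, glia, photoreceptor, pancreas, liver, intestine, skin, erythrocyte, cartilage, mitosis, clock arm, sialic acid handling and heme degradation genes were compiled later, and values of the clock arm and heme degradation genes, and of some pancreas, liver, intestine, mitosis and sialic acid genes, had been seen by then. That rule takes, in each comparison, the 3 called genes with the largest rise and the 3 with the largest fall among genes whose groups lie apart and whose higher mean reaches 5 TPM. It adds up to 4 genes per list with the smallest adjusted p in the direction of the list and 1 called the other way, the labels of Fig. 6, and the genes of heme degradation and sialic acid handling. Values in the paper's tables had been seen when it was written. BAG2 was added outside the rule after its values were seen. The alternatives are other pseudocounts, filters and scalings, only the 2 groups in the model, a replicate block, other variance priors, other thresholds, other tests for lists and leaving out each pool. The set of pools as a term was added after the values were seen.

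The model was tested on simulated data for the 19051 genes with 200 changed. Over 10 draws it recovered 75.6% of them in SHMO against Ctrl, 76.7% in SBMO against Ctrl and 76.6% in SBMO against SHMO. Of the calls, 4.26%, 6.49% and 5.17% were on unchanged genes, and 0 were in the wrong direction. The shares recovered hold only for the sizes of change and the noise that were simulated. They do not give the sensitivity for real changes near the log2(FC) threshold. The test first used a single draw, and was changed to the mean of 10 after a higher share on unchanged genes was seen, with the model left as it was. In 20 draws with no changed gene at most 0, 0 and 1 genes were called. The criterion for the mitosis test was changed to a permutation test after its median was seen, with the same outcome, and for random switching the criterion was changed from the size of the next split to a binomial count after both had been seen, with a different outcome. The test of the share of the counts for the fall of digestive genes was replaced after its values were seen. The test of the treatment for the switched genes, which counted splits along a group, was found to be void and was replaced, after its values were seen, by whether the split parts pools of the same group. The replacement is met by the way these genes were selected, so it decides nothing either. Criteria for some of the other tests of causes were set after the data had been explored. The criterion for the set of pools in SHMO against Ctrl was met, and the cause was still left open because the term nearly coincides with that comparison.

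Survival, behaviour and the lists of the IPA suite were not analysed here, and Table S2 was at hand only in part.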

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

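The tests of clock genes against the time of day and the set of pools, of genes that switch between sets of pools against random switching, the treatment and a wrong label, of the share of the counts and of tissue shares among digestive genes and of the class of small RNAs, as well as the fit with the set of pools as a term, were chosen only after the result was seen.

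Splits of the pools cannot exclude chance as the source of the number of genes called. In each of the 3 comparisons 1 of the 10 splits of the 6 pools (the real 1) gave as many calls, a share of 0.1, which is the smallest that 3 pools against 3 allow, and the next split called 2 genes for SHMO, 1 for SBMO and 1 for SBMO against SHMO. In 20 simulated draws with no changed gene the model called at most 0 genes for SHMO, 0 for SBMO and 1 for SBMO against SHMO. Random noise as simulated is argued against as the source, but these draws do not test how the pools were grouped. As many lists of genes were past the threshold in 2 of the 10 splits for SHMO, in 4 for SBMO and in 2 for SBMO against SHMO, so chance cannot be excluded there either.

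Cholesterol biosynthesis genes differ between the treatments. Their median log2(FC) was -1.17 in SBMO against SHMO, and the difference itself was tested. It was -1.25 without further scaling, -1.11 with quantile normalization and -1.46 with the set of pools as a term, and camera kept it past the threshold under each, but not with the correlation between genes estimated from the data. The median deviation was 1.02 in SHMO replicate 1 and 0.40 in the other two. A biological difference between the oligosaccharides stays open, and the hour of collection was not tested as a cause. The genes of the cytosolic chaperone list were at -0.44 in the same test, -0.53 without further scaling, -0.52 with quantile normalization and -0.43 with the set of pools as a term, and they too were not past the threshold with the estimated correlation. Depth, gene length and shared reads were not tested for either list.

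Genes of the circadian clock, which the paper does not report for these libraries, changed with SHMOs. Of 43 tested, 26 were called in SHMO against Ctrl (60.5%, against 8.9% of all genes), 15 higher and 11 lower. In SBMO against SHMO 26 were called too, and in SBMO against Ctrl 6. The scaling is argued against, since 27 were called with quantile normalization and 26 without further scaling. For depth, the deepest SHMO library differed from the shallow ones by 0.145 log2 units (median over the called genes) where SHMO differed from Ctrl by 2.16. Called genes are selected for SHMO pools that lie close together, so this alone cannot exclude depth. Over all 21 genes of the day arm of the clock, the median deviation was 0.758, 0.827 and 0.815 in SHMO replicates 1, 2 and 3. It was -0.409, -0.491 and -0.637 in the Ctrl replicates, which argues against depth for that arm. The set of pools that shares switched genes is argued against because SBMO replicates 2 and 3 lay toward SHMO with SBMO replicate 1 outside in 1 gene, although with that set as a term 10 of the 43 were called. The time of day stays open. The day arm of the clock rose by 1.03 and the night arm fell by 1.57, a difference of 2.60, which is what larvae collected at another hour may show and what a treatment that shifts the clock could show too. The hours at which the pools were collected are not given in the sources used here, so these cannot be told apart. An hour that set the SHMO pools apart would enter both comparisons with SHMO, and its bearing on other genes was not tested.

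A set of 46 genes was on in 1 set of pools and off in another, with a gap of at least 2 log2 units and at least 3 TPM. The sets are Ctrl replicates 1 to 3 with SBMO replicate 1, against SHMO replicates 1 to 3 with SBMO replicates 2 and 3. The paper does not report it. Of the 46 genes, 37 were called here in SHMO against Ctrl, while 0 are in the paper's Table S1 and 1 is in its Table S3. A Ctrl pool under the name of SBMO replicate 1 is argued against, since its digestive and liver genes were at -1.65 where the Ctrl pools were between 0.892 and 1.50. Switching of each gene on its own is argued against, since 111 genes over the 126 splits of 4 against 5 pools would give 0.881 per split. Genes that switch together stay open, and the next such split held 27. The treatment alone cannot be tested with these genes, and no conclusion is drawn on it. The 46 genes were picked by a split that parts SBMO replicate 1 from SBMO replicates 2 and 3. That this pool lay apart in all 46 is given by the selection, and it rests on 1 pool. Only their number is informative, 46 where switching of each gene on its own gives 0.881. A dose that differed between pools was not tested and stays open. Variants shared within a family or strain stay open too. With 4 genes near another of them within 20 genes, against a median of 0 for random genes (largest 8, permutation p = 0.06), the test is void because only 26 of the 46 genes (56.5%) could be placed by symbol on the GRCz12tu annotation. Parents of the pools are not given in the sources used here. With the set of pools as a term, 130 of the 1695 SHMO calls stay called (7.67%), fewer than the tenth written down before that fit as the mark of this cause. Over the 1695 genes the log2(FC) kept its size (median ratio 0.945), while 30 of them changed sign. The term nearly coincides with SHMO against Ctrl (median standard error 0.212 without it and 0.363 with it), so the loss could come from that overlap alone, and the set and the treatment cannot be told apart in this comparison. In SBMO against Ctrl 977 of 3772 stay (25.9%), and in SBMO against SHMO 429 of 871 (49.3%), so the set of pools is argued against as the whole cause there.

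Digestive tract and liver genes fell in SBMO against Ctrl, with a median log2(FC) of -2.86, outside the genes the paper discusses. A few genes taking most of the counts is argued against. They would lower all other genes alike, and without further scaling the median of all 19051 genes was 0.0360 (quartiles -0.386 and 0.375). A smaller share of digestive tissue as a whole is argued against, since pancreas genes fell by 4.91, intestine genes by 2.70 and liver genes by 1.35. The difference of -3.56 between pancreas and liver has a two-sided permutation p of 1e-05 over genes, the smallest that 1e+05 resamples allow, and genes are not independent. A change that differs between these organs stays open, as does a biological effect of SBMOs. In SHMO larvae the median log2(FC) against Ctrl was -4.21 for pancreas genes, -0.15 for liver genes and -0.58 for intestine genes. The median deviation of the pancreas genes from their mean over all pools was 1.45 in SHMO replicate 1. It was -2.1 and -2.4 in SHMO replicates 2 and 3. The Ctrl replicates were at 2.36, 3.18 and 3.57, so SHMO replicate 1 lay below each of them.

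Small RNA genes were highest in Ctrl replicate 2. Of 92 such genes 52 (56.5%, where chance gives 11.1%) had their highest TPM there, with a median of 22.7 against 1.1 to 4.43 in the other pools. This is consistent with a less complete selection of poly(A) RNA in that library, which bears on the calls of U1 and rnu4atacb, both highest in that pool. No biological explanation was tested.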

How the results depend on the processing

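The term for the set of pools, described with the genes that switch between sets of pools, was chosen only after the result was seen. The others were chosen in advance.

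The number of genes called in SHMO larvae against Ctrl was 1695, and it stayed within 1.5 times under 9 of 18 settings chosen in advance. It was 1032 among genes with a mean of at least 5 TPM and 147 with limma's treat, and it ranged from 417 (without SHMO replicate 3) to 2597 (without SHMO replicate 1) with 1 pool left out. For SBMO larvae the count of 3772 stayed within 1.5 times under 13 of 18, and was 2299 at 5 TPM, 236 with treat and between 1031 (without SBMO replicate 2) and 3562 (without SBMO replicate 3) with 1 pool left out. Between the treatments the count of 871 did so under 12 of 18, and was 115 with only the 2 groups in the model, 67 with treat and between 189 (without SBMO replicate 2) and 1279 (without SBMO replicate 3). The 891 genes called in both treatments became 523 at 5 TPM and ranged from 225 (without SHMO replicate 3) to 1710 (without SHMO replicate 1). The overlap of 743 genes with Table S1 ranged from 169 (without SHMO replicate 3) to 840 (without SHMO replicate 1), and that of 423 with Table S3 from 81 (without SBMO replicate 2) to 519 (without SBMO replicate 3), with 47 when only the 2 groups were in the model. Fewer genes are tested at 5 TPM (11711), and fewer pools enter the other settings named here apart from treat, which tests against a log2 change of 0.58 in place of 0. The cause of the remaining differences was not tested.

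Replicate numbers were tried as a block. Pools of the same number in different groups had correlations of -0.260 to 0.152 after removing the group means, and 3 of 9 were over 0.1, so the numbers are not taken to pair the pools. With the block, 1111 genes were called in SHMO larvae, 565 in both treatments, and 489 of Table S1, and hmox2b was not called with SBMOs (adjusted p = 0.0662, limma with Benjamini-Hochberg adjustment). The cause was not tested.

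With the set of pools as a term, 224 genes were called in SHMO larvae, 1379 in SBMO larvae and 567 between the treatments, 146 in both, 66 of Table S1 and 242 of Table S3. The median standard error rose from 0.212 to 0.363 in SHMO against Ctrl, which the term nearly coincides with. The cholesterol list in SBMO larvae was at -0.0605, the muscle list between the treatments at -0.0812 and the synaptic list at 0.12, no longer past the threshold. Lists that stayed past it moved as well. In SHMO larvae the cholesterol list was at 1.23, the muscle list at -0.66 and the digestive markers at -1.45, in SBMO larvae the muscle list at -0.72, and between the treatments the digestive markers at -0.600. The clock list, which was past it in no comparison, changed sign to -0.10 in SHMO larvae, -0.12 in SBMO larvae and 0.0725 between them.

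For the lists of genes the choice of test mattered most. The medians do not depend on it, but with the correlation estimated from the data none of the 30 list results that camera had past the threshold stayed past it. In SHMO larvae these were replication 0.61, cholesterol 0.65, unfolded protein response 0.43, chaperones 0.45, redox -0.31, lipid transport -0.91, glutamate receptors 0.44, synaptic proteins 0.46, muscle -0.25 and digestive markers -0.81. In SBMO larvae they were replication 0.22, cholesterol -0.30, redox -0.68, lipid transport -1.47, glutamate receptors 0.81, synaptic proteins 0.58, calcium channels 0.50, muscle -0.41 and digestive markers -2.86. Between the treatments they were replication -0.33, cholesterol -1.17, unfolded protein response -0.33, chaperones -0.44, redox -0.26, lipid transport -0.73, glutamate receptors 0.30, synaptic proteins 0.16, calcium channels 0.16, muscle -0.25 and digestive markers -1.01. Under fry 22 of them were lost, that is all but replication, unfolded protein response and chaperones in SHMO larvae, redox, lipid transport and digestive markers in SBMO larvae and cholesterol and chaperones between the treatments. That fry and the estimated correlation allow for genes that move together lies in their construction.

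Of the 36 list results, all 36 kept their direction and their side of the camera threshold with no further scaling, either other pseudocount, only the 2 groups in the model, a robust or a constant variance prior. Quantile normalization took the synaptic list between the treatments (0.15) below it. At 5 TPM the replication list in SBMO larvae (0.23), and between the treatments the synaptic list (0.18) and the calcium list (0.18), were no longer past it. With no filter the calcium list in SHMO larvae (0.33) came past it. Other medians moved and stayed past it. At 5 TPM the digestive markers in SHMO larvae were at -0.49 and the muscle list between the treatments at -0.104. The cause was not tested.

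With 1 pool left out, the calcium list in SHMO larvae ranged from 0.16 (without Ctrl replicate 3) to 0.47 (without Ctrl replicate 1), and was past the threshold at 0.47, 0.44 (without Ctrl replicate 2) and 0.43 (without SHMO replicate 1). In SBMO larvae the replication list ranged from 0.069 (without SBMO replicate 3) to 0.37 (without SBMO replicate 2), losing the threshold also without Ctrl replicates 1 (0.19) and 2 (0.15) and SBMO replicate 1 (0.17). The cholesterol list ranged from -0.47 (without SBMO replicate 3) to -0.25 (without SBMO replicate 2), losing it there and without Ctrl replicate 3 (-0.32). The unfolded protein response list ranged from 0.055 (without SBMO replicate 3) to 0.25 (without SBMO replicate 2, then past the threshold), and the chaperone list, near 0, from -0.069 (without SBMO replicate 3) to 0.027 (without Ctrl replicate 2). Between the treatments the synaptic list ranged from 0.011 (without SHMO replicate 1) to 0.26 (without SHMO replicate 3) and was at 0.12 without SBMO replicate 1. The calcium list ranged from 0.037 (without SHMO replicate 1) to 0.29 (without SHMO replicate 2) and was at 0.12 without SBMO replicate 2. The muscle list ranged from -0.36 (without SHMO replicate 2) to -0.033 (without SHMO replicate 1) and was at -0.083 without SBMO replicate 1. The clock list ranged from -0.011 (without Ctrl replicate 3) to 0.28 (without SHMO replicate 1) in SHMO larvae and from -0.24 (without SBMO replicate 3) to 0.071 (without SBMO replicate 1) between the treatments. It also changed sign at 0.024 without SHMO replicate 3, as did the chaperone list at 0.017 without SBMO replicate 2. Some medians moved by more than 1.5 times and stayed past the threshold. In SHMO larvae the glutamate receptors were at 0.19 without Ctrl replicate 3, the muscle list at -0.37 without SHMO replicate 1, and the digestive markers at -1.56 without SHMO replicate 1 and -0.45 without SHMO replicate 2. Between the treatments the digestive markers were at -0.17 without SHMO replicate 1 and -0.59 without SBMO replicate 1, and the redox list at -0.13 without SHMO replicate 1.

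Of 77 results for named genes 75 were called, and 0 changed direction. With some pool left out 35 of them lost the call and 40 kept it, and 7 lost it under another setting chosen in advance. By number of results, the pool whose removal lost most was Ctrl replicate 3 (21), before SHMO replicates 3 (19) and 2 (16), SBMO replicate 2 (17) and Ctrl replicates 1 (13) and 2 (11). The Ctrl pools enter more of these results than the treated pools do, so the numbers do not rank the pools by share. With the set of pools as a term 54 lost it. TPM values keep no depth, so what depth limits cannot be told from them, and the fragments per library range from 32685012 to 60903801.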

Differences from the paper's values

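For SHMO against Ctrl the paper gives 629 genes lower, and 1013 were called lower here. Of the alternatives set before the data were examined, 6 come within 1.5 times of the paper's value, namely a mean of at least 5 TPM (582), no further scaling (794), the replicate number as a block (693), a constant variance prior (894) and leaving out Ctrl replicate 1 (425) or Ctrl replicate 2 (436). The other 12 do not: pseudocounts of 0.5 (1025) and 1 (988), no filter (1194), quantile normalization (1081), only the 2 groups in the model (1080), a robust variance prior (1012), limma's treat (107), no log2(FC) minimum (1054) and leaving out Ctrl replicate 3 (417) or SHMO replicate 1 (1548), 2 (293) or 3 (285).

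For SBMO against Ctrl the paper gives 2296 genes in all, 883 higher and 1413 lower, and 3772, 1583 and 2189 were called here. The paper's total is reached within 1.5 times with a pseudocount of 1 (3418), a mean of at least 5 TPM (2299), no further scaling (3431), only the 2 groups in the model (3135), the replicate number as a block (2902) and leaving out Ctrl replicate 1 (2359), Ctrl replicate 2 (2727) or SBMO replicate 1 (2756). It is not with a pseudocount of 0.5 (3647), no filter (3749), quantile normalization (3648), a robust (3854) or constant (3470) variance prior, treat (236), no log2(FC) minimum (4259) or leaving out Ctrl replicate 3 (1430), SBMO replicate 2 (1031) or SBMO replicate 3 (3562).

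The paper's 883 genes higher are reached within 1.5 times with a mean of at least 5 TPM (1200), only the 2 groups in the model (1159), the replicate number as a block (1112) and leaving out Ctrl replicate 1 (941), Ctrl replicate 2 (1259) or SBMO replicate 1 (1021), and under none of the other 12 alternatives set before the data were examined. The paper's 1413 genes lower are reached within 1.5 times with a pseudocount of 1 (2015), a mean of at least 5 TPM (1099), no further scaling (2092), quantile normalization (1910), only the 2 groups in the model (1976), the replicate number as a block (1790), a constant variance prior (2113) and leaving out Ctrl replicate 1 (1418), Ctrl replicate 2 (1468) or SBMO replicate 1 (1735). They are not with a pseudocount of 0.5, no filter, a robust variance prior, treat, no log2(FC) minimum, or leaving out Ctrl replicate 3, SBMO replicate 2 or SBMO replicate 3.

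The paper's totals for SHMO against Ctrl and for SBMO against SHMO, and its number of genes higher with SHMOs, are within 1.5 times of those here. For the genes labelled in Fig. 6A and the up-regulated ones in Fig. 6B, its log2(FC) differs by less than the standard error here. For the down-regulated labels of Fig. 6B the paper's log2(FC) was not at hand, so these were not compared.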

Other observations

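The tests of mitosis genes and of SBMO replicate 3 were chosen only after the result was seen.

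The fold changes of SHMO and SBMO larvae share their Ctrl pools. With different Ctrl pools for each treatment the correlation across genes, which are not independent, stayed at 0.494 on average, so the shared pools are argued against as its whole cause.

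The rise of the glutamate receptors in SBMO larvae is consistent with a larger share of neural tissue in the pools. Genes of nerve cells in general were at a median log2(FC) of 0.75 (0.45 with SHMOs), near the 0.81 of the receptors. Genes of glia were at 0.49 (0.17 with SHMOs), of photoreceptors at 0.24 (-0.20), of skin at -0.46 (-0.67), of cartilage at -0.57 (-0.23) and of erythrocytes at -0.69 (0.05). A few genes taking most of the counts is argued against, since the 104 digestive and lipid transport genes held 2.42% of the TPM of the Ctrl pools, and their loss can lift all other genes by 0.035 log2 units at most. A change of expression per cell was not tested.

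Mitosis genes rose less than replication genes with SHMOs. Their median was 0.25, against 0.61 for 42 replication genes (permutation p = 0.0034 over genes, which are not independent, two-sided). This cannot exclude more dividing cells as the whole cause, since it assumes that both lists would then rise alike. In SBMO larvae the order was the other way, with mitosis genes at 0.45 and replication genes at 0.22. With SHMOs 21 of the 25 mitosis genes were higher, so more dividing cells stay open as the whole cause or a part of it.

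SBMO replicate 3 lies toward the SHMO pools in clock genes, at 0.261 of the way (SBMO replicates 1 and 2 at -0.058 and 0.005). It was the highest SBMO pool in 12 of the 13 genes of the chaperone list called higher with SHMOs, where chance gives 4.3. Whether the clock and the chaperone list share a cause cannot be told apart, since this rests on 1 pool.

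Sialic acid handling genes were called in both treatments in 3 of 33 cases (9.09%, against 4.72% of all genes, Fisher's exact test, p = 0.2), which leaves a response to the injected oligosaccharides open. Their median log2(FC) was -0.02 with either treatment. Heme degradation genes were at -0.93 with SHMOs and -0.91 with SBMOs.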
